# Neural adaption in midbrain GABAergic cells contributes to high-fat diet–induced obesity

**DOI:** 10.1126/sciadv.adh2884

**Published:** 2023-11-01

**Authors:** Xiaomeng Wang, Xiaotong Wu, Hao Wu, Hanyang Xiao, Sijia Hao, Bingwei Wang, Chen Li, Katherin Bleymehl, Stefan G. Kauschke, Volker Mack, Boris Ferger, Holger Klein, Ruimao Zheng, Shumin Duan, Hao Wang

## Abstract

Overeating disorders largely contribute to worldwide incidences of obesity. Available treatments are limited. Here, we discovered that long-term chemogenetic activation of ventrolateral periaqueductal gray (vlPAG) GABAergic cells rescue obesity of high-fat diet–induced obesity (DIO) mice. This was associated with the recovery of enhanced mIPSCs, decreased food intake, increased energy expenditure, and inguinal white adipose tissue (iWAT) browning. In vivo calcium imaging confirmed vlPAG GABAergic suppression for DIO mice, with corresponding reduction in intrinsic excitability. Single-nucleus RNA sequencing identified transcriptional expression changes in GABAergic cell subtypes in DIO mice, highlighting *Cacna2d1* as of potential importance. Overexpressing CACNA2D1 in vlPAG GABAergic cells of DIO mice rescued enhanced mIPSCs and calcium response, reversed obesity, and therefore presented here as a potential target for obesity treatment.

## INTRODUCTION

Obesity is one of the most serious global public health concerns as it links to many other related diseases such as heart disease, diabetes, and stroke (*1*). Millions of people are currently affected by obesity that is often linked to excessive calorie intake. Such a factor is clearly being exacerbated by the low cost, high availability, and relentless media promotion of high-calorie foods such those rich in fat or sugar. Once it takes hold, obesity is notoriously difficult to treat. Diet and lifestyle changes are effective avenues of achieving weight loss, but the results are often temporary, with many people regaining weight within 5 years (*2*, *3*). This is possibly due to energy homeostasis, including energy intake and expenditure, being tightly controlled by the central nervous system (CNS), and that the remodeling of this system by high-fat diet (HFD) is difficult to be reversed (*4*).

The CNS, particularly the hypothalamus including the arcuate nucleus (ARC), lateral hypothalamus (LH), ventromedial hypothalamus, and paraventricular nucleus of hypothalamus (PVH), plays a key role in maintaining energy homeostasis (*5*). Prior studies in high-fat diet–induced obesity (DIO) mice have discovered that a close relationship exists between obesity and functional and structural changes in hypothalamic neural circuits. For example, HFDs have been shown to induce changes of the number of excitatory and inhibitory synaptic connections received in anorexigenic proopiomelanocortin neurons of the ARC (*6*, *7*). Similarly, the intrinsic excitability of orexigenic neurons expressing agouti-related protein in the ARC not only exhibits HFD-induced enhancement in DIO mice, but this change is also persistent and difficult to reverse, even on resumption of a normal-food diet (NFD) (*4*, *8*).

In addition to the ARC, the LH is considered as an important area that regulates energy homeostasis, particularly related to the understanding of this nucleus as a reward center (*9*). Orexin and melanin-concentrating hormone neurons are two distinct types of appetite-promoting neurons in the LH. Excitatory transmissions for both types of neurons are increased upon the feeding of a HFD (*10*–*12*). In addition to the transcriptional profile of the LH glutamatergic neurons being affected by obesity, they also exhibit greatly attenuated reward responses after HFD exposure (*13*). These prior studies suggest that HFD affects synaptic transmissions or the intrinsic excitability of hypothalamic feeding-related neurons. However, the contribution of these alterations to the pathology of obesity, as well as any changes induced by HFDs in other energy homeostasis related brain regions, remains largely unknown.

Recently, GABAergic cells in ventrolateral periaqueductal gray (vlPAG) have been identified as another key component in feeding regulation. Whole brain c-Fos protein expression surveys have revealed that vlPAG cells have been activated at different energy states (*14*, *15*). Our previous study reported that suppressing the activity of GABAergic cells in the vlPAG is sufficient to promptly induce feeding behavior in well-fed mice. Conversely, the activation of these cells interrupts food intake and consequently reduced food intake even in starved mice (*16*). Although these studies suggested a crucial role of vlPAG GABAergic cells in feeding behavior, whether the function and transcriptional profile of these neurons become altered in DIO mice, especially their roles related to energy expenditure, remains unclear.

## RESULTS

### Long-term chemogenetic activation of vlPAG GABAergic cells rescues HFD-induced obesity

Using chemogenetics, we first wanted to examine whether the long-term activation of vlPAG GABAergic cells could reverse the overweight phenotype of DIO mice. We expressed a Cre-dependent viral construct coding for hM3Dq fused to mCherry fluorescent protein (AAV-DIO-hM3Dq-mCherry), with AAV-DIO-mCherry as control, into the vlPAG of 8-week-old *Gad2-IRES-Cre* mice to target GABAergic cells (figs. S1 and S2 and Fig. 1A). We found that 97% of *Gad2*-positive cells are also positive for *Slc32a1* by RNA scope, indicating that they are indeed GABAergic cells (fig. S1, A and B). After 1 week of recovery, the mice were switched from normal chow to HFD. Beyond that point, the body weight, fat mass, and lean mass of mice were monitored regularly using a small-animal magnetic resonance imaging (MRI) (Fig. 1, A and B). After 5 weeks on HFD, Clozapine-N-oxide (CNO) (0.25 mg/kg) was injected intraperitoneally once a day at 5:00 p.m. for a period of 2 weeks. Before CNO treatment, both groups of mice fed with a HFD showed remarkable increases in body weight, fat mass, and body fat rate but not the lean mass when compared to those of the baseline. Upon CNO treatment, the mice expressing hM3Dq began to lose body weight and fat mass quickly and continuously, while such a change was not observed in the control group (Fig. 1, C to F).

**Fig. 1.**
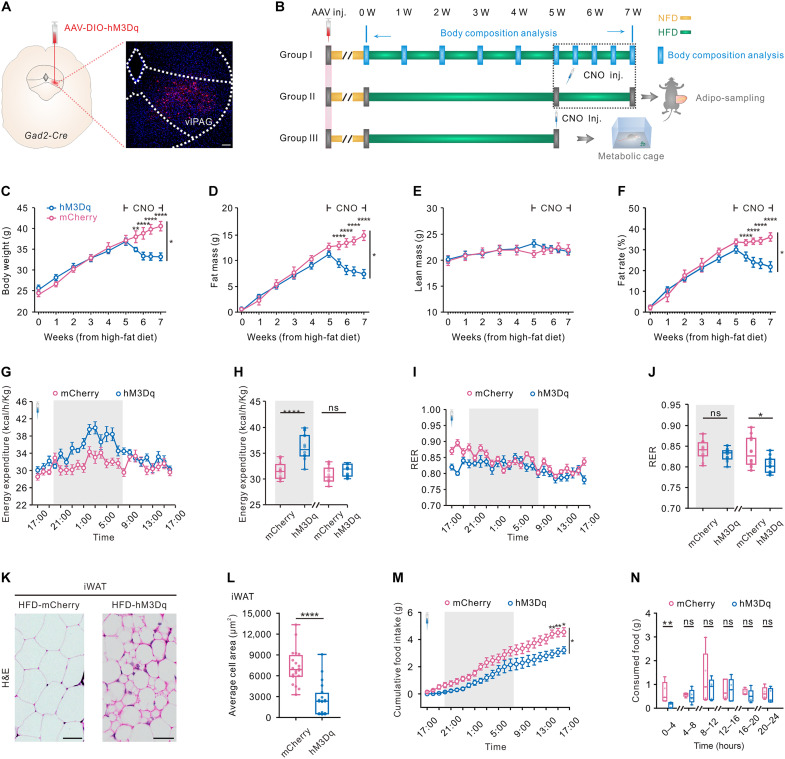
Long-term activation of vlPAG GABAergic cells reverses DIO. (**A**) Schematic and representative images. Scale bar, 100 μm. (**B**) Experimental timeline and group schematic. (**C** to **F**) hM3Dq-expression and mCherry-expression DIO mice were treated with CNO (0.25 mg/kg) intraperitoneally each day for 2 weeks. Two-way repeated-measures ANOVA was used (hM3Dq: *n* = 7 mice; mCherry: *n* = 7 mice) for body weight (*P < 0.05), fat mass (*P < 0.05), lean mass (*P* = 0.4843), and fat rate (*P < 0.05). Holm-Sidak post hoc test was used to determine time point when hM3Dq group is significantly different from control group. (**G** to **J**) hM3Dq expression and mCherry expression DIO mice were treated with CNO at 5:00 p.m. and then placed in metabolic cages for 24 hours. Energy expenditure and respiratory exchange ratios (RER) from each group of mice are shown. Bar graphs (H and J) represent averages of dark (8:00 p.m. to 8:00 a.m.) and light cycles. Shaded parts represent the dark cycle (mCherry: *n* = 12 hours averaged from seven mice; hM3Dq: *n* = 12 hours averaged from six mice; unpaired *t* test). (**K**) Representative H&E staining of the inguinal white adipose tissue (iWAT) from CNO treatment hM3Dq expression and mCherry expression DIO mice. Scale bars, 50 μm. (**L**) Average adipocyte area in iWAT in DIO mice described in (L) (*n* = 20 slides from six mice for both groups; Mann-Whitney test). (**M**) Twenty-four–hour cumulative food intake after CNO treatment for hM3Dq expression and mCherry expression DIO mice [hM3Dq: *n* = 5 mice; mCherry: *n* = 5 mice; two-way repeated-measures analysis of variance (ANOVA) followed by the Holm-Sidak post hoc test]. (**N**) Food consumption over a 4-hour period related to (M) (mCherry: *n* = 5 mice; hM3Dq: *n* = 5 mice; Mann-Whitney test). Data are represented as mean ± SEM; *P < 0.05, **P < 0.01, ****P < 0.0001. ns, not significant.

We then wanted to uncover the potential mechanism by which such a reduction of body weights had occurred during chemogenetic activation of vlPAG GABAergic cells. Body weight homeostasis is generally determined by two main factors, energy intake and energy expenditure. We tested the 24-hour level of high-fat food consumption 1 week before (baseline), 1 day after, 1 week after, and 2 weeks after CNO treatment (fig. S3A). Results showed that the amounts of high-fat food consumed were markedly lower in hM3Dq-expressing *Gad2-Cre* mice at different time points after CNO treatment as compared to the baseline levels, while the control group did not show such a reduction of food intake after CNO injection (fig. S3, B and C). We also found that 2 weeks of CNO treatment in hM3Dq-expressing DIO mice was sufficient to restore the body weight to that of age-matched mice fed with a NFD (fig. S3D).

As a next step, we explored whether activation of GABAergic neurons of vlPAG affect energy expenditure in mice. After CNO treatment at 5:00 p.m., hM3Dq-expressing and mCherry-expressing mice were tested for 24 hours in metabolic cages (Fig. 1B). Chemogenetic activation of GABAergic neurons in vlPAG resulted in a significantly increased calorie expenditure during the night but not during daytime (Fig. 1, G and H). CNO injections did also decrease the respiratory exchange rate (RER) in hM3Dq-expressing mice when compared to mCherry-expressing control mice during daytime (Fig. 1, I and J). The reduction of RER after chemoactivation of vlPAG GABAergic neurons suggested that basic energy resources had shifted from carbohydrates to fats. The reduced fat mass could be a result of adipose tissue browning, which is highly related to Uncoupling protein 1 (UCP1) signaling. Therefore, after 2 weeks of CNO treatment, we collected adipose tissues from interscapular brown adipose tissue (iBAT), inguinal white adipose tissue (iWAT), and epididymal white adipose tissue (eWAT) in hM3Dq-expressing and control mice and quantified the mRNA level of *Ucp1* by reverse transcription quantitative polymerase chain reaction (qPCR). Remarkable increase of *Ucp1* mRNA was observed in iWAT but not iBAT and eWAT groups (fig. S4, A to C). Consistently, long-term chemogenetic excitation of vlPAG GABAergic cells significantly increases the UCP1 protein level in iWAT of DIO mice (fig. S4, D and E). We performed hematoxylin and eosin (H&E) staining of iWAT collected from CNO-treated hM3Dq-expressing and mCherry-expressing DIO mice. We observed that the long-term chemogenetic activation of vlPAG GABAergic cells had induced a significant reduction of average adipose cell area and remarkable iWAT browning (Fig. 1, K and L). After CNO treatment, the reduction of 24-hour food intake in hM3Dq-expressing mice was majorly attributed by a remarkable decrease of food consumption within the first 4 hours (Fig. 1, M and N).

### vlPAG GABAergic cells display increased silencing during refeeding of high-fat food in DIO mice

We considered whether neural adaption occurred in the vlPAG GABAergic cells in DIO mice. To answer this question, we transduced a Cre-dependent viral construct coding for the calcium-activated green fluorescent protein GCaMP6m (AAV-EF1α-DIO-GCaMP6m), into the vlPAG of *Gad2-Cre* mice unilaterally. Afterward, we positioned an optical fiber above the vlPAG for Ca^2+^ imaging (fig. S5 and Fig. 2A). Before recording, all 13 mice (groups 1 and 2) underwent 36-hour food deprivation to increase the feeding bouts upon test. To exclude the possibility of long-term fasting (36 hour) led to a notable weight loss and restoration of leptin and insulin sensitivity versus 24-hour fasting in the obese mice, we compared the body weight loss and glucose tolerance between 36-hour and 24-hour food deprivations in both DIO and control mice (fig. S6). We found that although 36 hours of food deprivation significantly reduced body weight in both groups when compared with 24 hours of food deprivation, the reduction of body weight between 36-hour and 24-hour food deprivations is comparable in DIO and control mice (fig. S6, A and B). In addition, the glucose tolerance test (GTT) results showed that the fasting blood glucose of DIO mice was higher than that of the control group, but there was no difference between the GTT of mice fasted for 24 hours and that of mice fasted for 36 hours in both the DIO and control groups (fig. S6, C and D).

**Fig. 2.**
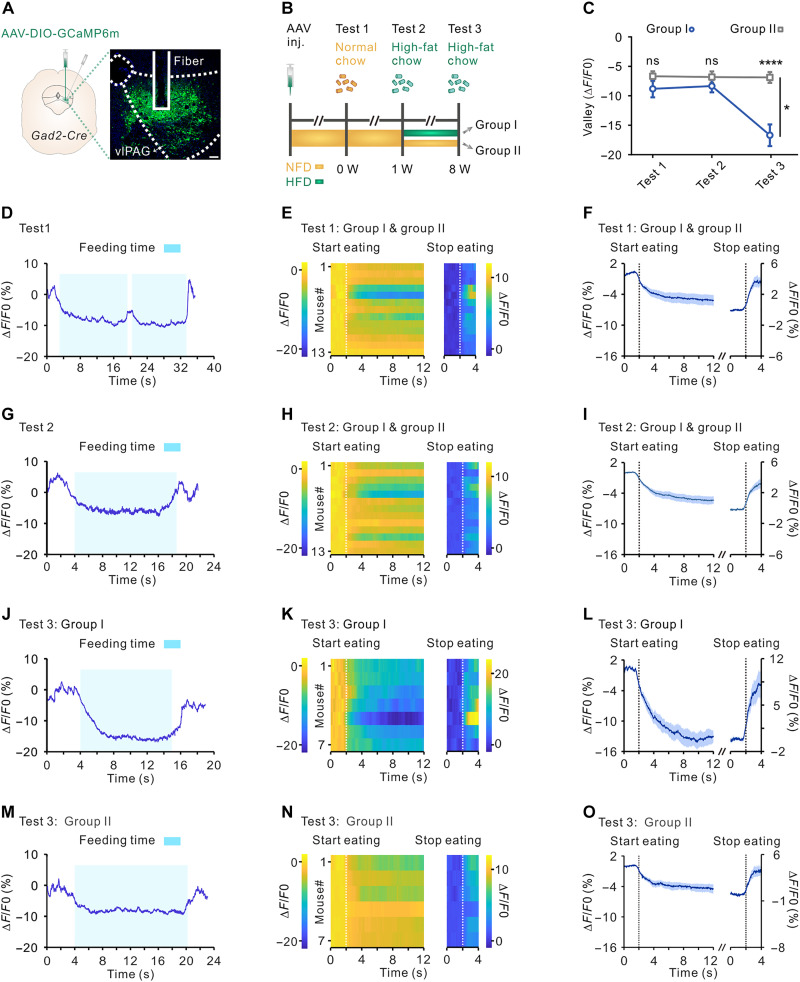
Calcium imaging of vlPAG GABAergic cells during refeeding of normal chow or high-fat chow. (**A**) Schematic for expressing GCaMP6m. Scale bar, 100 μm. (**B**) Experimental timeline and group schematic. (**C**) Amplitude of Ca^2+^ signaling in vlPAG GABAergic neurons described in (C) to (N) (test 1 group I: *n* = 7 mice, test 1 group II: *n* = 6 mice, test 2 group I: *n* = 7 mice, test 2 group II: *n* = 6 mice, test 3 group I: *n* = 7 mice, test 3 group II: *n* = 6 mice). Data are represented as mean ± SEM, and two-way repeated-measures ANOVA (*P < 0.05) followed by the Holm-Sidak post hoc test was used (*P* = 0.5746 for test 1, *P* = 0.7859 for test 2, and ****P < 0.0001 for test3). (**D** to **F**) Sample recording trace (D), heatmaps (E), and mean GCaMP6m signal (F) of all mice (group I and group II) aligned to the initiation and termination of feeding corresponding to (D) (*n* = 13 mice) in vlPAG GABAergic neurons in response to normal chow stimuli in test 1. (**G** to **I**) Sample recording trace (G), heatmaps (H), and mean GCaMP6m signal of all mice (I) showing the Ca^2+^ signals in vlPAG GABAergic neurons in response to first time high-fat chow exposure. (**J** to **L**) Sample recording trace (J), heatmaps (K), and mean GCaMP6m Ca^2+^ signal (L) of group I (*n* = 7 mice) in response to high-fat chow stimuli after being fed with HFD for 7 weeks. (**M** to **O**) Sample recording trace (M), heatmaps (N), and mean GCaMP6m Ca^2+^ signal (O) of group II (*n* = 6 mice) in response to high-fat chow stimuli after being fed with NFD for 7 weeks.

Imaging sessions measuring calcium signaling were recorded in mice exposed to normal chow on week 0 and to high-fat food on week 1 and week 8 (Fig. 2, B and C). We found that in the free-feeding assay, the Ca^2+^ signaling in vlPAG GABAergic cells was markedly and persistently suppressed once the mice had commenced eating and then returned to near-baseline levels when mice completed eating, for tests on both week 0 and week 1, regardless of normal chow or high-fat food (Fig. 2, D to I). These results suggest that Ca^2+^ signaling was temperately reduced and highly correlated with feeding bouts. We then divided this cohort into two groups, one fed with HFD and the other fed with NFD as control, for 7 weeks. Mice that had undergone 7 weeks of HFD showed more robust Ca^2+^ signaling decreases during refeeding of high-fat food as compared to mice that had undergone 7 weeks of NFD (Fig. 2, J to O). To exclude the possible effects of altered locomotion after fasting on Ca^2+^ signaling, we analyzed the changes in Ca^2+^ signaling during three locomotion-related behaviors: walking, grooming, and rearing of mice that underwent 36-hour food deprivation. We found that there was no notable change in Ca^2+^ signaling during the occurrence of any of the three behaviors (fig. S6, E to M). We next found when DIO mice were refed a normal chow diet, the Ca^2+^ signals of the vlPAG also presented a notable reduction during eating bouts, and this reduction was comparable to the Ca^2+^ signal changes induced by refeeding with HFD for DIO mice (fig. S7). These results illustrate that when mice were on 7 weeks of HFD and became obese, the GABAergic neuronal activity of vlPAG is inhibited more pronounced at the onset of eating both of high-fat food and normal chow (Fig. 2C and fig. S7E). No substantial differences of number of feeding bouts, feeding bout time, and total time spent on feeding during Ca^2+^ signaling recording were observed between group 1 and 2 in test 3 (fig. S8).

### Synaptic transmission and intrinsic properties of vlPAG GABAergic cells were altered in DIO mice

The reduction of the neural activity of vlPAG GABAergic cells during refeeding in DIO mice could be a result of modified synaptic transmission or an alteration of the intrinsic excitability of these cells in DIO mice. To test these possibilities, we injected AAV-DIO-mCherry virus into the right vlPAG of adult *Gad2-Cre* mice to label GABAergic neurons. After 7 weeks of either NFD or HFD, the miniature postsynaptic inhibitory currents (mIPSCs) of GABAergic neurons in vlPAG were recorded in acute brain slices (Fig. 3A). We found that the frequency of mIPSCs was significantly increased in DIO mice as compared to NFD mice (*P* < 0.001), whereas the amplitude of mIPSCs remained unchanged (Fig. 3, B to D), suggesting that HFD may increase inhibitory synaptic transmission onto vlPAG GABAergic neurons through a presynaptic mechanism. To investigate how fast a HFD would affect synaptic function, we performed the same procedure of viral expression and electrophysiological measurements as previously described after 1 week of NFD or HFD. We found that although 1 week of HFD had not remarkably increased body weight (fig. S9A), changes of mIPSC frequency and amplitude were already in evidence (fig. S9, B to D). These results suggest that such neural adaptations precede body weight change. We also found that the spontaneous firing rate of vlPAG GABAergic cells was remarkably lower in DIO mice than in control mice (Fig. 3, E and F). The changes in spontaneous firing rates were already evidenced after 1-week HFD (fig. S9, E and F).

**Fig. 3.**
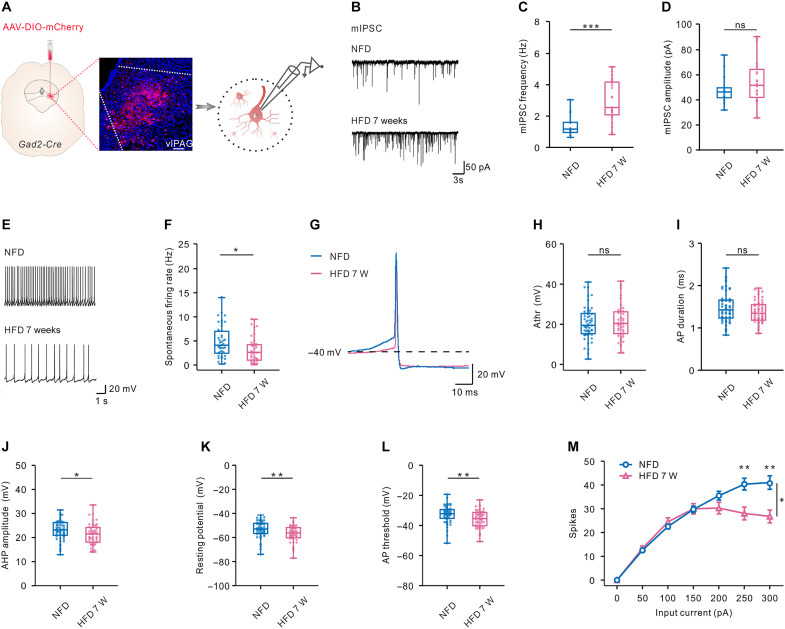
GABAergic synaptic transmission and intrinsic properties of vlPAG GABAergic cells were altered in DIO mice. (**A**) Diagram showing virus injection (left) and electrophysiological recording (right). Scale bar, 100 μm. (**B**) Representative traces of mIPSCs recorded in vlPAG GABAergic neurons from mice that had undergone 7 weeks of NFD or HFD. (**C**) Average mIPSC frequency from the two groups (NFD: *n* = 15 cells from three mice, HFD 7 W: *n* = 21 cells from three mice, ***P < 0.001, Mann-Whitney test). (**D**) Average mIPSC amplitude from the two groups (*P* = 0.247, unpaired *t* test). (**E**) Representative traces of spontaneous action potential (AP) firing. (**F**) Spontaneous AP firing rate of vlPAG GABAergic neurons from mice that had undergone 7 W NFD or HFD (NFD: *n* = 43 of 53 cells from eight mice, HFD 7 W: *n* = 43 of 52 cells from nine mice; *P < 0.05, Mann-Whitney test). (**G**) Representative traces of single AP. Dot lines represent −40 mV. (**H** to **L**) Activation threshold (H, *P* = 0.74, unpaired *t* test), AP duration (I, *P* = 0.063), AHP amplitude (J, *P < 0.05, unpaired t test), resting potential (K, **P < 0.01, Mann-Whitney test), and AP threshold (L, **P < 0.01, Mann-Whitney test) of vlPAG GABAergic neurons (NFD: *n* = 57 cells from eight mice, HFD 7 W: *n* = 52 cells from nine mice). (**M**) The number of evoked APs against injected currents (data are represented as mean ± SEM, *P < 0.05, **P < 0.01, two-way ANOVA followed by Holm-Sidak post hoc test).

Besides the synaptic alterations, concurrent changes in the intrinsic excitability of postsynaptic neurons may also occur. When comparing intrinsic properties, although we observed no changes in activation thresholds and action potential (AP) duration (Fig. 3, G to I), the after-hyperpolarization (AHP) amplitude, resting membrane potential (RMP), and AP threshold were all significantly altered in DIO mice (Fig. 3, J to L). In addition, while the number of neuronal discharges in DIO mice was comparable to the control group at a current intensity input of less than 250 pA, noteworthy decreases were observed at current intensity inputs from 250 to 300 pA (Fig. 3M). All data indicated that the intrinsic excitability of GABAergic neurons in vlPAG were reduced remarkably in DIO mice. No obvious changes in intrinsic excitability were observed in mice after 1 week of HFD (fig. S9, G to M).

Given that long-term chemogenetic manipulation is capable of rescuing HFD-induced obesity, we explored whether such manipulation could also enhance the neural activity of vlPAG GABAergic cells (fig. S10). We performed c-Fos immunostaining in hM3Dq-expressing mice after single-dose or constitute 2 weeks of CNO treatments in both DIO and control groups. In DIO mice, when compared to CNO administration once, 2 weeks of CNO treatments significantly increased c-Fos expression levels in hM3Dq-expressing neurons (fig. S10, A and B). However, there was no difference in c-Fos expression levels between single CNO administration and 2 weeks of CNO administration in control mice fed with NFD (fig. S10, C and D). These results suggest that long-term chemogenetic activation increased the excitability of vlPAG GABAergic cells in obese mice.

### HFD-induced transcriptional changes in vlPAG GABAergic cells revealed *Cacna2d1* as critical player in neuronal homeostasis

To explore changes in the gene expression profile of vlPAG GABAergic cells in DIO mice, we collected the vlPAG from mice fed with either 7 weeks of HFD or normal chow and performed single-cell nucleus sequencing (Fig. 4A). 

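The vlPAG is the ventrolateral column of the periaqueductal gray in the midbrain. The data are 2 libraries, 1 per diet. Each was made from the pooled vlPAG of 18 mice that received HFD or normal chow (NFD) for 7 weeks from 8 weeks of age, and the HFD library is that of the DIO mice. Droplet capture tags each RNA molecule with a unique molecular identifier (UMI), and the deposited matrices hold whole UMI counts per gene and nucleus that the authors made with Cell Ranger (version 4.0.0 in the matrix header) on GRCm38. The NFD matrix holds 7625 barcodes and 41180006 UMIs, with a median of 4442 UMIs per barcode. The HFD matrix holds 6813 barcodes and 55133689 UMIs, with a median of 6787. The depth stated in the paper is 41126 mean reads per cell for NFD and 36562 for HFD, and the values given here rest on the UMIs. From the matrices, nuclei that passed the filter in the paper's methods were normalized, clustered in Seurat and named from marker genes. UMIs were then summed per library and cell group, divided by the total UMIs of that group and expressed as CPM. The log2 ratio of HFD to NFD CPM is given with its exact conditional binomial 95% interval. With 1 library per diet there is no replicate, so no test between the diets was made, and every interval covers counting error only. Because the genes of Table S1 were taken from these same nuclei, they were left out of the variable genes, which kept 1929 of 2000. Pooling, dissection and sequencing were done once per diet, and their effects are part of every difference between the libraries.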

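HFD nuclei held more UMIs than NFD nuclei, although the paper states fewer mean reads per cell for HFD. Depth here means UMIs per nucleus. After the filter on counts and mitochondrial genes the NFD library kept 7500 nuclei and 41042988 UMIs, with a median of 4504.5 UMIs and 2215 genes per nucleus. The HFD library kept 6322 nuclei and 54587419 UMIs, with a median of 7347.5 UMIs and 3034 genes. Malat1, an abundant nuclear noncoding RNA, took 4.43% of the NFD and 3.02% of the HFD UMIs. Blood was present more in the NFD library, where Hbb-bs, which encodes adult beta globin, had 296 UMIs against 30 in the HFD library. A share of nuclei with a UMI of a gene grows with depth, so shares were compared after each nucleus was thinned at random to 2000 UMIs, and shallower nuclei were left out.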

In total, 6813 cells from DIO mice and 7625 cells from control mice were analyzed. To determine discrete cell classes, cells were clustered on principal components and visualized via uniform manifold approximation and projection (UMAP) for subsequent feature discovery. We identified transcriptionally distinct neuronal, glial, and stromal cell classes based on canonical marker distributions (Fig. 4, B and C, and fig. S11A). 

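GABAergic neurons were the largest named class in both libraries. They were 39.2% of NFD nuclei (38.1 to 40.3, Clopper-Pearson 95% interval) and 35.8% of HFD nuclei (34.7 to 37.0). Of the glutamatergic clusters, cluster 1 held 13.8% of NFD and 12.0% of HFD nuclei, cluster 6 held 4.91 and 5.69% and cluster 16 held 1.96 and 2.15%. Astrocytes were 5.24% of NFD and 5.27% of HFD nuclei. They came from clusters 8 and 20, and cluster 20, with 44 NFD and 113 HFD nuclei, had Gabra6 and Etv1 among its leading genes. Microglia were 2.89% of NFD and 2.86% of HFD nuclei. Endothelial cells, led by Flt1, Slco1a4 and Cldn5, were 3.49% of NFD nuclei (3.09 to 3.93) and 1.52% of HFD nuclei (1.23 to 1.85). Mature oligodendrocytes, led by genes that include Mobp and Mag, were 1.91% of NFD and 1.22% of HFD nuclei. Serotonergic neurons, led by Tph2 and Slc6a4, were 3.45 and 2.69%, and dopaminergic neurons, with Th among their leading genes, were 3.29 and 2.09%. Precursors of oligodendrocytes were 0.76 and 0.743%, and pericytes or fibroblasts were 0.427 and 0.554%. Of the ependymal clusters, cluster 17 was 1.41% of NFD and 2.72% of HFD nuclei. Cluster 13 was 3.95 and 1.36%, and its leading genes included Kit and Tfap2b beside the ciliary genes Dnah11, Cfap299 and Dnah12. A further cluster, number 5, held 10 NFD nuclei and 765 HFD nuclei (12.1%) at a median of 1709 UMIs in HFD. It was led by Gabra6, Etv1, Il16 and Fat2, and it was left unnamed, as were 3 others. Clusters 2 and 12, which carried GABAergic and glutamatergic markers within 2-fold of each other, held 12.1% of NFD and 8.98% of HFD nuclei. These values come from 23 clusters at a resolution of 0.5, of which 19 matched 1 of 11 classes by markers listed before the data were examined. The order of the GABAergic shares depends on the clustering. HFD was the higher with all 2000 variable genes (31.6% of NFD and 33.4% of HFD nuclei), with only Cacna2d1 left out of them (31.8 and 33.0%), with 3000 variable genes (30.7 and 31.8%) and when cluster 5 was left out (40.8% of HFD nuclei).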

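The GABAergic clusters held 5205 nuclei, and 4085 of them had at least 1 UMI of Slc32a1, Gad1 or Gad2, 2172 from the NFD library and 1913 from the HFD library. Reclustered at a resolution of 0.1, they fell into 8 subclusters, and 7 of these matched the marker sets of fig. S11B, each a different one. The subcluster named gaba1 was led by Meis2, Tfap2b and Tshz2, genes for transcription factors. It held 858 NFD nuclei, 39.5% of the NFD GABAergic nuclei (37.4 to 41.6, Clopper-Pearson 95% interval), and 475 HFD nuclei, 24.8% (22.9 to 26.8). The next in size with both libraries together, gaba2, held 445 NFD nuclei (20.5%) and 506 HFD nuclei (26.5%), and was the largest in HFD. The other named subclusters ran from gaba3, with 177 NFD and 204 HFD nuclei, and gaba7, with 214 and 187, down to gaba4 (133 and 174), gaba5 (99 and 96) and gaba6 (100 and 83). The eighth subcluster, of 146 NFD and 188 HFD nuclei, stayed unnamed because Slc17a6, the vesicular glutamate transporter gene, was among its leading genes together with Rnf220, Cacna2d1 and Sim1. Of 21 clusterings run with other settings or seeds, this one included, 16 had a subcluster that matched gaba1, and the number of GABAergic nuclei ran from 3052 to 5205.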

GABAergic cells were further allocated into seven subgroups (Fig. 4D and fig. S11B). We revealed many up-regulated and down-regulated genes in DIO mice (table S1). Among these genes, we were particularly interested in the *Cacna2d1* (calcium channel α2δ1 subunit) that was strongly reduced in cluster 1 (Fig. 4E), since prior studies have revealed this gene as an important regulator of synaptic plasticity (*17*). 

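Heat shock genes measured higher and Malat1 and mitochondrial RNAs measured lower in the HFD library, in several GABAergic subgroups at once. Of the 260 rows of Table S1, 255 could be matched by gene name to the subgroup of the same number, 11 of them by reading the printed name as a near symbol. In 249 of these (97.6%) the HFD to NFD ratio had the listed direction. The table was chosen on these same nuclei, so this count is not independent evidence of direction. In the other named subgroups the same genes had the listed direction in 1195 of 1497 cases (79.8%). Malat1, listed in 6 clusters, had a log2 ratio of -0.72 (-0.73 to -0.72) in gaba1 and -0.42 (-0.44 to -0.40) in gaba5, the ends of its range over the listed clusters. The mitochondrial ribosomal RNA mt-Rnr2, also listed in 6, ran from -0.38 in gaba2 to -1.07 in gaba5. Hsph1, a chaperone of the heat shock family, was listed in 5 clusters and ran from 1.14 (0.82 to 1.47) in gaba2 to 1.55 (0.91 to 2.24) in gaba6. Its relative Hspa4l ran from 0.69 to 0.99 over 4 clusters. Ahi1, a gene of the primary cilium, lay between -0.43 and -0.48 in its 5 clusters. Arhgap26 lay between -0.78 and -1.13 in 3 for the identifier ENSMUSG00000118193. These Arhgap26 values are uncertain, as a second gene with this symbol overlaps it on the same strand. Swt1, Fxr1 and Cntnap5c were higher in each of their 3, with 1 of the Swt1 rows read from a near spelling. Stip1, which joins the chaperones of the heat shock families, had a log2 ratio of 0.92 (0.68 to 1.16) in gaba1, where its listed p is among the 3 lowest. The 6 listed genes with a ratio of summed counts in the other direction were Cacna2d1 and Galnt6 in cluster 1 and Bbs4, Plk2, Slc1a2 and Supt20 in cluster 7. The intervals of all of these but Cacna2d1 included 0. On the scale of Table S1, the natural log of the mean normalized count over nuclei, 251 of the 255 (98.4%) had the listed direction, Cacna2d1 (-0.147) and Slc1a2 (0.014) among them.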

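Over all GABAergic nuclei, heat shock and immediate early genes measured higher in the HFD library, and genes of lipid synthesis and neuropeptides measured lower. Heat shock chaperones and co-chaperones had all 20 measured members above 0 and a median log2 ratio of 0.54 (0.41 to 0.58). Dnajb1 was at 1.32, Hsph1 at 1.30 (520 UMIs in NFD and 1865 in HFD), Stip1 at 0.79 and Chordc1 at 0.65. Immediate early genes, which neurons induce on stimulation, were also higher in 11 of 12, at a median of 0.46 (0.31 to 0.61), with Nr4a3 at 1.78 (1.27 to 2.32) and Dusp1 at 0.65. Genes of cholesterol and fatty acid synthesis were lower in 20 of 24, at a median of -0.29 (-0.34 to -0.19). Among them were Srebf1, a transcription factor of lipid synthesis (-0.69), Idi1 (-0.62) and Hmgcs1 (-0.52). Neuropeptide genes were lower in 11 of 13, at a median of -0.22 (-0.38 to -0.12), with Cck at -1.15, the granin gene Chgb at -0.52 and Pcsk1n at -0.50, while Adcyap1 was at 0.57. These values pool subgroups whose shares differ between the libraries. Within gaba1 the neuropeptide median was -0.08 (-0.21 to 0.06, 3 above and 5 below 0), and of the immediate early genes 2 were measured, 1 above and 1 below. Mitochondrially encoded genes were lower in 11 of 15 (median -0.25) and cytosolic ribosomal protein genes in 32 of 41 (median -0.24). Among 10000 random lists of the same size and expression, the medians of the first pair of lists were at the 100th percentile, those of the cholesterol, mitochondrial and ribosomal lists at 0 and that of the neuropeptides at 0.26. Channel and receptor genes moved little: voltage-gated calcium channel pore subunits had a median of 0.07, auxiliary subunits 0.10, potassium channels 0.06, sodium and HCN channels -0.04, GABA receptors 0.11 and glutamate receptors 0.04. Of the GABAergic markers, Slc32a1, the vesicular GABA transporter gene, had a ratio of -0.69 (-0.83 to -0.55), while Gad1 was at -0.03 and Gad2 at -0.05. By a rule of size alone, the genes most above 0 were Nr4a3, Plod1, a lysyl hydroxylase gene (1.60), Dnajb1 and Hsph1, and those most below were Vmn1r209, a vomeronasal receptor gene (-1.82), Gm16124 (-1.47) and Sox6 (-1.26). The median over all 12807 genes with at least 100 UMIs was -0.02. Some heat shock, mitochondrial and clock genes were known from Table S1 when the lists were written.

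**Figure D1:**
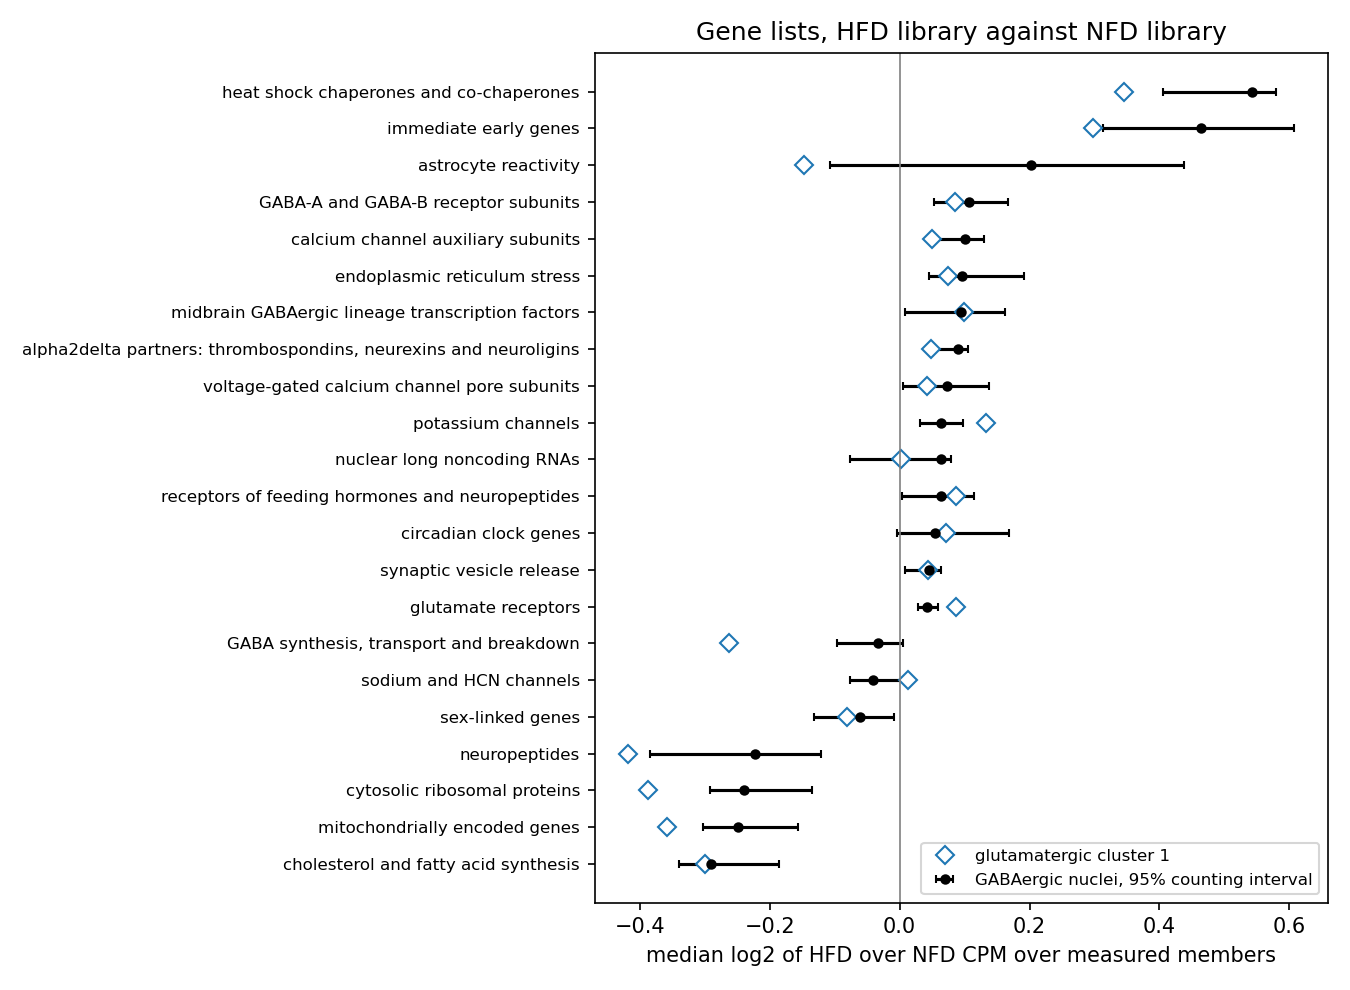
Median log2 ratio of HFD to NFD CPM (x axis) over the measured genes of each list (y axis). Black points with bars are all GABAergic nuclei with the 95% counting interval, and open diamonds are glutamatergic cluster 1. Heat shock genes lie at 0.54 and 0.35 and cholesterol genes at -0.29 and -0.30.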

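Cacna2d1 (ENSMUSG00000040118) lies on the plus strand of chromosome 5 of GRCm38, from 15934691 to 16374511, and encodes the α2δ1 auxiliary subunit of voltage-gated calcium channels. In gaba1 nuclei its summed counts were slightly higher in the HFD library, and its mean per nucleus was lower. It had 2229 UMIs among 5553666 in the NFD nuclei, which is 401 CPM (385 to 418, exact Poisson 95% interval). In the HFD nuclei it had 2854 UMIs among 6426835, which is 444 CPM (428 to 461). The log2 ratio of summed counts was 0.15 (0.07 to 0.23). When each nucleus was weighted equally, the mean was 401 CPM in NFD and 333 CPM in HFD, a log2 ratio of -0.27. The counts came from few nuclei, since the tenth of nuclei with the most Cacna2d1 UMIs held 57.6% of them in NFD and 61.1% in HFD. Thinned to 2000 UMIs per nucleus, the summed ratio was -0.23 (-0.43 to -0.04). In a split by the glutamate transporters Slc17a6, Slc17a7 and Slc17a8, made after the data were examined, neither part had higher counts in HFD beyond its interval. Nuclei without a UMI of these genes (693 NFD and 346 HFD) had 238 CPM in NFD and 146 CPM in HFD, a log2 ratio of -0.70 (-0.86 to -0.55). Nuclei with one (165 and 129) had 871 and 861 CPM, a log2 ratio of -0.02 (-0.12 to 0.09). They were 19.2% of NFD and 27.2% of HFD gaba1 nuclei, at medians of 5793 and 17209 UMIs, and as deeper nuclei show more genes this split follows depth too. In nuclei of at most 16000 UMIs the ratio was -0.38 (-0.49 to -0.26). Over 15 other clusterings with a gaba1 subcluster, 1 of which gave the same nuclei, the summed ratio was below 0 in 7 and ranged from -0.97 to 0.21. From the lower expression in cluster 1 of DIO mice in Fig. 4E, and from earlier studies of this gene in synaptic plasticity, the paper states its interest in Cacna2d1 and goes on to measure it by in situ hybridization.

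**Figure D2:**
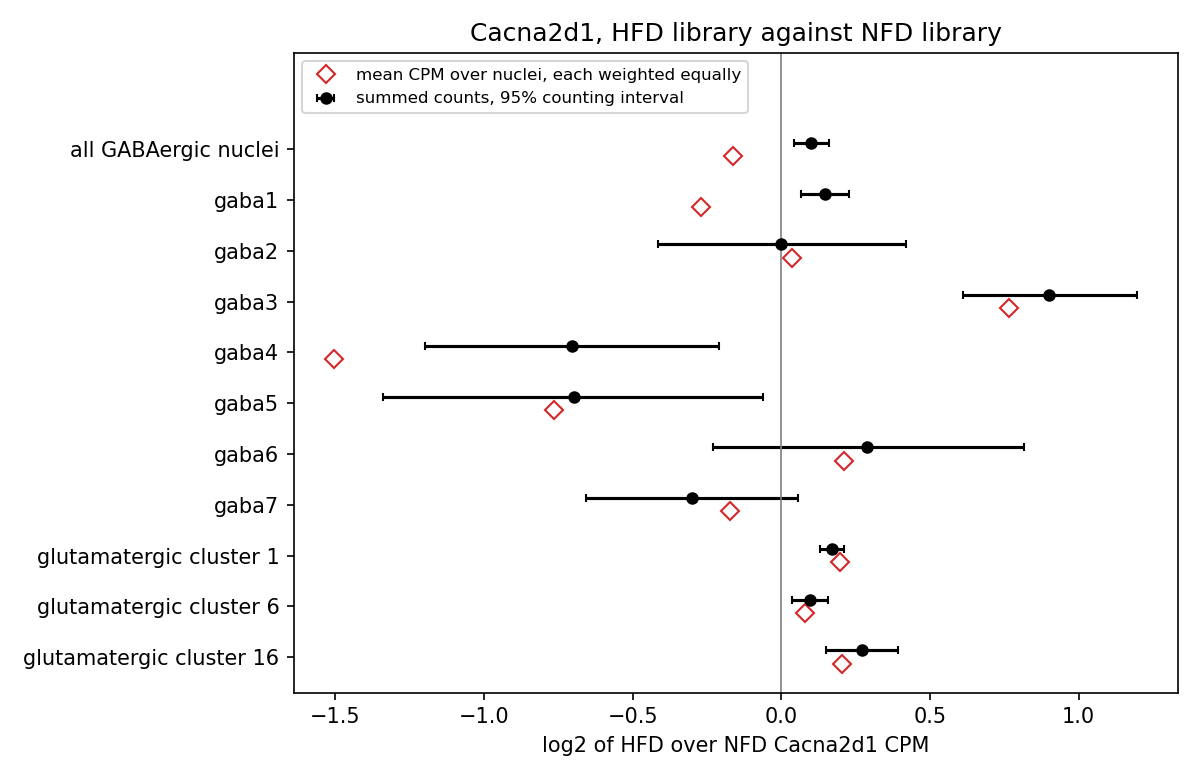
Log2 ratio of HFD to NFD Cacna2d1 CPM (x axis) in GABAergic subgroups and glutamatergic clusters (y axis). Black points with bars are summed counts with the 95% counting interval, and open diamonds are the mean over nuclei. In gaba1 these lie at 0.15 and -0.27, on either side of 0.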

Notably, the significant difference in *Cacna2d1* expression between DIO and control mice was only observed in cluster 1, which is the most dominant subtype since it accounts for 40.99% (1478 of 3606) of all vlPAG GABAergic cells. 

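Outside gaba1, Cacna2d1 counts were low in the other named GABAergic subgroups and high in glutamatergic neurons. In gaba2 to gaba6 the share of nuclei with a UMI at full depth was below that of mature oligodendrocytes. In gaba2 it had 27.6 CPM in NFD and 27.5 CPM in HFD, from 79 and 133 UMIs, a log2 ratio of 0.00 (-0.42 to 0.42). In gaba3 it had 83.1 and 155 CPM, a ratio of 0.90 (0.61 to 1.20). In gaba4 the ratio was -0.70 (-1.20 to -0.21), from 68 and 75 UMIs, and in gaba5 it was -0.70 (-1.34 to -0.06), from 48 and 40 UMIs. The intervals in gaba6 (0.29, -0.23 to 0.82) and gaba7 (-0.30, -0.66 to 0.05) included 0. Over the alternatives run, the ratio ran from -0.37 to 1.23 in gaba2, from -1.26 to 0.89 in gaba6 and from -0.68 to 0.84 in gaba7. In gaba4 it moved to -2.62 with 30 principal components, -1.65 without likely doublets and -1.50 with each nucleus weighted equally. The direction in gaba3 turned with all 2000 variable genes (-0.06) and with under 5% mitochondrial counts (-0.10). That in gaba5 turned when likely doublets were removed (0.37), after thinning (1.62, from few UMIs) and, in a split made after the data were examined, in nuclei without a glutamate transporter UMI (0.70). The unnamed subcluster with Slc17a6 had 1274 CPM in NFD and 1236 CPM in HFD, a ratio of -0.04 (-0.15 to 0.06). Glutamatergic cluster 1 had 1326 and 1492 CPM (0.17, 0.13 to 0.21), cluster 6 had 1424 and 1523 CPM (0.10, 0.04 to 0.16) and cluster 16 had 603 and 728 CPM (0.27, 0.15 to 0.39). Over all GABAergic nuclei the ratio was 0.10 (0.04 to 0.16) by summed counts and -0.16 with each nucleus weighted equally. In the HFD library gaba2 held more nuclei than gaba1 (506 and 475), while in the NFD library gaba1 held the most (858). With both libraries together gaba1 was the largest subcluster, with 1333 nuclei or 32.6% (31.2 to 34.1) of these GABAergic nuclei. This share depends on the clustering: over the 16 clusterings with a gaba1 subcluster it ran from 11.0% with 30 principal components to 38.4% with a transmitter threshold of 3-fold, and 5 of 21 clusterings had none. The paper's share has its own denominator of 3606 nuclei. The difference between subgroups was not tested, as there is 1 library per diet.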

In line with the results of single nucleus RNA sequencing (snRNA-seq), we performed RNA scope and found that the expression of the *Cacna2d1* gene was reduced in vlPAG GABAergic cells of DIO mice (Fig. 4, F and G, and fig. S12, A to C).

**Fig. 4.**
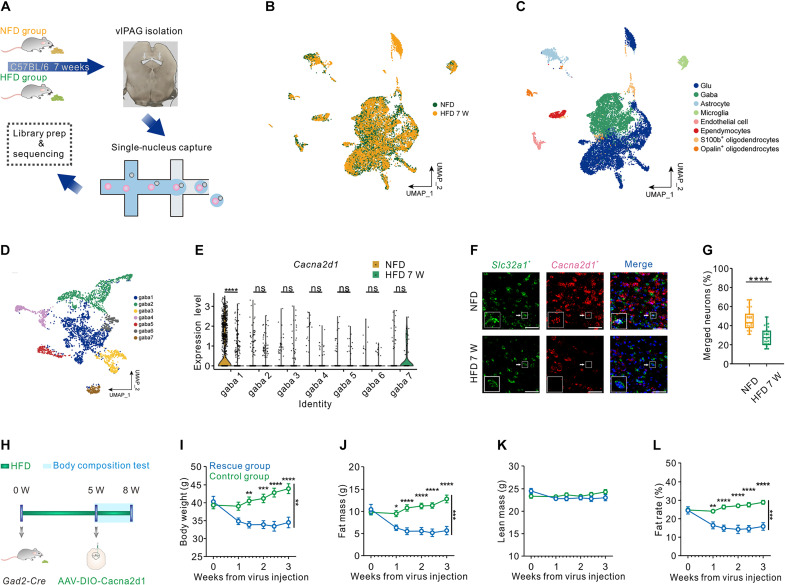
Transcriptional expression changes in vlPAG GABAergic cells in DIO mice. (**A**) Schematic representation of the workflow. (**B**) UMAP visualization of 14438 cells (7625 cells for NFD control group and 6813 cells for DIO group). (**C**) UMAP visualization of eight transcriptionally distinct clusters expressing canonical markers. Related markers see fig. S11. (**D**) Unsupervised clustering of vlPAG GABA neuronal cell types represented in a UMAP plot (*n* = 3606 cells). Different cell type clusters are color coded. Related markers see fig. S11. (**E**) Violin plot showing normalized expression of *Cacna2d1* for vlPAG^GABAergic^ neuronal cell types in NFD control and DIO groups; gaba1: ****P = 9.0 × 10^−14^ (< 0.0001), gaba2: *P* = 0.9, gaba3: *P* = 0.1938, gaba4: *P* = 0.6042, gaba5: *P* = 0.3396, gaba6: *P* = 0.8732, gaba7: *P* = 0.5349, Wilcoxon. (**F**) RNA FISH costaining of *Vgat* and *Cacna2d1* mRNA in vlPAG area. Scale bars, 50 μm. (**G**) Proportion of *Vgat*-positive neurons expressing *Cacna2d1* (NFD ctr: *n* = 3900 cells from 27 slides of four mice, DIO: *n* = 3369 cells from 27 slides of four mice; ****P < 0.0001, unpaired *t* test). (**H**) Experimental timeline and schematic for over-expressing *Cacna2d1*. (**I** to **L**) Body weight (g), fat mass (g), lean mass (g), and fat rate (%) in DIO mice after the injection of AAV-Cacna2d1 or AAV-eGFP (DIO ctr: *n* = 10 mice, DIO rescue: *n* = 9 mice; data are represented as mean ± SEM). Two-way repeated-measures ANOVA comparing *Cacna2d1* treatment rescue group and control group for body weight (**P < 0.01), fat mass (***P < 0.001), lean mass (*P* = 0.4059), and fat rate (***P < 0.001). Holm-Sidak post hoc test was used to determine time point when rescue group are significantly different from control group (*P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001).

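Per nucleus, Cacna2d1 was found in more gaba1 nuclei than in the other named subgroups of the clustering used, and the gaba1 shares depend on that clustering. At full depth 50.7% of NFD gaba1 nuclei (47.3 to 54.1, Clopper-Pearson 95% interval) and 40.6% of HFD gaba1 nuclei (36.2 to 45.2) had a UMI of the gene. Thinned to 2000 UMIs, which left out 6 NFD nuclei and 1 HFD nucleus, 37.6% of NFD nuclei (34.3 to 40.9) and 28.5% of HFD nuclei (24.5 to 32.8) had one. Over 16 clusterings with a gaba1 subcluster the thinned shares ran from 5.24 to 45.6% in NFD and from 4.44 to 35.7% in HFD. They were 14.5 and 8.95% with all 2000 variable genes, 12.9 and 9.67% after CCA integration, 7.58 and 7.08% with 30 principal components and 5.24 and 4.44% at a class resolution of 0.3. In the clustering used, the share and the summed counts go opposite ways, so neither alone gives an order of the diets. Over the 16 clusterings the thinned share was lower in HFD in all 16 and the mean per nucleus in 13. The summed ratio was below 0 in 7 and above 0 in 8 of the 15 clusterings other than the one used. The thinned shares in the other named subgroups of the clustering used lay between 3.09 and 11.9% in NFD and between 4.02 and 15.6% in HFD. Free RNA also gives UMIs to cells that do not express a gene. At full depth, microglia had a Cacna2d1 UMI in 6.91% of NFD and 13.8% of HFD nuclei, at medians of 929 and 1407 UMIs. Mature oligodendrocytes had one in 27.3 and 24.7%, at medians of 1900 and 2212 UMIs. The full-depth shares in gaba2 to gaba6 were below those of oligodendrocytes, at 8.31 to 21.5% in NFD and 10.3 to 21.6% in HFD, although the nuclei were deeper (medians of 5830 to 7589 UMIs in NFD and 8175.5 to 12055.5 in HFD). Thinned to 2000 UMIs, gaba2 nuclei had one in 4.37% of nuclei in both libraries, far fewer than gaba1. Of the oligodendrocytes only 69 of 143 NFD and 43 of 77 HFD nuclei were deep enough for thinning, and 34.8% of these in NFD (23.7 to 47.2) and 30.2% in HFD (17.2 to 46.1) had one. Thinned shares were 38.4 and 20.7% in endothelial cells and 50.0 and 36.8% in the 14 NFD and 38 HFD microglia that were deep enough. The thinned gaba1 shares (37.6 and 28.5%) lay within the range of these glial and endothelial shares. Those come only from the deepest nuclei of their classes, with likely doublets kept. The gaba1 shares lay above the thinned shares of the other named subgroups (3.09 to 11.9% in NFD and 4.02 to 15.6% in HFD). How much free RNA adds to each group, gaba1 included, was not tested. At full depth gaba7 nuclei had one in 19.2 and 32.6%, at medians of 4887.5 and 7564 UMIs. The gaba1 nuclei had medians of 5034 UMIs in NFD and 10294 in HFD. Glutamatergic cluster 1 had a UMI in 96.3 and 98.8% of nuclei at full depth and in 86.0 and 89.4% after thinning.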

To further confirm the specificity of the altered *Cacna2d1* expression in cluster 1, we selected another marker gene for cluster 1, *Meis2*, and performed RNA scope for *Vgat*, *Meis2*, and *Cacna2d1* in NFD and DIO mice (fig. S12, D and E). Our results suggested that the percentage of *Meis2* and *Vgat* double-positive neurons that coexpress *Cacna2d1* was significantly lower in the DIO group compared to the NFD control group, indicating a down-regulation of *Cacna2d1* expression in cluster 1 of vlPAG GABAergic cells.

Next, we designed and unilaterally injected AAV-hSyn-DIO-Cacna2d1-pA and AAV-hSyn-DIO-eGFP (1:1) into the right-lateral region of the vlPAG of DIO *Gad2-Cre* mice to overexpress CACNA2D1 in HFD-induced obesity mice. To determine how fast AAV-Cacna2d1 viral infection can increase the expression level of CACNA2D1 in DIO mice, we explored the mRNA levels of *Cacna2d1* 1 day and 3 days after bilaterally injecting AAV-DIO-Cacna2d1 into the vlPAG brain region of DIO *Gad2-Cre* mice by RNA scope. One day after virus injection, there was already a notable increase in the proportion of *Cacna2d1* expression in *Vgat*-positive neurons. Three days after virus injection, the expression of *Cacna2d1* was further significantly increased when compared to 1 day after virus injection (fig. S13, A and B). To test how long after overexpression of *Cacna2d1* could affect food intake in DIO mice, we targeted AAV-hSyn-DIO-Cacna2d1-pA and AAV-hSyn-DIO-eGFP (1:1) and AAV-hSyn-DIO-eGFP as control into the right-lateral region of the vlPAG of DIO *GAD2-Cre* mice. After 12 hours of recovery, we tested 24-hour food consumption during three consecutive days. The results showed that although there was no change in food consumption on day 1 in the CACNA2D1 overexpression group, the amount of high-fat food consumed was significantly reduced on day 2 and day 3 after virus injection. Such a reduction in food intake could not be observed in the control group (fig. S13, C and D). One week after viral transduction, we observed a remarkable reduction of body weight, adipose tissue, and fat level, but not lean mass, of DIO mice after CACNA2D1 overexpression (Fig. 4, H to L). The reduction of body weight in CACNA2D1 overexpression DIO mice was related to a decrease of food intake and increased iWAT browning (fig. S13, E to H). After 3 weeks of CACNA2D1 overexpression, DIO mice showed a decrease in body weight to comparable levels of age-matched mice that had been fed with a NFD (fig. S14A). The reduced body weight in CACNA2D1 overexpression DIO mice was associated with a reduction of the mIPSC frequency but not mIPSC amplitude in vlPAG GABAergic cells (Fig. 5, A to D). In contrast, CACNA2D1 overexpression in mice with NFD did not change their body weights (fig. S14B).

**Fig. 5.**
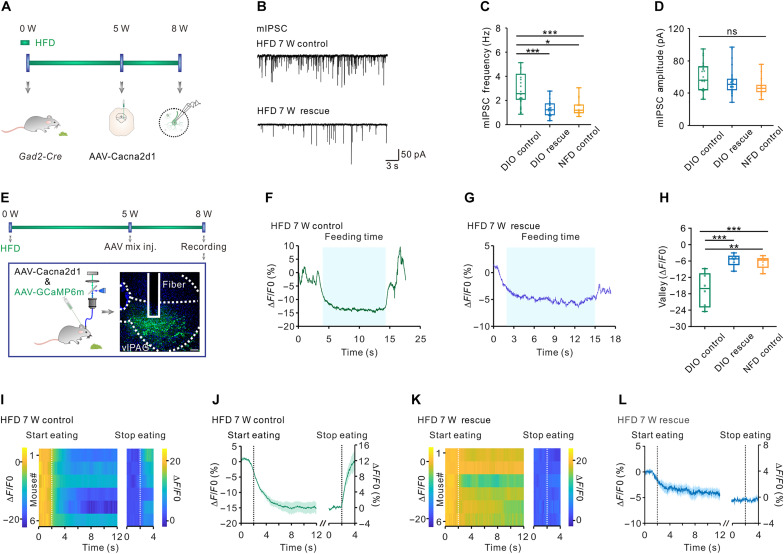
Overexpression *Cacna2d1* rescued synaptic transmission and neural activity of vlPAG GABAergic neurons in DIO mice. (**A**) Experimental timeline and schematic. (**B**) Representative traces of mIPSCs recorded in vlPAG^GABAergic^ neurons from DIO mice with CACNA2D1 overexpression or eGFP-expression. (**C**) Average mIPSC frequency from the three groups (NFD: 15 cells from three mice, DIO ctr: 30 cells from three mice, DIO rescue: 21 cells from three mice; *P < 0.05, ***P < 0.001, Kruskal-Wallis with Dunn’s multiple test). (**D**) Average mIPSC amplitude from three groups (NFD: 15 cells from three mice, DIO ctr: 30 cells from three mice, DIO rescue: 21 cells from three mice; *P* = 0.088, one-way ANOVA). (**E**) Experimental timeline and schematic for over-expressing Cacna2d1 and GCaMP6m. Scale bar, 100 μm. (**F** and **G**) Sample recording traces showing calcium signaling in response to high-fat chow stimuli in control group (F) and rescue group (G) that underwent 7 weeks HFD. Light-blue shaded parts represent feeding event. (**H**) Amplitude of Ca^2+^ signaling in different groups (DIO rescue group: *n* = 6 mice, DIO control group: *n* = 6 mice, NFD control group: *n* = 6 mice; data for NFD control group was the same from Fig. 2O. ***P < 0.001, **P < 0.01, one-way ANOVA with Tukey’s multiple test). (**I** and **J**) Heatmaps showing the Ca^2+^ signals of HFD control mice in response to high-fat chow stimuli and corresponding mean GCaMP6m signal of all mice aligned to the initiation and termination (*n* = 6 mice). (**K** and **L**) Heatmaps showing the Ca^2+^ signals of HFD rescue mice in response to high-fat chow stimuli and corresponding mean GCaMP6m signal of all mice aligned to the initiation and termination (*n* = 6 mice).

We next asked whether and how fast overexpression of CACNA2D1 could rescue the intrinsic excitability changes of GABAergic neurons in vlPAG of DIO mice. Because of the fluorescence induced by virus expression being barely viewable 3 days after virus injection, we recorded the electrophysiological properties of vlPAG GABAergic cells 5 days after CACNA2D1 overexpression (fig. S15A). At this time point, we found that the frequency of mIPSCs was significantly reduced, while the amplitude remained unchanged when compared with those in DIO control mice (fig. S15, B to D). Consistently, the spontaneous firing rate was remarkably higher in CACNA2D1-overexpressed DIO mice (fig. S15, E and F). Among other intrinsic properties, we observed no changes in the AHP amplitude and AP threshold, while the activation threshold, RMP, AP duration, and *I*-*V* curve were markedly altered after 5 days of CACNA2D1 overexpression in DIO mice (fig. S15, G to M). All these data indicated that overexpression of CACNA2D1 for 5 days is sufficient to cause notable changes in synaptic transmission and intrinsic excitability.

To further explore the functional change of vlPAG GABAgeric cells under physiological condition after CACNA2D1 overexpression, we targeted AAV-hSyn-DIO-Cacna2d1-pA and AAV2/9-hSyn-DIO-GCaMP6m-pA (1:1) into the right-lateral region of the vlPAG of DIO *Gad2-Cre* mice and positioned an optical fiber above the vlPAG for Ca^2+^ imaging. After 3 weeks recovery, mice were first underwent 36-hour food deprivation and then were introduced to high-fat food (Fig. 5E and fig. S5). We found that although the Ca^2+^ signaling in vlPAG GABAergic cells of control (GCaMP6m-expressing only) DIO and CACNA2D1 overexpression DIO mice was markedly and persistently suppressed once the mice had commenced eating, CACNA2D1 overexpression remarkably restored the more robust Ca^2+^ signaling decreases in DIO mice (Fig. 5, F to L). We also found that a significant reduction of total time spent on feeding but not the number of feeding bouts or feeding bout time during Ca^2+^ signaling recording in CACNA2D1 overexpression DIO mice, when compared those in control DIO mice (fig. S14, C to E).

## DISCUSSION

In mammals, precise homeostatic control of body weight is critical for survival. This is largely achieved via a balance between energy intake and expenditure. Conversely, the unbalancing of energy homeostasis is one of the main causes of obesity and related diseases. Although previous studies have made substantial progress in delineating the brain circuits involved with energy intake, the neural regulation of energy expenditure and the specific neural remodeling that occurs after a HFD have only begun to be described more recently. Consistent with our previous results that suggested that the modulation of neural activity from vlPAG GABAergic cells could bidirectionally regulate feeding (*16*), the current study has shown that long-term chemogenetic activation of these cells was capable to rescue obesity in HFD-fed mice. While a large number of studies have highlighted the essential role of vlPAG in feeding behavior (particularly goal-directed behaviors like predation and other consummatory behaviors) (*16*, *18*–*21*), it remained largely unknown whether they had corresponding roles in energy expenditure. Here, excitation of the vlPAG GABAergic cells could not only reduce high-fat food consumption of DIO mice but also increase energy expenditure and induce iWAT browning. Notably, the evidences of enhanced UCP1 expression and adipose browning were absent in eWAT and iBAT. A previous study has suggested that eWAT browning is regulated by the PVH (*22*). The projection from vlPAG to PVH is relatively strong, but it is restricted to a specific subregion of the PVH (fig. S16). It is possible that vlPAG GABAergic cells do not directly project to eWAT browning promoting cells in the PVH, and therefore, stimulation of vlPAG GABAergic cells failed to induce browning and UCP1 expression in eWAT. Several lines of evidence suggest that the vlPAG may be involved in iBAT thermogenesis. First, the vlPAG receives extensive input from the medial preoptic area (mPOA) (*23*), a key brain area that regulates adipose thermogenesis (*24*), and monosynaptically projects to the raphe pallidus (RPa), which is a major site of sympathetic outflow to the periphery. Second, the vlPAG is activated by ambient warmth and cold (*25*, *26*). However, our tracing experiment (fig. S16) suggested that vlPAG GABAergic cells sent relatively weak inputs to the RPa. It is possible that excitation of this weak projection was not sufficient to induce iBAT browning and enhance UCP1 expression levels. Alternatively, a role of other cell types in the vlPAG, such as glutamatergic neurons, in regulating iBAT browning cannot be excluded.

One caveat in this study is what the downstream targets of vlPAG GABAergic cells for regulating feeding behavior and energy expenditure are. We found that vlPAG GABAergic neurons directly project to a number of feeding regulatory centers, including the nucleus accumbens, zona incerta, bed nucleus of the stria terminalis, LH, central amygdaloid nucleus, dorsomedial hypothalamic nucleus (DMH), PVH, paraventricular thalamic nucleus, ventral tegmental nucleus, and lateral parabrachial nucleus, as well as adipose metabolism regulatory centers, such as the DMH, mPOA, PVH, and RPa (fig. S16). The tracing results provided the anatomic basis for the role of vlPAG in controlling feeding and iWAT browning (*27*–*30*). Nevertheless, further studies are necessary to comprehensively determine downstream targets of vlPAG GABAergic cells in regulation of iWAT browning and feeding. It is important to note that local GABAergic cells might be involved in feeding and energy expenditure modulation through a local microcircuit.

Some other interesting studies have also observed that the dorsal raphe nucleus (DRN), a neighboring nucleus from the vlPAG, participates in energy homeostasis by using another mouse line, *Vgat-Cre* (*15*, *25*). Inhibition of *Vgat*-expressing GABAergic DRN not only reduces food intake but also increases the thermogenesis of iBAT (*25*), whereas excitation of these cells increases food consumption. Consistently, a recent study found a rising Ca^2+^ signal upon food acquisition in DRN *Gad2*-positive GABAergic neurons (*31*). DRN GABAergic cells are activated more significantly in DIO mice than in control mice, regardless of whether they consume normal chow or high-fat food (fig. S17). By using RNA scope, we revealed that although there may be small but obvious non-overlapping GABAergic populations, the majority of vlPAG and DRN neurons coexpress *Vgat* and *Gad2* (fig. S1, C to F). In contrast to DRN, Ca^2+^ signal is suppressed during feeding in *Gad2*-expressing vlPAG GABAergic cells and inhibition of these cells evokes feeding behavior. These results strongly suggest that GABAergic cells in the DRN and vlPAG are two functionally distinct populations that play opposite roles in feeding regulation, despite their close anatomical location. They may interact with each other to form midbrain hubs through recurrent (i.e., local GABA-GABA) connections to modulate feeding behavior since these two nuclei send reciprocal GABAergic projections to each other.

Our studies suggest that neural adaptions occur in the vlPAG in DIO mice. Several lines of evidence support this view. First, in vivo calcium signaling suggested that a HFD induced remarkable suppression of vlPAG GABAergic cells during re-feeding. Second, we observed increased mIPSC frequency on vlPAG GABAergic cells in DIO mice when compared to the control group. This form of plasticity was mediated by an increase in the probability of GABA release or in the number of functional synapses. Although the exact mechanism by which HFD-induced synaptic remodeling in the vlPAG remains unclear, metabolic and hormonal changes associated with HFD may be involved. A number of research papers have revealed that leptin, insulin, endocannabinoids, and brain-derived neurotrophic factors have been shown to mediate HFD-induced synaptic remodeling in various brain regions (*6*, *32*, *33*). The augmentation of the mIPSCs could be restored to control levels via manipulation of the activity or gene expression in vlPAG GABAergic cells. In particular, we found that overexpression of *Cacna2d1*, one gene that encodes for the voltage-dependent calcium channel auxiliary subunit α2δ-1, was sufficient to rescue HFD-induced obesity and to restore the mIPSC frequency, as well as abnormal strengthened calcium signaling during eating on vlPAG GABAergic cells. Other studies have suggested that α2δ-1 functions to facilitate the trafficking of high voltage-gated calcium channels to the cell surface and thereby increase calcium current density. Such a function is critical for GABAergic synaptic plasticity (*34*–*36*). Future studies are needed to elucidate the underlying mechanisms of how α2δ-1 modulates neural adaption within GABAergic synapses. Although we verified *Cacna2d1* as a key player in HFD-induced changes in the vlPAG, it is important to note that the sequencing depth by using snRNA-seq is one of the limitations of the current study. Other genes that were expressed differently in DIO mice need to be explored and verified through single-cell sequencing.

Together, our studies revealed an important role of vlPAG GABAergic cells in the regulation of energy homeostasis. We also highlighted that neural adaptions in the vlPAG may contribute to the pathology of obesity and identified *Canca2d1* as a potential therapeutic target for the treatment of obesity.

## MATERIALS AND METHODS

### Mice

All animal experiments were performed according to the Guidelines for the Care and Use of Laboratory Animals of Zhejiang University, and the protocol (AIRB-2021-528) was approved by the Zhejiang University animal experimentation committee. Adult male *Gad2-IRES-Cre* (JAX #019022) and C57BL/6 mice (JAX #000664) at the age of around 2 months were used. *Gad2-IRES-Cre* mice were obtained from The Jackson Laboratory. Mice were housed in a 12-hour light/dark cycle at (22 ± 1)°C and 55 ± 5% humidity and given food and water ad libitum. For HFD feeding, mice were subjected to a 60% HFD (D12492, ResearchDiets) starting from 8 weeks of age.

### Virus and stereotaxic injections

AAV-hSyn-DIO-hM3D(Gq)-mCherry-WPRE-Pa (AAV2/9, 2.04 × 10^12^ genomic copies/ml) and AAV-EF1α-DIO-mCherry (AAV2/9, 6.3 × 10^12^ genomic copies/ml) were produced by Sunbio. AAV-hSyn-DIO-eGFP-WPRE-pA (AAV2/9, 1.1 × 10^13^ genomic copies/ml), AAV2/9-hSyn-DIO-hM3D(Gq)-eGFP-WPRE-pA (AAV2/9, 1.1 × 10^13^ genomic copies/ml), AAV2/9-hSyn-DIO-GCaMP6m-WPRE-pA (AAV2/9, 2.0 × 10^12^ genomic copies/ml), and AAV-hSyn-DIO-3Xflag-Cacna2d1-pA (AAV2/9, 1.1 × 10^13^ genomic copies/ml) were produced by Haitool. AAV-hSyn-DIO-mGFP-2A-Synaptophysin-mRuby-WPRE-pA (AAV2/9, 5 × 10^12^ genomic copies/ml) was produced by brainVTA.

Briefly, mice were deeply anesthetized with sodium pentobarbital (1%, w/v) and placed in a stereotactic apparatus (David Kopf Instruments, Tujunga, CA). Viruses were unilaterally or bilaterally injected into the vlPAG: anteroposterior (AP): −4.36 mm, mediolateral (ML): ±0.42 mm, dorsoventral (DV): −3.30 mm from bregma). After injections, mice were treated with Lidocaine Ointment to aid recovery. For calcium signal recording, optic fibers [200-μm core, 0.37 numerical aperture (NA); Inper Inc.] were implanted in vlPAG.

For the *Cacna2d1* gene overexpression experiment, an 80-nl mixture of AAV-hSyn-DIO-Cacna2d1-pA and AAV-hSyn-DIO-eGFP (1:1) or a 120-nl mixture of AAV-hSyn-DIO-Cacna2d1-pA and AAV2/9-hSyn-DIO-GCaMP6m-pA (1:1) was infused unilaterally into the right-lateral region of the vlPAG. For the axon projection tracing experiment, a 70-nl of AAV-hSyn-DIO-mGFP-2A-Synaptophysin-mRuby-WPRE-pA was infused into the right-lateral region of the vlPAG.

### Chemogenetic manipulation

For chemogenetic experiments, CNO (Sigma-Aldrich) was dissolved in saline [5 mg in 10 μl of dimethyl sulfoxide and 190 μl of 0.9% NaCl) and then adjusted to 20 ml by addiction of 0.9% NaCl. CNO was injected intraperitoneally (0.25 mg per kg of body weight).

For the experiments of Fig. 1 and figs. S3, S4, and S10, AAV-DIO-hM3Dq or AAV-DIO-mCherry was unilaterally injected into the right-lateral region of the vlPAG (70 nl), and CNO was injected via intraperitoneally. In Fig. 1 (C to F and K to L) and figs. S3, S4, and S10, after virus injection, mice had been given a minimum of 1 week to recover before these procedures. CNO was then injected daily at 5:00 p.m. for constitute 2 weeks. In Fig. 1 (G to J and M and N), after injection, mice were given a minimum of 3 weeks to allow for virus infection. CNO was then injected daily at 5:00 p.m. for constitute 2 days before the metabolic monitoring. Data were discarded when viral expression was not restricted to vlPAG.

### Feeding behavior monitoring

As previously described (*16*), all mice used for feeding behavior studies were handled for 5 days before testing to minimize any factors relating to stress. For all chemogenetic experiments, CNO was applied at 5:00 p.m., and the experiment was performed in the metabolic cages (Fig. 1, M and N) or the home cage with a food hopper (fig. S3, B and C).

### Body composition analysis

Body composition analysis was performed during different treatments using MRI device (NIUMAG, QMR06-090H) to assess total body fat and the lean mass of each mouse. The fat rate is determined as the weight of adiposity divided by the body weight.

For the experiment of Figs. 1 (C to F) and 4 (I to L), male *GAD2-Cre* mice at 8 weeks with comparable body weights were used.

### Metabolic measurements

Energy expenditures were assessed using an indirect open-circuit calorimeter Oxylet Physiocage System (LE1305 Physiocage 00; LE405 O2/CO2 Analyzer; LE400 Air Supply and Swithching; Panlab, Cornella, Spain), equipped with a laser absorption O_2_ sensor and an infrared technology CO_2_ sensor. The experiment took 2 days, the first day for acclimation and the second day for testing. Indirect calorimetry recording was performed with room air flowing through each chamber at a rate of 450 ml/min. The O_2_ and CO_2_ levels were measured during 3 min sampling periods triggered every 30 min, and data were then analyzed using the METABOLISM software (v2.2.01). Oxygen consumption (VO_2_) and carbon dioxide production (VCO_2_) were expressed in milliliter per minute per kilogram. The RER was determined by the ratio VCO_2_/VO_2_. Energy expenditure (EE) was calculated according to the formula EE (kcal/day per kg) = VO_2_ × 1.44 × [3.815 + (1.232 × respiratory quotient)]. The O_2_/CO_2_ analyzer was calibrated with purified gas standards, and the food hoppers were replenished every day at the beginning of the light phase. The mean values for RER and EE of dark cycle and light cycle were compared for each group.

### Glucose tolerance test

Mice were deprived of food but had free access to water for 24 or 36 hours before the GTT. Blood glucose levels were measured by tail-snip blood sampling preinjection and 30, 60, 90, and 120 min after intraperitoneal glucose saline solution (1 g/kg body weight, glucose concentrations were adjusted accordingly to obtain equal injection volume for each mouse) injection.

### H&E staining for adipose tissue

At the end of CNO or virus treatment, mice were deeply anesthetized with sodium pentobarbital (1%, w/v) and sacrificed, followed by perfusion with standard artificial cerebrospinal fluid (aCSF). Adipose tissues were collected and stored at −80°C for follow-up experiments.

For H&E staining, adipose tissues were postfixed in 4% paraformaldehyde for 24 hours. Adipose sections were then made at 8 μm on a microtome (Leica, HistoCoreBIOCUT). Sections were dewaxed and rehydrated through xylene and decreasing concentrations of ethanol (100 to 75%) and then stained with H&E. After staining, sections were dehydrated through increasing concentrations of ethanol (75 to 100%) and xylene. In Fig. 1L and fig. S13H, the cell area of adipose tissues in the H&E staining slices was measured manually using ImageJ software.

### qPCR with reverse transcription

Total RNA from sorted adipose tissue was isolated by using Trizol (ABclonal). The RNA was reverse-transcribed by using the PrimeScript RT Master Mix (TaKaRa). Real-time qPCR was performed by using TB Green PreMix Ex Taq (TaKaRa) on CFX-96 (Bio-Rad). The following primers were used: 5′-AGGCCAACCGTGAAAAGATG-3′ (forward) and 5′-AGAGCATAGCCCTCGTAGATGG-3′ (reverse) for β-actin; and 5′-ACTGCCACACCTCCAGTCATT-3′ (forward) and 5′-CTTTGCCTCACTCAGGATTGG-3′ (reverse) for UCP1. All reactions were repeated in triplicate. The relative amount of mRNA was normalized with a housekeeping gene β-actin.

### Total protein extraction and Western blotting

Proteins were extracted from iWAT using a radioimmunoprecipitation assay lysis buffer (Beyotime, catalog no. P0013B) containing protease inhibitor cocktail (1:100; Yeason, catalog no. 20104ES03). Following homogenization by homogenizer and lyse on ice, lysates were centrifuged at 12,000*g* for 15 min at 4°C. The concentration of each sample was calculated by the Bicin-choninic Acid method, and an equal amount of protein from each sample was added an equal amount of protein loading buffer. The protein extracts were denatured by metal bath at 100°C for 10 min. Equal amounts of protein extracts were separated by 10% SDS–polyacrylamide gel electrophoresis and were transferred to PVDF membranes. The membranes were blocked for 1 hour in 5% DifcoTM Skim Milk (BD Difco, catalog no. 232100), followed by immunoblotting with the following primary antibodies: anti–α-tubulin (mouse, 1:100; Sigma-Aldrich, catalog no. T6199) and anti-UCP1 (rabbit, 1:1000; Abcam, catalog no. ab10983) at 4°C overnight. Next day, the membrane was washed three times in Tris Buffered Saline with Tween for 3 × 5 min, followed by incubation with the following secondary antibodies: horseradish peroxidase (HRP)–goat anti mouse (1:5000; Earthox, catalog no. E030110) and HRP-goat anti rabbit (1:5000; Earthox, catalog no. E030120) for 1 hour at room temperature.

### Calcium signal recording

Male *Gad2-Cre* mice were anesthetized with sodium pentobarbital (1%, w/v) and AAV-hSyn-DIO-GCaMP6m-WPRE-pA (80 nl; Fig. 2 and fig. S17), or a mixture of AAV-hSyn-DIO-Cacna2d1-pA and AAV2/9-hSyn-DIO-GCaMP6m-pA (120 nl, 1:1; Fig. 5) was injected into the right-lateral region of the vlPAG or the DRN. After virus injection, an optical fiber (200-μm core, 0.37 NA; Inper Inc.) was placed in a ceramic ferrule and inserted into the vlPAG (AP: −4.36 mm, ML: −0.42 mm, DV: −3.22 mm from bregma) or DRN (AP: −4.2 mm, ML: - 0.8 mm ML, DV: −3 mm from bregma, 15° angle from lateral). After surgery, mice were individually housed and allowed to recover for at least 1 week. To reduce the stress of mice, five consecutive days of gentle handling was given to mice before the experiment. The mice were allowed to acclimatize in the test chamber for 10 min before calcium imaging.

For Ca^2+^ imaging in the free-feeding assay, mice were deprived of food but had free access of water for 36 hours before the test to induce hunger and provoke enough feeding bouts during recording. Throughout the imaging session, mice were free to explore the arena and, depending on the test group, to consume a normal food pellet or high-fat food pellet, respectively. Mouse behavior was recorded by using overhead and side-mounted cameras. The 470-nm laser power was set to 30 to 40 μW. The GCaMP fluorescence was detected by a fiber photometry system (Thinkerbiotech, China).

### Data analysis for calcium signals

Calcium signals were analyzed with MATLAB software. The values of fluorescence change (delta *F*/*F*0) by calculating (*F* − *F*0)/*F*0, where *F*0 was the baseline fluorescence signal averaged in a time window recorded 2 s before regions of interest (ROIs). For the heatmaps and mean GCaMP6m signal figures, ROI indicated 2 s before the onset of feeding or corresponding locomotion event and lasting 10 s (feeding behavior), 5 s (walking and grooming behavior), or 2 s (rearing behavior) or 2 s before the end of feeding event and lasting 2 s, and feeding events that were at least 10 s long were be analyzed. For the amplitude of calcium signals (Figs. 2C and 5H and figs. S7E and S17G), ROI indicated the entire feeding bout, and all feeding bouts were be analyzed. The initiation and termination of feeding events were manually scored on the basis of the recorded video by using a customized MATLAB code. Data were discarded when viral expression was not restricted to vlPAG or the optic fiber was not targeted the vlPAG.

### Electrophysiology

Male *Gad2-Cre* mice aged between 10 and 15 weeks were used for whole-cell patch-clamp recording. AAV-EF1α-DIO-mCherry or AAV-hSyn-DIO-eGFP-WPRE-pA was injected into vlPAG to express fluoresce in GABAergic neurons. Mice were deeply anesthetized with pentobarbital and transcardially perfused with ice-cold cutting solution containing 110 mM choline chloride, 2.5 mM KCl, 1.3 mM NaH_2_PO_4_, 7 mM MgCl_2_·6H_2_O, 0.5 mM CaCl_2_·2H_2_O, 25 mM NaHCO_3_, and 20 mM _D_-glucose. Brains were quickly removed, and coronal sections of 250 μm with vlPAG were obtained using a Leica VT1200S vibratome. Slices were recovered at 32°C for 30 min in standard aCSF containing 125 mM NaCl, 2.5 mM KCl, 2 mM CaCl_2_·2H_2_O, 1.3 mM NaH_2_PO_4_, 25 mM NaHCO_3_, 1.3 mM MgCl_2_·6H_2_O, and 10 mM _D_-glucose, continuously bubbled with 95% O_2_/5% CO_2_, and then incubated at room temperature until transference into a recording chamber.

vlPAG neurons expressing mCherry or eGFP were visualized using an upright microscope with a 40× water immersion objective (Olympus BX51WI). Borosilicate pipettes with a resistance of 3 to 5 megohm were made from a P97 micropipette puller. Electrophysiological recording was performed using a Multiclamp 700B amplifier and Digidata 1550A with pClamp 10.6 software (Molecular Devices). Whole-cell current clamp recording was performed to assess excitability using pipettes filled with internal solutions containing 130 mM K-gluconate, 1 mM CaCl_2_·2H_2_O, 1 mM KCl, 10 mM Hepes, 1 mM MgCl_2_·6H_2_O, 11 mM EGTA, 2 mM Mg_2_ATP, and 0.3 mM Na_4_GTP (pH 7.3, 291 mOsm). Whole-cell voltage clamp recording was made to measure mIPSCs. For mIPSCs recording, the bath solution contained blockers of sodium channel currents (1 μM tetrodotoxin) and glutamatergic synaptic transmission (10 μM DNQX), and the pipette solution contained 140 mM CsCl, 10 mM Hepes, 4 mM MgCl_2_·6H_2_O, 0.5 mM EGTA, 4 mM Na_2_ATP, 0.4 mM Na_4_GTP, and 10 mM QX-314 (pH 7.3, 297 mOsm). Recordings lasted 1 to 2 min at −70 mV holding potential for mIPSCs. Cells with a stable series resistance (Rs) of <25 megohm and RMP of <−40 mV were included for data analysis. Data were filtered at 4000 Hz and digitized at 10,000 Hz.

### Data analysis for electrophysiological features

Data of current clamp recordings were analyzed using Clampfit v10.6 software (Molecular Devices). The following electrophysiological characteristics were calculated: RMP, AP threshold, AP duration, activation threshold (Athr), AHP amplitude, and number of AP spikes elicited during current step injections. Data of voltage clamp recordings were initially processed using Clampfit. mIPSCs were then detected and analyzed using MiniAnalysis software (Synaptosoft). The threshold for mIPSCs detection was 10 pA, and automatic detection was then manually verified post hoc. Statistical analysis and data plotting were performed using GraphPad Prism v9.2.

### Single-nucleus RNA-seq

#### Animal processing and dissection of the vlPAG

C57BL/6 mice (8 weeks old at the start of diet manipulation) were fed with on either NFD (*n* = 18 mice) or HFD (*n* = 18 mice) for 7 weeks. Mice were then deeply anesthetized with pentobarbital and sacrificed, followed by transcardial perfusion with ice-cold cutting solution containing 110 mM choline chloride, 2.5 mM KCl, 1.3 mM NaH_2_PO_4_, 7 mM MgCl_2_·6H_2_O, 0.5 mM CaCl_2_·2H_2_O, 25 mM NaHCO_3_, and 20 mM _D_-glucose. Brains were quickly removed, and coronal sections of 300 μm covering the whole vlPAG were obtained using a Leica VT1200S vibratome. Then, the sections were placed under a dissecting microscope (Olympus, SZ61) and dissected with surgical instruments for retinal operation. Afterward, tissues were stored at −80°C until further processing.

#### Single nucleus isolation

Nuclei were isolated using Nuclei EZ Lysis buffer (NUC-101; Sigma-Aldrich) supplemented with protease inhibitor (5892791001; Roche) and ribonuclease inhibitor (N2615, Promega and AM2696, Life Technologies).

#### Chromium 10x Genomics library and sequencing

Single-nuclei suspensions were loaded to 10X Chromium to capture 8000 single cells using a 10X Genomics Chromium Single-Cell 3′ kit (V3) according to the manufacturer’s instructions.

The following cDNA amplification and library construction steps were performed according to the standard protocol. Libraries were sequenced on an Illumina NovaSeq 6000 sequencing system (paired-end multiplexing run, 150 bp) by LC-Bio Technology Co. Ltd. (HangZhou, China). The sequencing depth is 41,126 mean reads per cell for NFD control group and 36,562 mean reads per cell for HFD 7 W group.

### Bioinformatics analysis

#### Raw data processing

Sequencing results were demultiplexed and converted to FASTQ format using Illumina bcl2fastq software (version 5.01). Sample demultiplexing, barcode processing, and single-cell 3′gene counting was conducted using the Cell Ranger pipeline (https://support.10xgenomics.com/single-cell-gene-expression/software/pipelines/latest/what-is-cell-ranger), and snRNA-seq data were aligned to the Ensembl genome GRCm38 reference genome. 

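The matrices of both libraries list the same 55450 genes with their Ensembl identifiers. All 55450 identifiers, with the same symbols, are in a mouse gene annotation of 55536 genes on GRCm38. As 109 rows repeat the symbol of an earlier row, genes were summed by row. Of the genes named here, Arhgap26 and Ddit3 have such a second row. The values are those of ENSMUSG00000118193 for Arhgap26 and ENSMUSG00000025408 for Ddit3, and the other rows were not added.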

The R package Seurat (version 3.1.1) was used for dimensional reduction, clustering, and analysis of snRNA-seq data. 

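Among the barcodes in the files, 1 NFD barcode had exactly 500 UMIs and none had fewer. In the HFD library 491 barcodes had 20% or more of their UMIs from mitochondrial genes, and in the NFD library 124 did. The 95th percentile of the mitochondrial share was 29.4% in HFD and 3.52% in NFD barcodes. With the ribosomal RNAs mt-Rnr1 and mt-Rnr2 not counted as mitochondrial, 7585 NFD and 6507 HFD nuclei would pass. Scrublet, which scores nuclei for likeness to simulated doublets, marked 1 NFD nucleus and no HFD nucleus with its automatic threshold, so the 6% of nuclei with the highest scores (450 NFD and 379 HFD) were taken as likely doublets in an alternative run and were kept otherwise.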

Transcriptomes with more than 500 total counts and less than 20% of counts coming from mitochondrial genes were retained for subsequent analysis.

#### snRNA-seq data analysis

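Counts of each nucleus were divided by its total, multiplied by 10000 and taken to the natural log after adding 1, which is the default of Seurat. The changes listed in Table S1 had slopes of 0.97 to 1.05 on the natural log differences between the libraries in clusters 1 to 6, with a correlation across genes of 0.99 or more in clusters 2 to 6 and 0.86 in cluster 1. Against log2 differences the slopes of these clusters were 0.68 to 0.73. In cluster 7 the slope was 1.44 on natural logs and 1.00 on log2 differences, with a correlation of 0.90. The listed values of clusters 1 to 6 are read here as natural logs, and those of cluster 7 are compared by direction only. Genes are not independent replicates.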

For the remaining cells, gene expression matrices were normalized to the total unique molecular identifier counts per cell and were log-transformed (on a base 2 scale). Dimensionality reduction was performed with UMAP using the RunUMAP function in Seurat. Differential expression gene between each cell type and biological status was obtained using the FindMarkers function in Seurat.

#### Cluster analysis for GABAergic neurons

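Clusters were called GABAergic when their summed CPM of Slc32a1, Gad1 and Gad2 was at least 2-fold that of the vesicular glutamate transporters Slc17a6, Slc17a7 and Slc17a8. Among the clusters not named as glial, endothelial, ependymal or monoaminergic, clusters 0, 3, 4, 7 and 11 met this and were kept. Cluster 13, with 356 and 73.2 CPM, and cluster 18, with 427 and 94.4 CPM, also met it, but the first was named ependymal and the second, of low depth, stayed unnamed. Cluster 3, led by Col23a1, Nxph1 and Six3, had 581 CPM of the GABAergic markers and 5.59 CPM of the transporters. Cluster 0, led by Cdh23, Nell1 and Sntg2, had 393 and 56.5 CPM, and cluster 4, led by Rnf220, Palld and Pax8, was the nearest to the bound at 238 and 116 CPM. Clusters 2 and 12 fell short, with 90.0 and 77.7 CPM of the GABAergic markers and 135 and 146 CPM of the transporters, and were kept out of both classes. They held 904 NFD and 568 HFD nuclei. Variable genes were chosen again among the GABAergic nuclei, and 1921 of 2000 were kept after the genes of Table S1 were removed.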

We selected the cells which express at least one of three markers of GABAergic neuron cells (*Slc32a1*, *Gad1*, and *Gad2*) in previously identified GABAergic neurons and reclustered the remaining neuron cells using the FindClusters function in Seurat with the resolution value set as equal to 0.1. Differential expression gene between each cluster and biological status was obtained by using the FindMarkers function in Seurat.

#### FISH and immunohistochemistry

In Fig. 4 (F and G) and figs. S1, S12, and fig. S13 (A and B), mice were deeply anesthetized with sodium pentobarbital (1%, w/v) and sacrificed, followed by transcardial perfusion with saline followed by 4% paraformaldehyde (w/v). Brains were removed and postfixed in 4% paraformaldehyde for 10 to 12 hours and then were dehydrated in 30% sucrose (w/v) for at least 48 hours at 4°C. Before cutting, brains were embedded and frozen in optimum cutting temperature compound. Brain sections were constructed at 16 μm on a cryostat. RNAscope 2.5 Assay (Advanced Cell Diagnostics) was used for all fluorescence in situ hybridization (FISH) experiments according to the manufacturer’s protocols (*37*). All RNAscope FISH probes were designed and validated by Advanced Cell Diagnostics (Probe-Mm-SLC32A1, catalog no. 319191-C2; Probe-Mm-Cacna2d1, catalog no. 417141-C1; Probe-Mm-Gad2, catalog no. 439371-C1; Probe-Mm-Meis2, catalog no. 436371-C3). The slices were mounted using FluorSave Reagent (20 ml; Merck Millipore, no. 345789) with 4′,6-diamidino-2-phenylindole (DAPI; Advanced Cell Diagnostics).

In figs. S1 (A and B) and S12 (B and C), following the FISH protocol, sections were blocked for 1 hour in 5% donkey normal serum (DNS) in phosphate-buffered saline solution supplemented with 0.1% Tween-20 (PBST) and then incubated with rabbit anti-GFP (1:1000; Abcam, no. ab6556) at 4°C overnight. The following day, the sections were rocked and washed 3 × 10 min in 0.1 M phosphate buffer and then incubated with fluorophore-conjugated secondary antibody for 1 hour at room temperature (donkey anti-rabbit Alexa Fluor 488, 1:800; Invitrogen, catalog no. A21206). Antibodies were diluted in PBST containing 5% DNS.

In fig. S10, 2 hours after CNO treatment (0.25 mg per kg of body weight, i.p.), mice were deeply anesthetized with sodium pentobarbital (1%, w/v) and then sacrificed for immunohistochemistry staining. The primary antibody was anti–c-Fos (guinea pig, 1:800; Synaptic System, catalog no. 226308), and the secondary antibody was donkey anti–guinea pig Alexa Fluor cy3 (1:1000; Jackson Immuno Reasearch , catalog no. 706-165-148).

After staining, sections were then mounted using FluorSave Reagent (20 ml; Merck Millipore, no. 345789) with DAPI (Advanced Cell Diagnostics). Last, all images were acquired with 20×, 40×, or 60× objectives using an Olympus FV3000 confocal microscope. The proportion of *Vgat*-positive neurons expressing *Cacna2d1* or *Gad2*-, *Vgat*-, and *Meis2*-positive neurons expressing *Cacna2d1*, GFP labeling neuron expressing *Cacna2d1* or *Slc32a1*, and hM3Dq-eGFP labeling neurons expression c-Fos was calculated by using ImageJ software.

### Statistical analysis

In all experiments, data acquisition and analyses were performed in a blind manner. Datasets were first determined whether fit into a normal distribution model or not. When data fitted normal distribution, one-way analysis of variance (ANOVA) followed by Tukey’s post hoc test or unpaired *t* test was to determine statistical differences. When data were not normally distributed, Kruskal-Wallis followed by Dunn’s post hoc test or Mann-Whitney test was used. Two-way repeated-measures ANOVA followed by Holm-Sidak or Tukey post hoc analysis was used to evaluate the effects of long-term manipulation (Figs. 1, C to F and M, 2C, and 4, I to L, and fig. S14B). Two-way ANOVA followed by Holm-Sidak post hoc analysis was used in Fig. 3M and figs. S9M and S11M. Data were analyzed with GraphPad Prism 6 or SPSS software. Statistical significance was *P < 0.05, **P < 0.01, ***P < 0.001, and ****P < 0.0001.

# Supplementary material for: Neural adaption in midbrain GABAergic cells contributes to high-fat diet–induced obesity
**Source:** Sci Adv. 2023 Nov 1;9(44):eadh2884. doi: 10.1126/sciadv.adh2884
**Supplement:** Supplementary file 1 — Figs. S1 to S17 Table S1

Supplementary Materials for  
**Neural adaption in midbrain GABAergic cells contributes to high-fat  
diet–induced obesity**

Xiaomeng Wang *et al.*

*Sci. Adv.* **9**, eadh2884 (2023)  
DOI: 10.1126/sciadv.adh2884

**This PDF file includes:**

Figs. S1 to S17  
Table S1

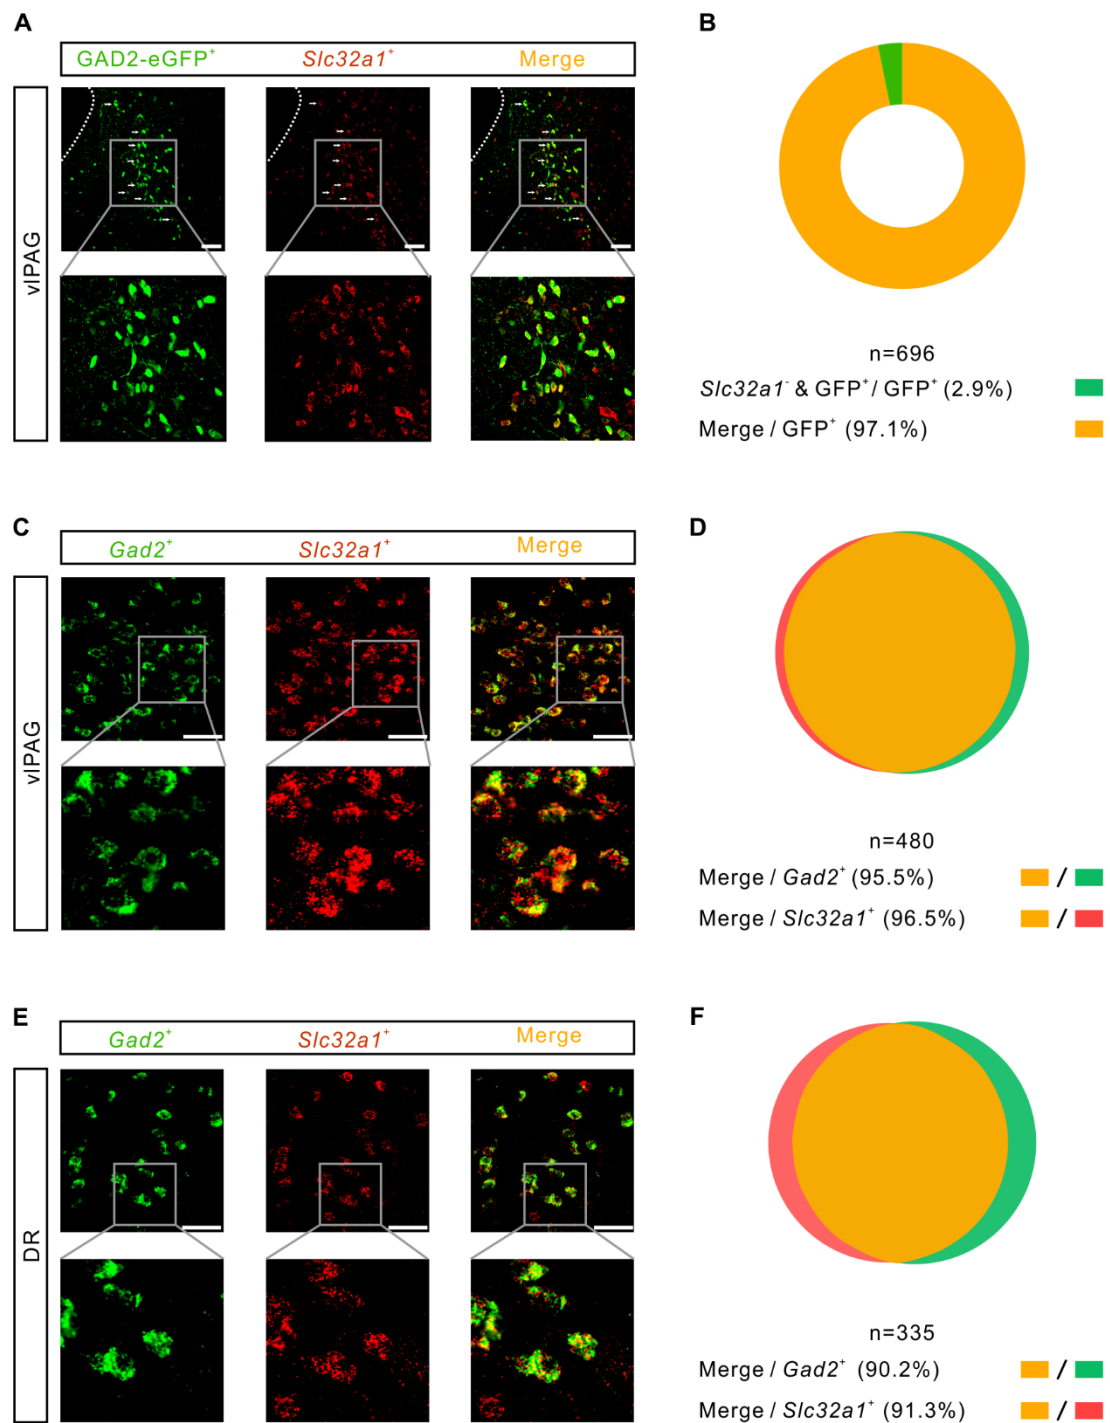

**Fig. S1. *Gad2-Cre* mouse line targets GABAergic neurons in the vIPAG specifically and the expressing pattern of *Vgat* and *Gad2* in the vIPAG and DRN.**

**(A)** RNA FISH staining of *Slc32a1* in vIPAG area with eGFP virus expression in *Gad2-Cre* mice. Scale bars represent 100  $\mu$ m. **(B)** Proportion of eGFP-positive neurons that co-expressing of *Slc32a1* (n = 696 cells from 12 slices of 4 mice).

(C) RNA FISH staining of *Slc32a1* and *Gad2* in vIPAG area. Scale bars represent 50µm. (D) Proportion of *Vgat*-positive neurons that co-expressing of *Gad2* or *Gad2*-positive neurons that co-expressing of *Vgat* in the vIPAG (n = 480 cells from 9 slices of 3 mice). (E) RNA FISH staining of *Slc32a1* and *Gad2* in DRN area. Scale bars represent 50µm. (F) Proportion of *Vgat*-positive neurons that co-expressing of *Gad2* or *Gad2*-positive neurons that co-expressing of *Vgat* in the DRN (n = 335 cells from 8 slices of 3 mice).

**A**

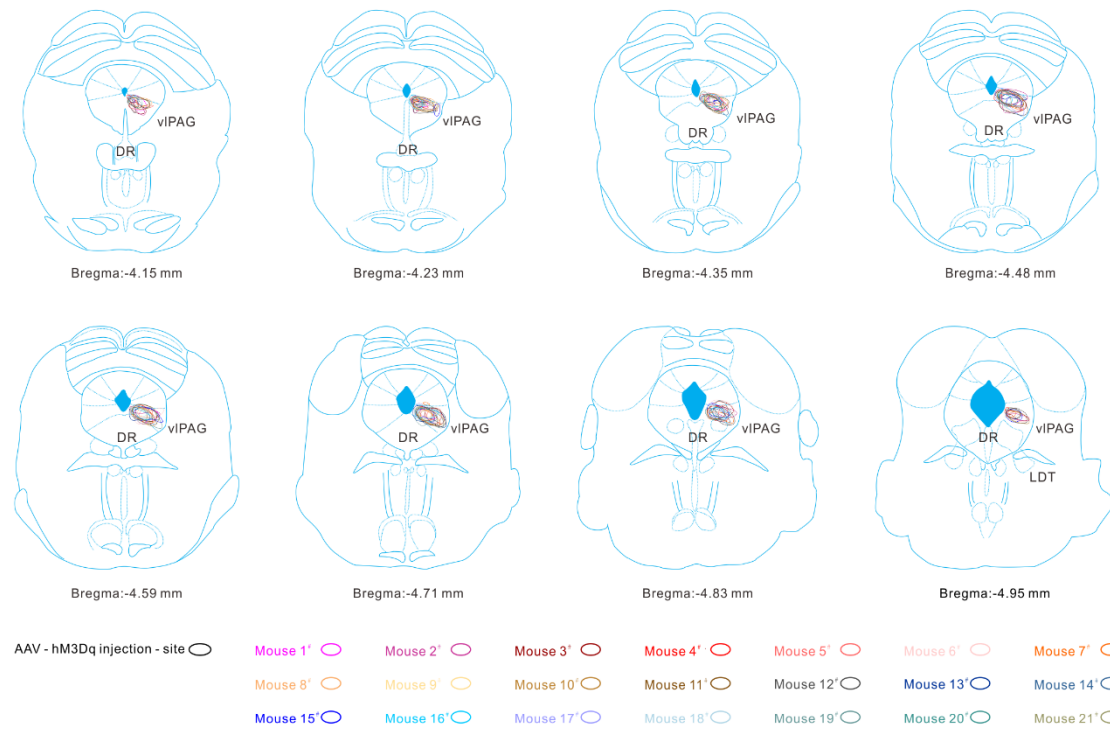

**B**

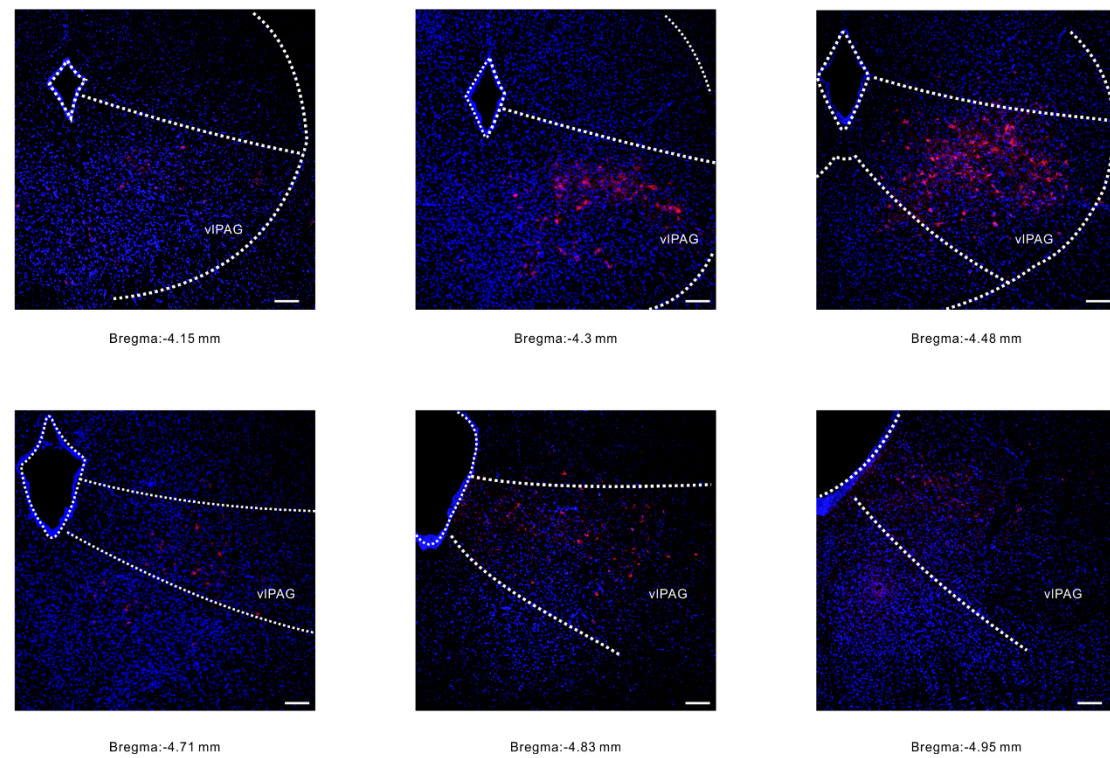

**Fig. S2. Reconstructions and representative images of AAV-hM3Dq-mCherry injection sites for experiments shown in Fig. 1 and fig S3 and S4.**

**(A)** Serial reconstructions of AAV-hM3Dq-mCherry injection sites in vIPAG (solid lines). **(B)** Serial sections showing hM3Dq-mCherry expression in the vIPAG. Scale bars represent 100  $\mu\text{m}$ .

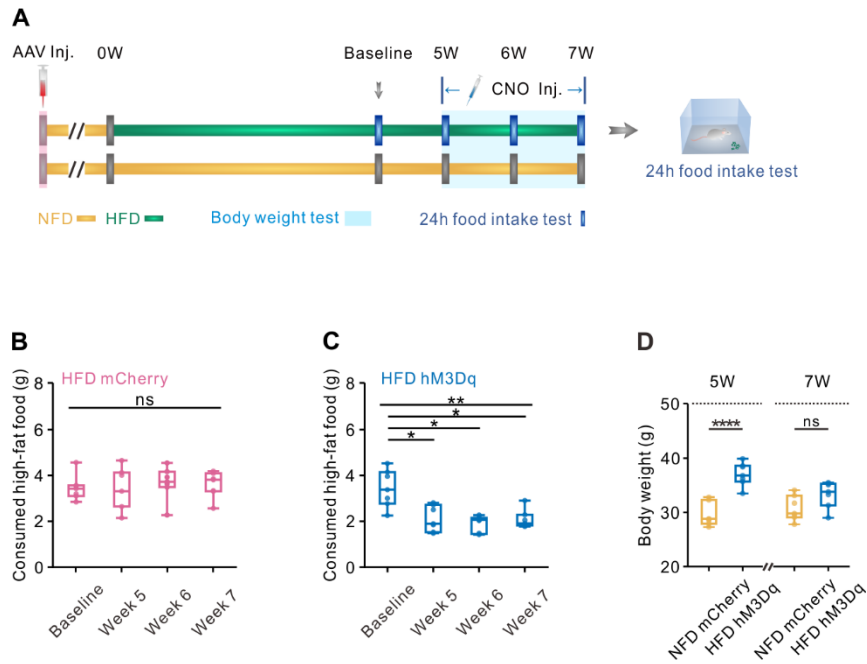

**Fig. S3. Long-term chemogenetic activation of vIPAG GABAergic cells reduces food intake and reverses obesity in DIO mice.**

**(A)** Experimental timeline and schematic. **(B-C)** 24 h food intakes before (baseline) and after CNO treatments (mCherry: n = 7 mice; hM3Dq: n = 6 mice; \*p < 0.05, \*\*p < 0.01, Kruskal-Wallis with Dunn's multiple test). **(D)** Body weights of mice fed with HFD or NFD were measured before and at the end of CNO treatment (NFD mCherry: n = 7 mice, HFD hM3Dq: n = 7 mice; \*\*\*\*p < 0.0001 for 5W, p = 0.067 for 7W, unpaired t test).

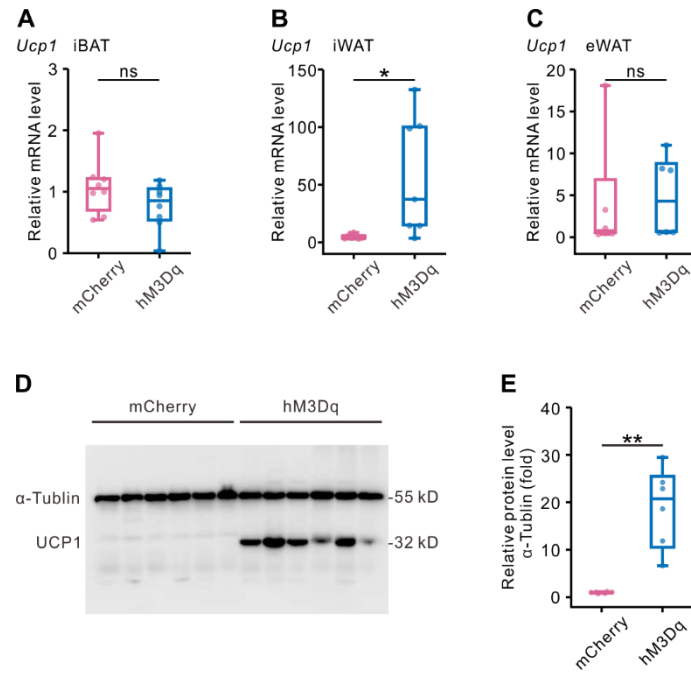

**Fig. S4. Changes of UCP1 mRNA and protein level in adipose tissues after long-term chemogenetic excitation of VIPAG GABAergic cells.**

**(A-C)** qRT-PCR profile of mRNA level of *Ucp1* in the interscapular brown white adipose (iBAT, A), inguinal white adipose tissue (iWAT, B), and epididymal white adipose tissue (eWAT, C) of the mice after 2 weeks CNO treatment (iBAT: n = 8 mice for both hM3Dq and mCherry group, iWAT: n = 7 mice for both hM3Dq and mCherry group, eWAT: n = 6 mice for both hM3Dq and mCherry group; \*p < 0.05, unpaired t test or Mann-Whitney test). **(D)** Western blots of UCP1 and α-Tubulin from iWAT. **(E)** The quantified ratio of UCP1/α-Tubulin, n = 6 mice for both hM3Dq and mCherry group, \*\*p < 0.01, Mann-Whitney test.

Figure 2 Group I : 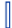 Location of optical fibers

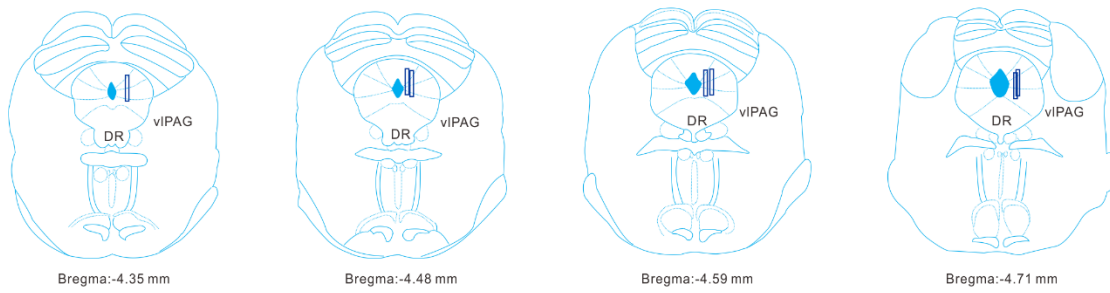

Figure 2 Group II :  Location of optical fibers

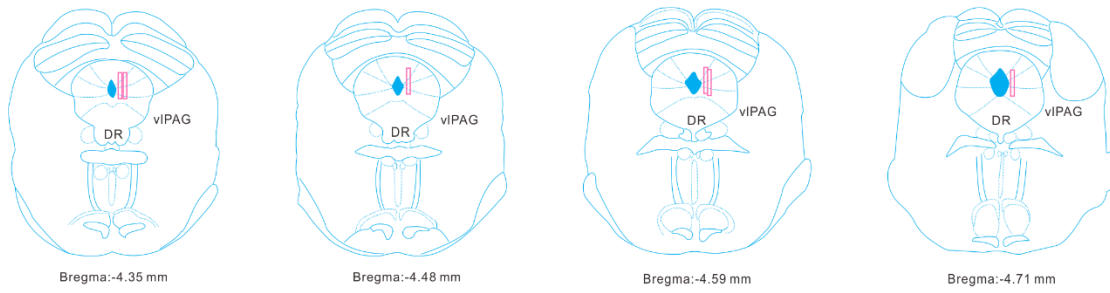

Figure 5 Rescue Group :  Location of optical fibers

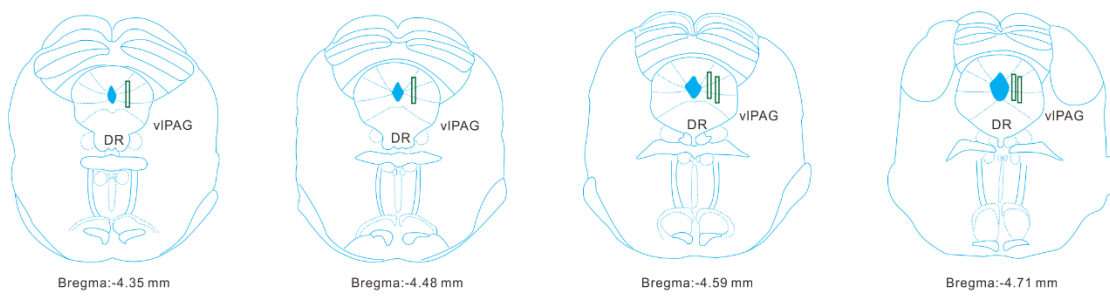

Figure 5 Control Group : 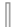 Location of optical fibers

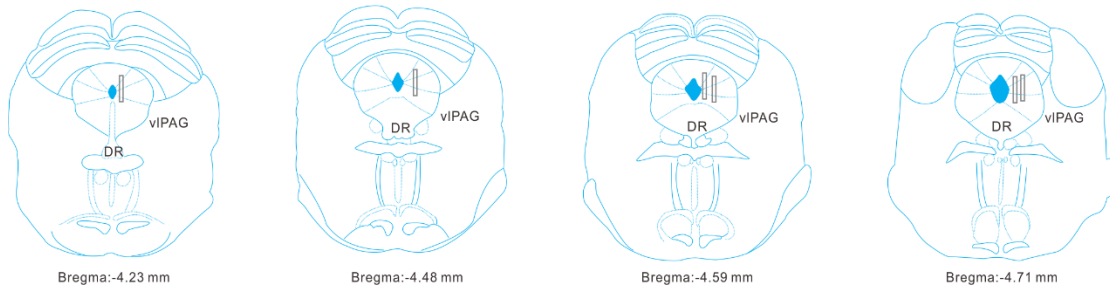

**Fig. S5. Details of optical fiber locations in the viPAG related to Figure 2, and 5.**

Locations of optical fiber placement in the viPAG for  $\text{Ca}^{2+}$  signal recording in Fig. 2 (top) and Fig.5 (bottom).

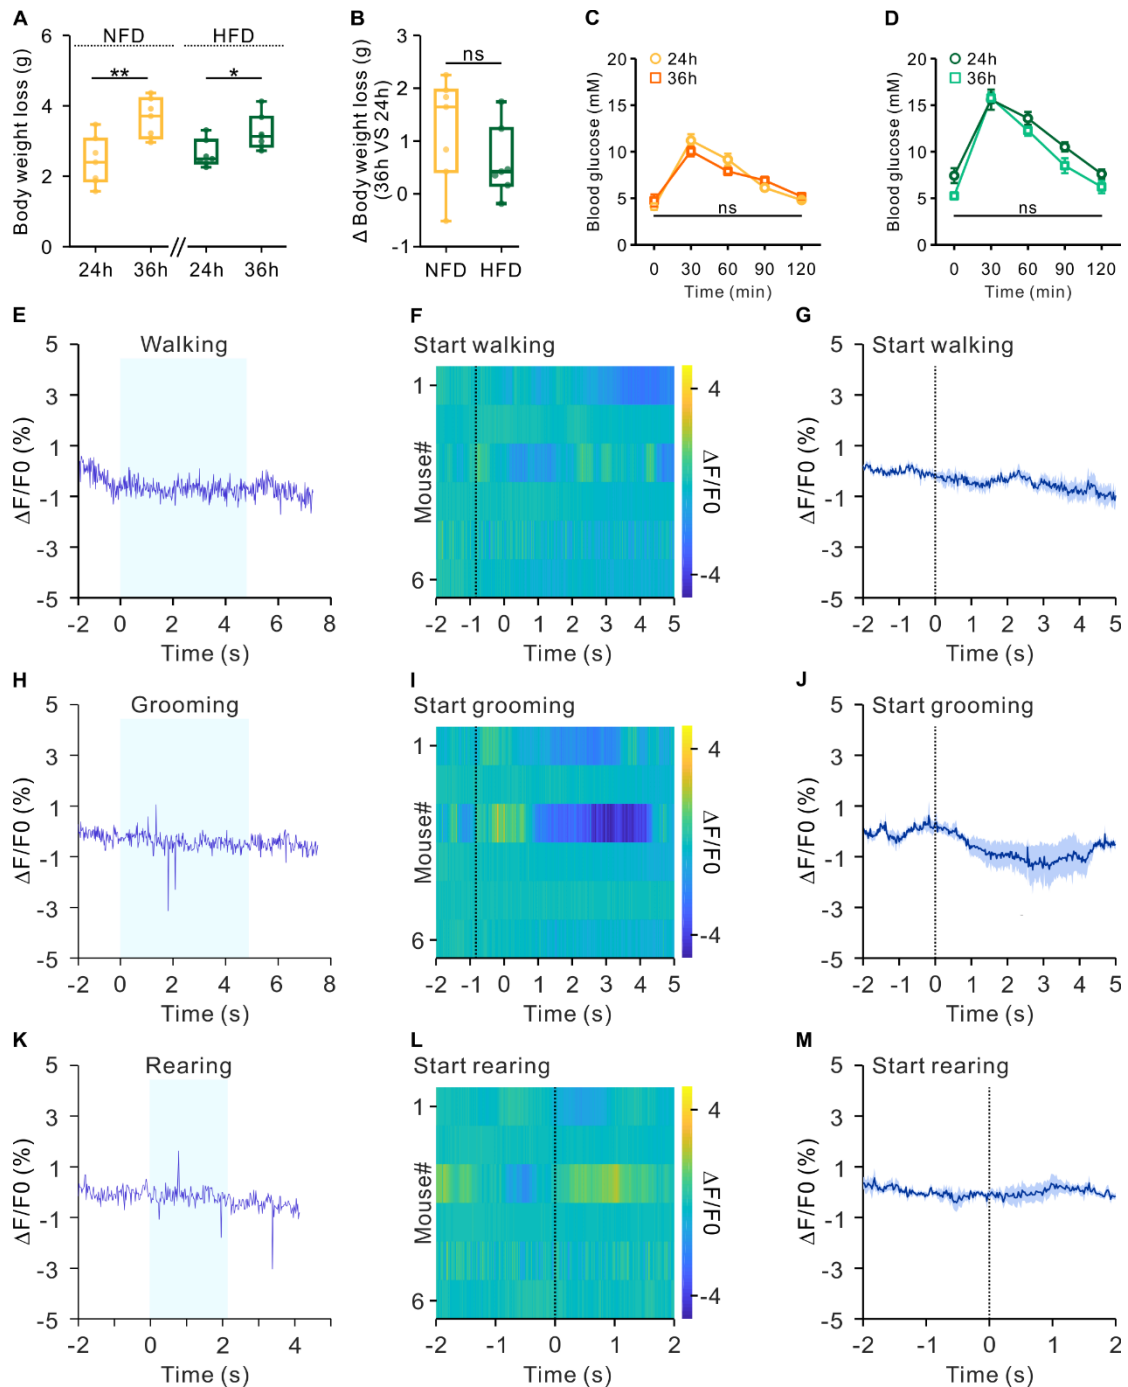

**Fig. S6. Analysis of locomotion behavior during free-feeding assay of Fig. 2.**

(A) Weight loss of NFD mice and DIO mice underwent 24 or 36h food deprivation;  $n = 7$  mice for both NFD and DIO group, \*  $p < 0.05$ , \*\*  $p < 0.01$  unpaired t test. (B) Increased weight loss of NFD mice and DIO mice underwent 36h food deprivation compared with 24h;  $p = 0.2047$ , unpaired t test. (C-D)

Blood glucose levels during GTT of NFD and DIO mice underwent 24 or 36h food deprivation; n = 7 mice for both NFD and DIO group, p = 0.7742 for NFD group, p = 0.0623 for DIO group, two-way RM ANOVA. Data are represented as mean  $\pm$  SEM **(E-G)** Sample recording trace (E), heat maps (F), and mean GCaMP6m signal (G) of mice aligned to the initiation of walking corresponding to F (n = 6 mice) in vIPAG GABAergic neurons. **(H-J)** Sample recording trace (H), heat maps (I), and mean GCaMP6m signal (J) of mice aligned to the initiation of grooming corresponding to I (n = 6 mice) in vIPAG GABAergic neurons. **(K-M)** Sample recording trace (K), heat maps (L), and mean GCaMP6m signal (M) of mice aligned to the initiation of rearing corresponding to L (n = 6 mice) in vIPAG GABAergic neurons.

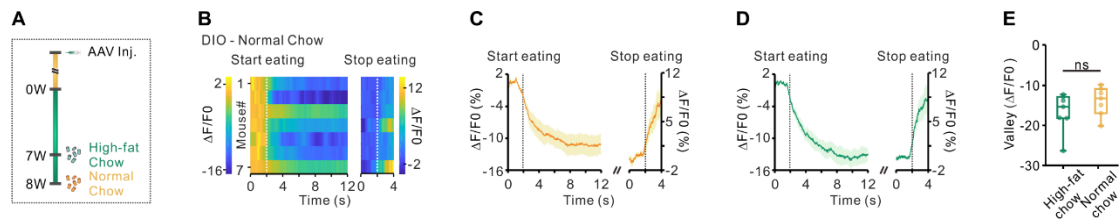

**Fig.S7. Calcium imaging of vIPAG GABAergic cells of DIO mice during refeeding of normal chow or high-fat chow.**

**(A)** Experimental timeline: The mice were fed with HFD for 7 weeks and then were tested with high-fat chow or normal chow. **(B-C)** Heat maps showing the  $\text{Ca}^{2+}$  signals in vIPAG GABAergic neurons of DIO mice in response to normal chow stimuli and corresponding mean calcium signal of all mice aligned to the initiation and termination ( $n = 7$  mice). **(D)** Mean  $\text{Ca}^{2+}$  signal of all DIO mice aligned to the initiation and termination of feeding in response to high-fat chow stimuli. Data for high-fat chow test was same from Fig. 2L. **(E)** Amplitude of  $\text{Ca}^{2+}$  signaling in vIPAG GABAergic neurons of DIO mice in response to high-fat chow or normal chow stimuli;  $n = 7$  mice,  $p = 0.2581$ , unpaired t test.

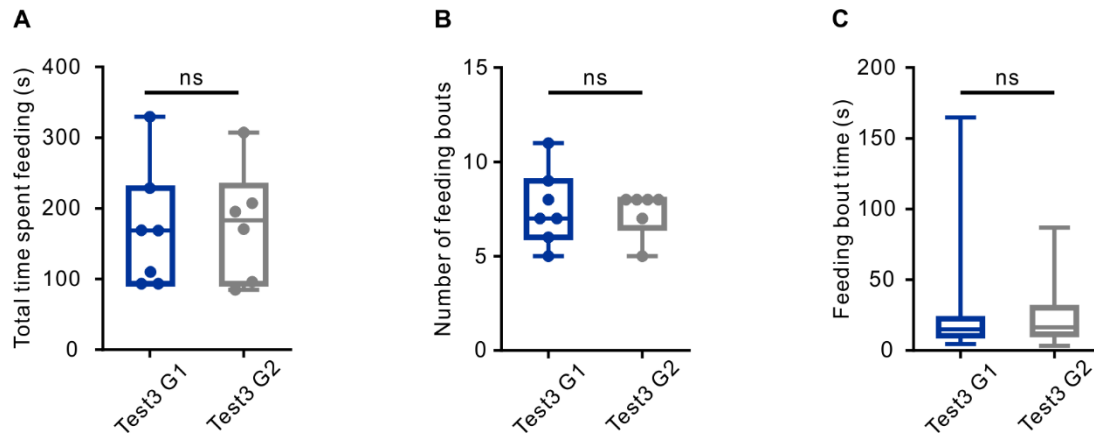

**Fig. S8. Detailed analysis of feeding behavior in test3 of Fig. 2.**

**(A)** Total time the mice spent feeding during a 10 min test (Group I:  $n = 7$  mice, Group II:  $n = 6$  mice,  $p = 0.8135$ , Mann-Whitney test). **(B)** Number of feeding bouts during a 10 min test (Group I:  $n = 7$  mice, Group II:  $n = 6$  mice,  $p = 0.9796$ , Mann-Whitney test). **(C)** The length of feeding bouts during a 10 min test (Group I:  $n = 52$  bouts from 7 mice, Group II:  $n = 44$  bouts from 6 mice,  $p = 0.3416$ , Mann-Whitney test). All feeding bouts were analyzed.

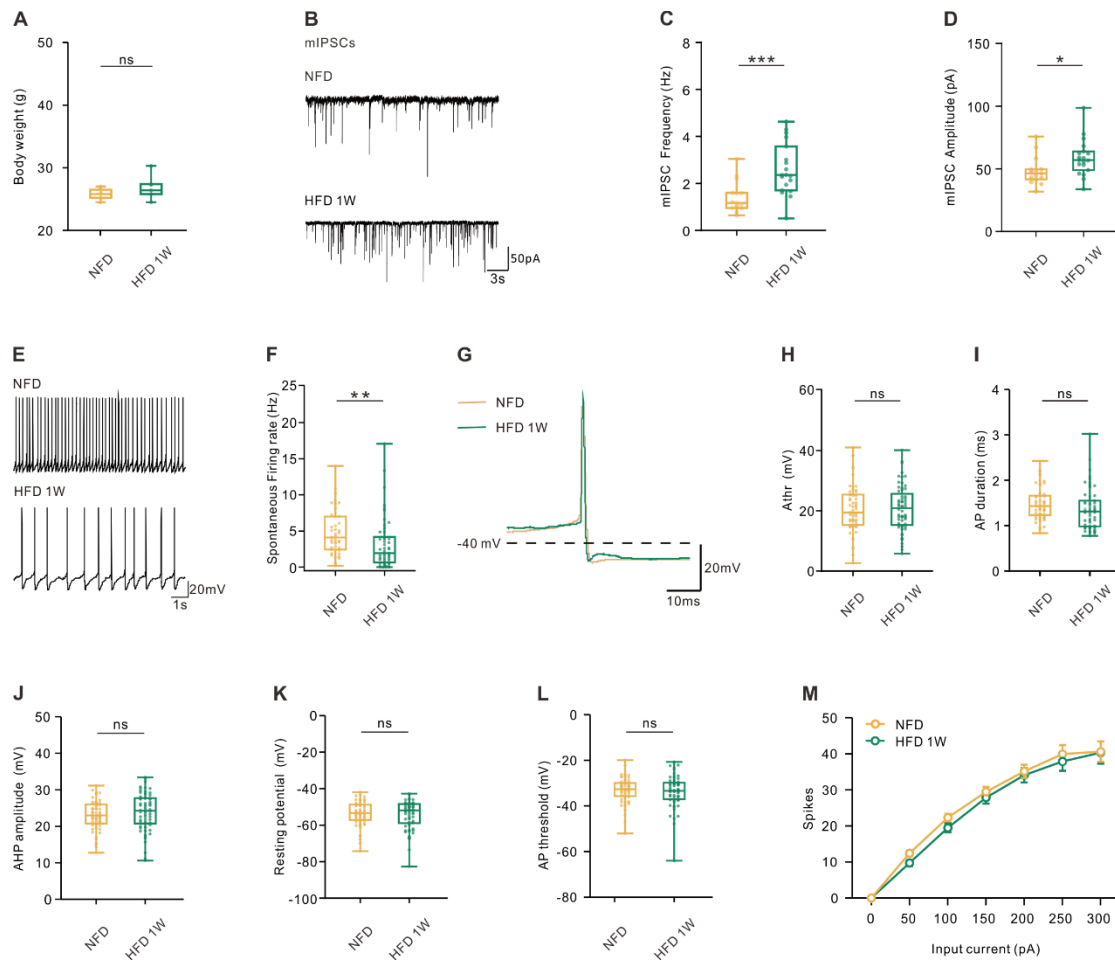

**Fig. S9. Body weights and electrophysiological properties of vIPAG GABAergic cells in mice that had undergone 1W HFD.**

**(A)** Body weights of mice fed with either 1 week of NFD or HFD ( $n = 7$  mice for both NFD and HFD groups;  $p = 0.1986$ , unpaired  $t$  test). **(B)** Representative traces of mIPSCs recorded in vIPAG GABAergic neurons from mice that had undergone 1W NFD or HFD. **(C)** Average mIPSCs frequency from the two groups (NFD:  $n = 15$  cells from 3 mice, HFD 1W:  $n = 19$  cells from 3 mice,  $***p < 0.001$ , Mann-Whitney test). **(D)** Average mIPSCs amplitude from the two groups (NFD:  $n = 15$  cells from 3 mice, HFD 1W:  $n = 19$  cells from 3 mice,  $*p < 0.05$ , Mann-Whitney test). **(E)** Representative traces of spontaneous action

potential (AP) firing. **(F)** Spontaneous AP firing rate of vIPAG GABAergic neurons from mice that had undergone 1W NFD or HFD (NFD: n = 43/53 cells from 8 mice, HFD 1W: n = 50/60 cells from 10 mice; \*\*p < 0.01, unpaired t test). **(G)** Representative traces of single AP. Dot lines represent -40mV. **(H-L)** Activation threshold (H, p = 0.90, unpaired t test), action potential duration (I, p = 0.09), AHP amplitude (J, p = 0.22, unpaired t test), resting potential (K, p = 0.95, Mann-Whitney test) and AP threshold (L, p = 0.70, Mann-Whitney test) of vIPAG GABAergic neurons recorded from mice that had undergone 1W NFD or HFD (NFD: n = 56 cells from 8 mice, HFD 1W: n = 62 cells from 10 mice). **(M)** The number of evoked action potentials against injected currents (Data are represented as mean  $\pm$  SEM, NFD: n = 56 cells from 8 mice, HFD 1W: n = 62 cells from 10 mice, p = 0.4283, Two way ANOVA).

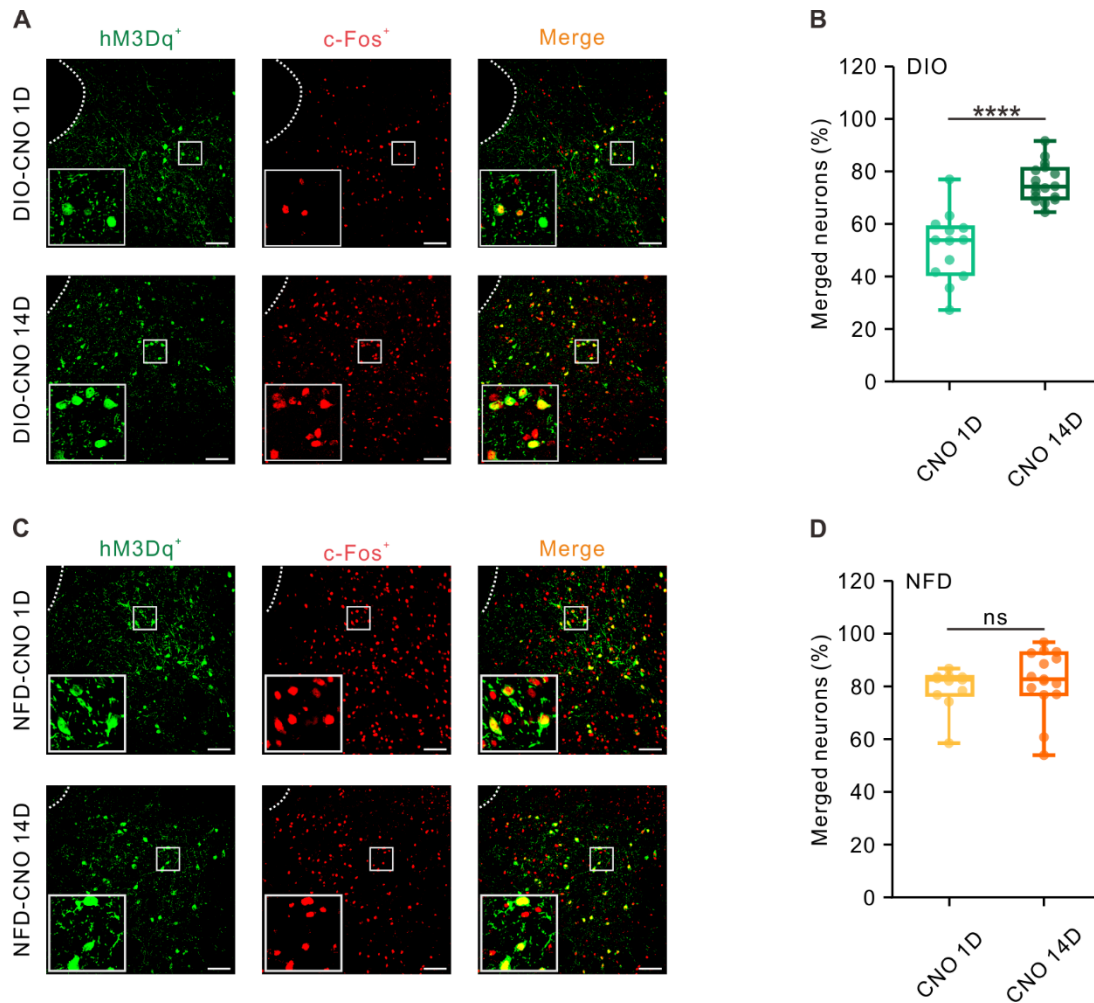

**Fig. S10 C-Fos expression of vIPAG GABAergic neurons after CNO treatment.**

**(A-B)** Representative images and corresponding quantification of the c-Fos expression level in DIO mice after single dose or chronic (14 days) CNO treatment; CNO 1 Day:  $n = 620$  cells from 13 slices of 4 mice, CNO 14 Day:  $n = 954$  cells from 17 slices of 4 mice, \*\*\*\*  $p < 0.0001$ , Mann-Whitney test. Scale bars represent  $100\ \mu\text{m}$ . **(C-D)** Representative images and corresponding quantification of the c-Fos expression level in NFD mice after acute (1 day) or chronic (14 days) CNO treatment; CNO 1 Day:  $n = 462$  cells from 11 slices of 4 mice, CNO 14 Day:  $n = 677$  cells from 15 slices of 4 mice,  $p = 0.4045$ , Mann-Whitney test. Scale bars represent  $100\ \mu\text{m}$ .

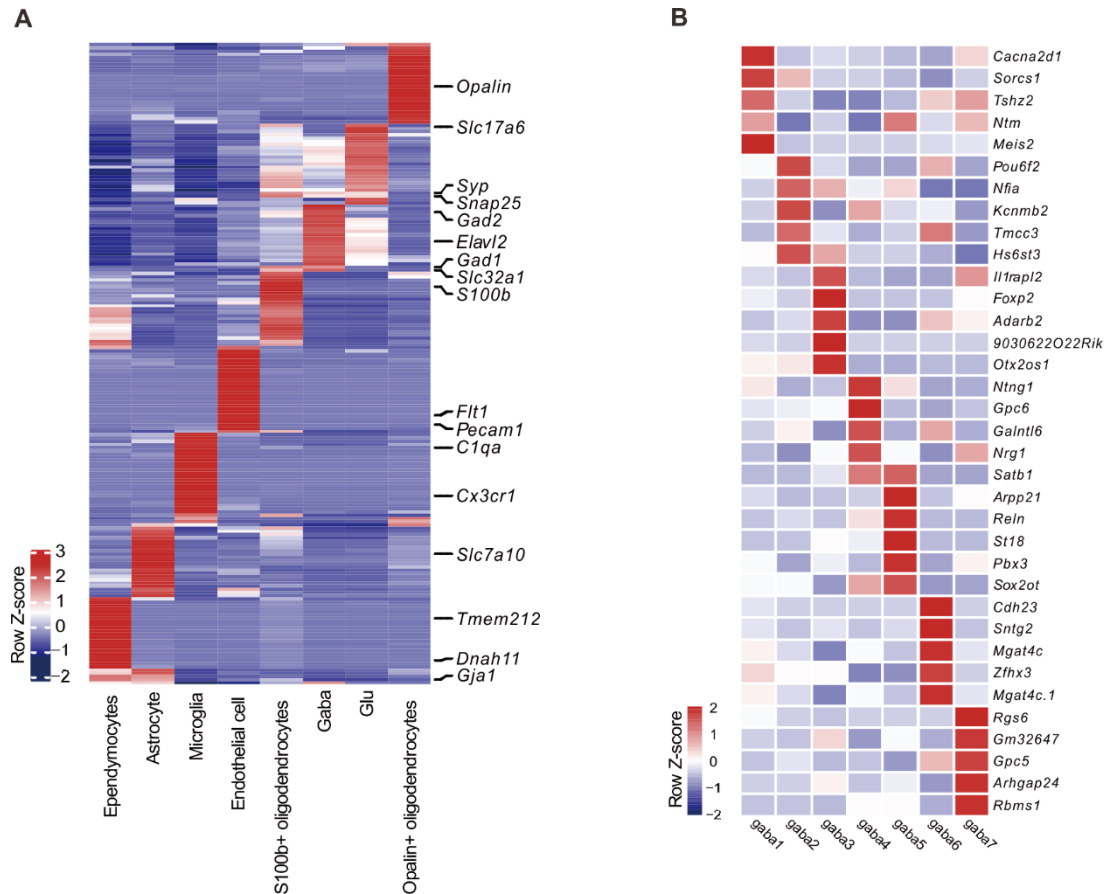

**Fig. S11. Statistically defined clusters exhibit distinct expression patterns.**

**(A)** Statistically defined clusters exhibit distinct expression patterns for all 14438 cells obtained from vIPAG. **(B)** Statistically defined clusters exhibit distinct expression patterns for all 3606 GABAergic cells.

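The GABAergic subclusters rebuilt from the counts were named by the markers drawn in fig. S11B, leaving out Cacna2d1. Their own leading genes, by fold over the other GABAergic nuclei, describe what set them apart. For gaba2 these were Six3, Col23a1 and Six3os1. For gaba3 they were 9030622O22Rik, Foxp2 and Cobll1, with the calcitonin receptor gene Calcr. For gaba4 they were Nr4a2, Satb1 and Ntng1, and for gaba5 Reln, St18 and Arpp21. Cdh23, Sntg2 and Gli3 led gaba6, and Vmn1r209, Npsr1 and Otp led gaba7. The glycine transporter gene Slc6a5 and Tcf7l2 were among the leading genes of gaba1. Among drawn markers, over all GABAergic nuclei, some differed in level between the libraries. These levels pool subgroups whose shares also differ between the libraries. Nfia was higher in HFD (log2 ratio 0.48, 0.44 to 0.53), as were Tmcc3 (0.38) and Satb1 (0.34). Rgs6 (-0.50, -0.56 to -0.43), Cdh23 (-0.49) and Gm32647 (-0.58) were lower. Meis2 had a ratio of 0.09 (-0.04 to 0.23), whose interval included 0.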

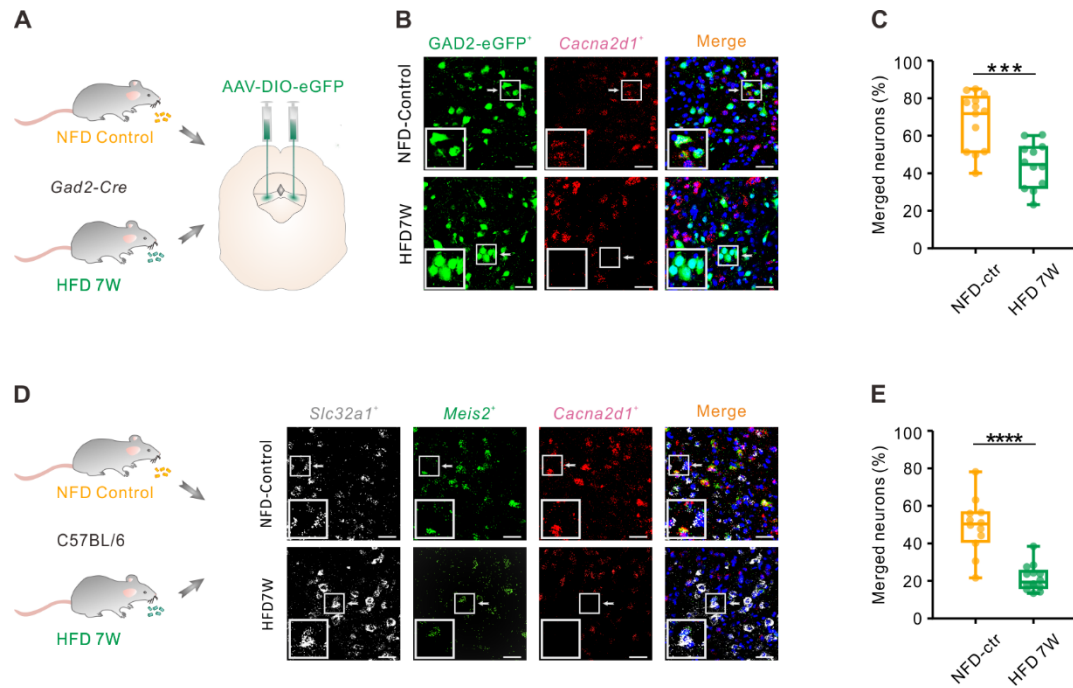

**Fig.S12. Expression of *Cacna2d1* was reduced in vIPAG *Gad2*<sup>+</sup> cells and *Vgat*<sup>+</sup> & *Meis2*<sup>+</sup> cells of DIO mice.**

**(A-B)** Schematic and representative images of RNA FISH co-staining of *Gad2* and *Cacna2d1* mRNA in vIPAG area. Scale bars represent 50  $\mu$ m. **(C)** Proportion of GAD2-eGFP positive neurons expressing *Cacna2d1* (NFD ctr: n = 830 cells from 13 slices of 4 mice, DIO: n = 815 cells from 12 slices of 4 mice, \*\*\* p < 0.001, Unpaired t test). **(D)** Schematic and representative images of RNA FISH co-staining of *Slc32a1*, *Meis2* and *Cacna2d1* mRNA in vIPAG area. Scale bars represent 50  $\mu$ m. **(E)** Proportion of *Vgat*<sup>+</sup> & *Meis2*<sup>+</sup> neurons expressing *Cacna2d1* (NFD ctr: n = 550 cells from 12 slices of 4 mice, DIO: n = 611 cells from 14 slices of 5 mice, \*\*\*\* p < 0.0001, Unpaired t test).

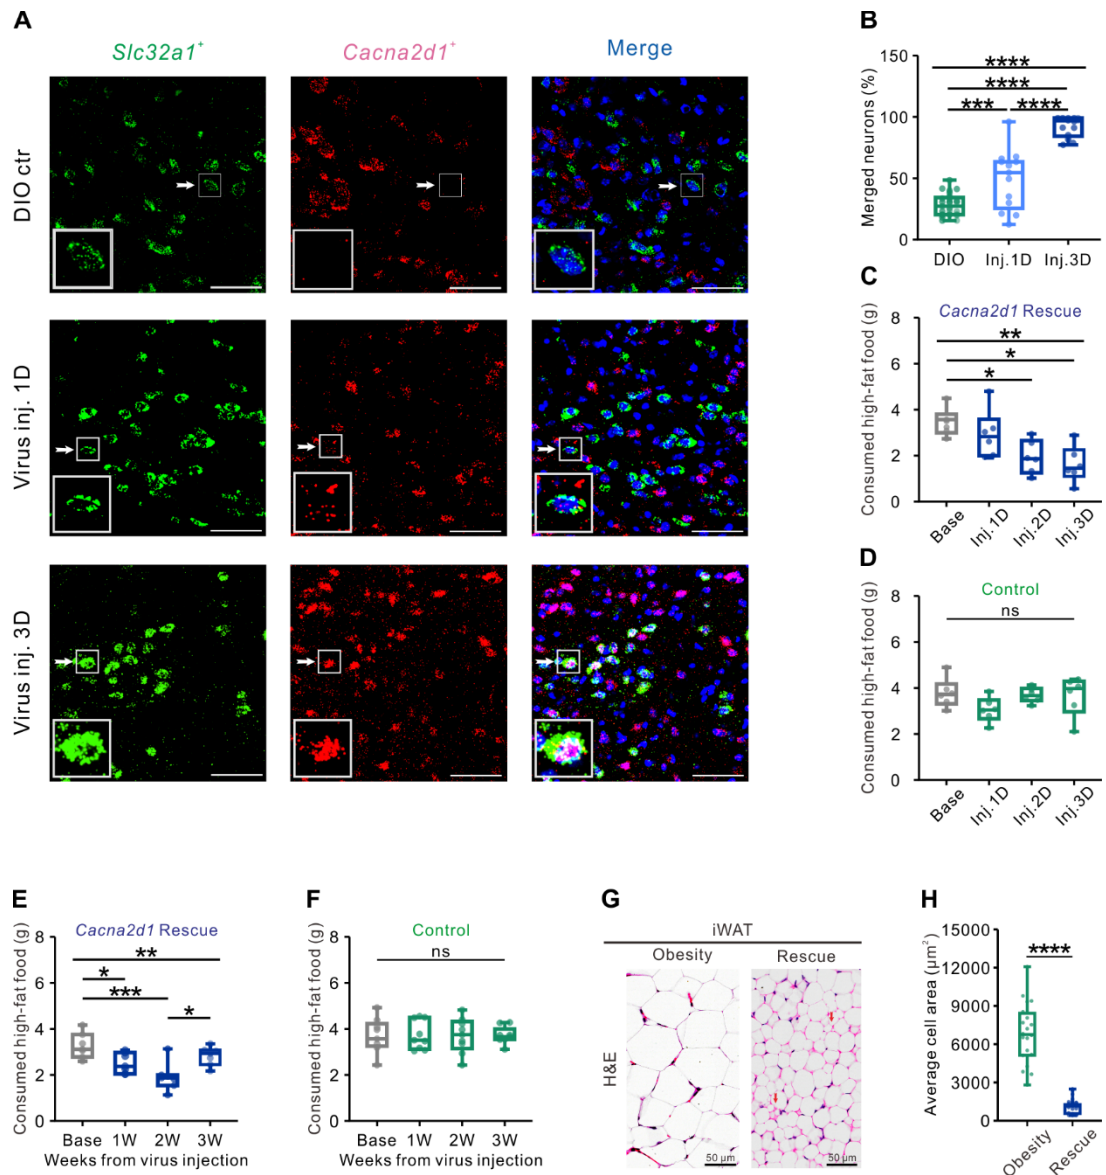

**Fig. S13. Over-expression of CACNA2D1 inhibits food intake and increases browning of iWAT tissues.**

(A) RNA FISH co-staining with *Slc32a1* and *Cacna2d1* in vIPAG area 1 day or 3 days after AAV-*Cacna2d1* for injection. Scale bars represent 50 μm. (B) Proportion of *Vgat* positive neurons that expressing *Cacna2d1* (DIO ctr: n = 3369 cells from 27 slides of 4 mice; data were same from Fig. 4G, Inj. 1D: n = 653 cells from 13 slides of 4 mice, Inj. 3D: n = 646 cells from 14 slides of 4 mice, \*\*\*p < 0.001, \*\*\*\*p < 0.0001, one-way ANOVA with Tukey's multiple test). (C-F)

24 h food intakes during baseline and different time points after the injection of vehicle AAV-Cacna2d1 or vehicle AAV-eGFP (C&D: *Cacna2d1* rescue: n = 6 mice, HFD 7W control: n = 6 mice, \*p < 0.05, \*\*p < 0.01, one-way ANOVA with Tukey's multiple test; E&F: *Cacna2d1* rescue: n = 7 mice, HFD 7W control: n = 9 mice, \*p < 0.05, \*\*p < 0.01, \*\*\* p < 0.001, one-way ANOVA with Tukey's multiple test). **(G)** Representative H&E staining of iWAT from DIO mice after 3 weeks AAV-Cacna2d1 or AAV-eGFP injection into the vIPAG. Scale bars represent 50  $\mu$ m. **(H)** Average adipocyte area in iWAT in DIO mice described in (G) (n = 20 slides from 4 mice for both groups; \*\*\*\*p < 0.0001, unpaired t test).

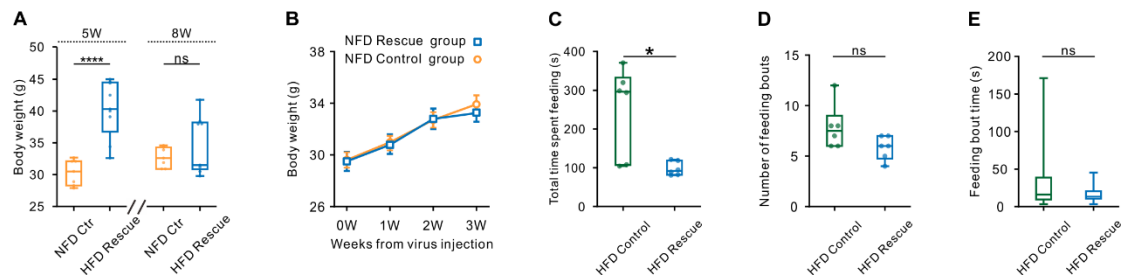

**Fig. S14. Over-expression of CACNA2D1 reverses obesity in DIO mice, but does not reduce body weight in NFD mice.**

**(A)** Body weights of CACNA2D1 over-expressed mice and age-matched eGFP-expressed mice fed with NFD were measured before and at the end of virus injection (NFD Ctr: n = 7 mice, HFD rescue: n = 9 mice; \*\*\*\* $p < 0.0001$ , unpaired t test). **(B)** Body weight in mice fed with NFD after the injection of AAV-Cacna2d1 or AAV-eGFP (NFD ctr: n = 7 mice, NFD rescue: n = 6 mice; Data are represented as mean  $\pm$  SEM;  $p = 0.7843$ , two-way repeated-measures ANOVA). **(C-E)** Total time the mice spent feeding (C), number and the length of feeding bouts (D and E respectively) during a 10 min test (HFD control Group: n = 6 mice, HFD rescue Group: n = 6 mice, C: \* $p < 0.05$ , D:  $p = 0.0802$ , E:  $p = 0.2101$ , unpaired t test or Mann-Whitney test).

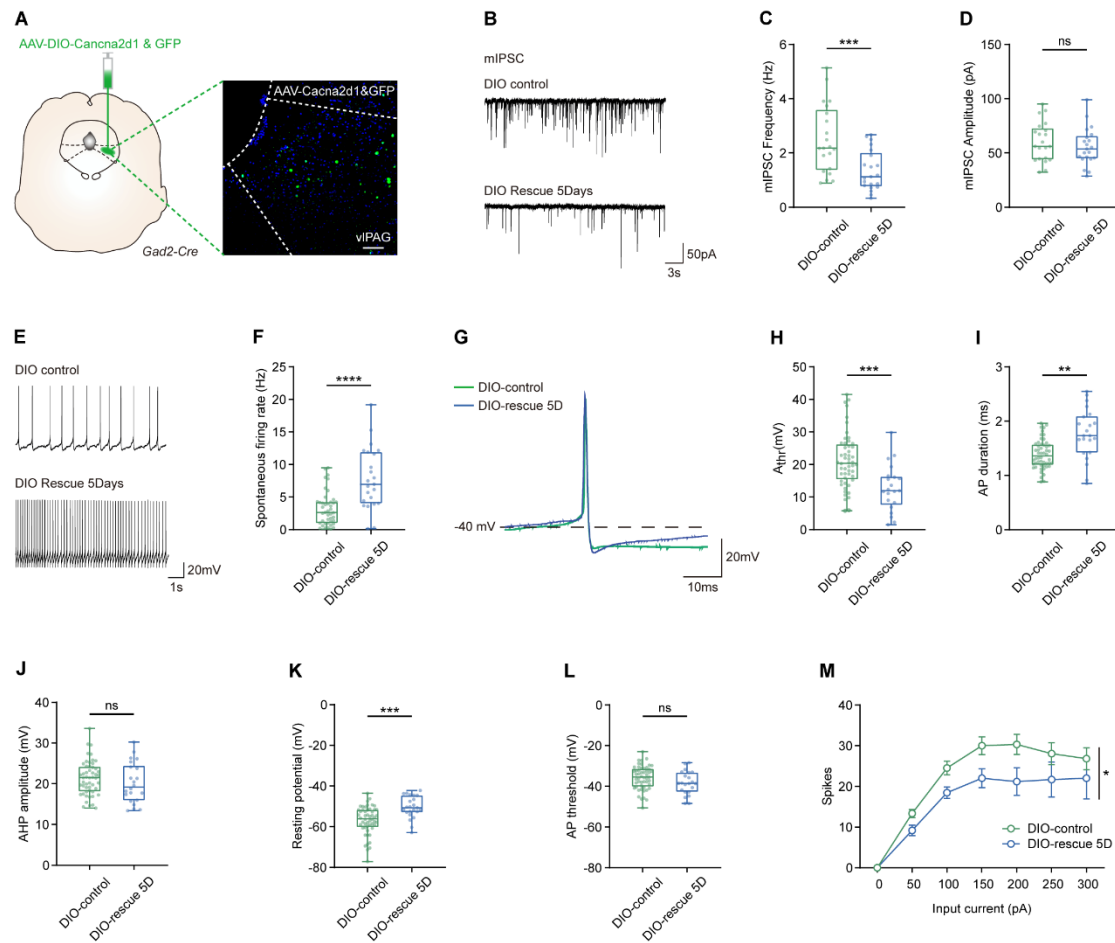

**Fig.S15. Five days after CACNA2D1 over-expressing in DIO mice alters electrophysiological properties of vIPAG GABAergic neurons.**

**(A)** Diagram of virus injection (left) and sample confocal images after 5 days Cacna2d1&GFP expressing in vIPAG GABAergic neurons (right). Scale bar represents 100  $\mu$ m. **(B)** Representative traces of mIPSCs recorded in vIPAG GABAergic neurons from DIO control mice and DIO mice after 5 days over-expressing of CACNA2D1 (DIO-rescue 5D). **(C)** Average mIPSCs frequency from the two groups (DIO-control: n = 21 cells from 3 mice, DIO-rescue 5D: n = 21 cells from 4 mice, \*\*\*p < 0.001, unpaired t test). **(D)** Average mIPSCs amplitude from the two groups (p = 0.417, unpaired t test). **(E)** Representative

traces of spontaneous action potential (AP) firing from the two group. **(F)** Spontaneous AP firing rate of vIPAG GABAergic neurons from the two group (DIO-control: n = 43/52 cells from 9 mice, DIO-rescue 5D: n = 23/23 cells from 4 mice; \*\*\*\*p < 0.0001, Mann-Whitney test). **(G)** Representative traces of single AP. Dot lines represent -40mV. **(H-L)** Activation threshold (H, \*\*\*p < 0.001), action potential duration (I, \*\*p < 0.01), AHP amplitude (J, p = 0.29), resting potential (K, \*\*\*p < 0.001) and AP threshold (L, p = 0.07) of vIPAG GABAergic neurons (DIO-control: n = 52 cells from 9 mice, DIO-rescue 5D: n = 23 cells from 4 mice, unpaired t test). **(M)** The number of evoked action potentials against injected currents (Data are represented as mean  $\pm$  SEM, \* p < 0.05, two-way ANOVA followed by Holm-Sidak post hoc test).

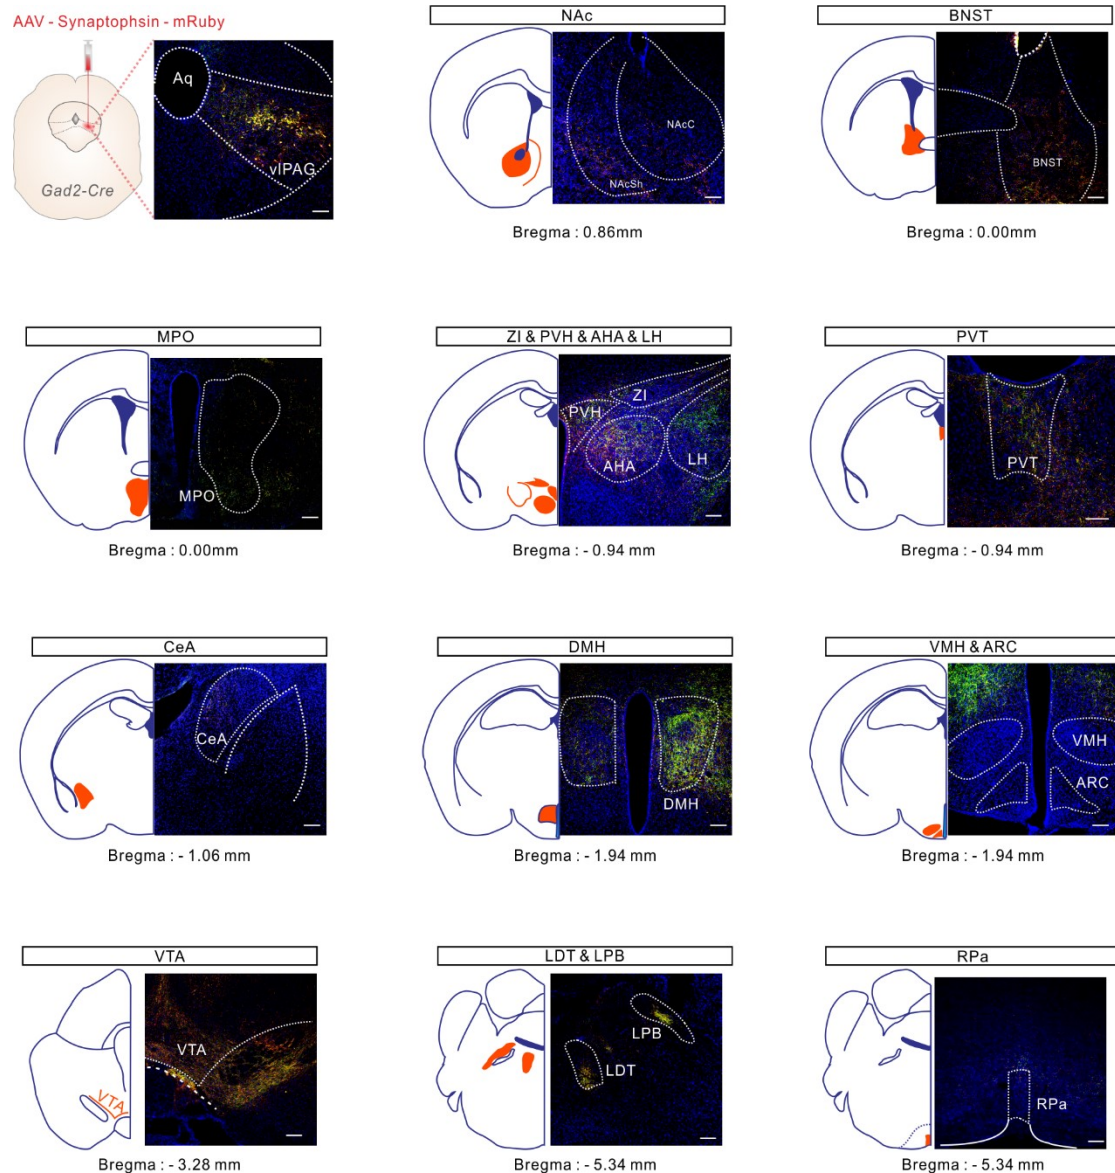

**Fig. S16. vIPAG GABAergic neurons project to brain regions that implicated in feeding behavior or adipose tissue browning.**

Coronal representations of anterograde monosynaptic labeling of vIPAG GABAergic axon terminals in feeding regulatory and adipose metabolism regulatory centers including the nucleus accumbens (NAc), the bed nucleus of the stria terminalis (BNST), the medial preoptic nucleus (MPO), the zona incerta (ZI), the paraventricular hypothalamic nucleus (PVH), the anterior hypothalamic

area (AHA), the lateral hypothalamic area (LH), the paraventricular thalamic nucleus (PVT), the central amygdaloid nucleus (CeA), the dorsomedial hypothalamic nucleus (DMH), the arcuate hypothalamic nucleus (ARC), the ventromedial hypothalamus (VMH), the ventral tegmental nucleus (VTA), the laterodorsal tegmental nucleus (LDT), the lateral parabrachial nucleus (LPB), and the raphe pallidus nucleus (RPa) (n=4 mice).

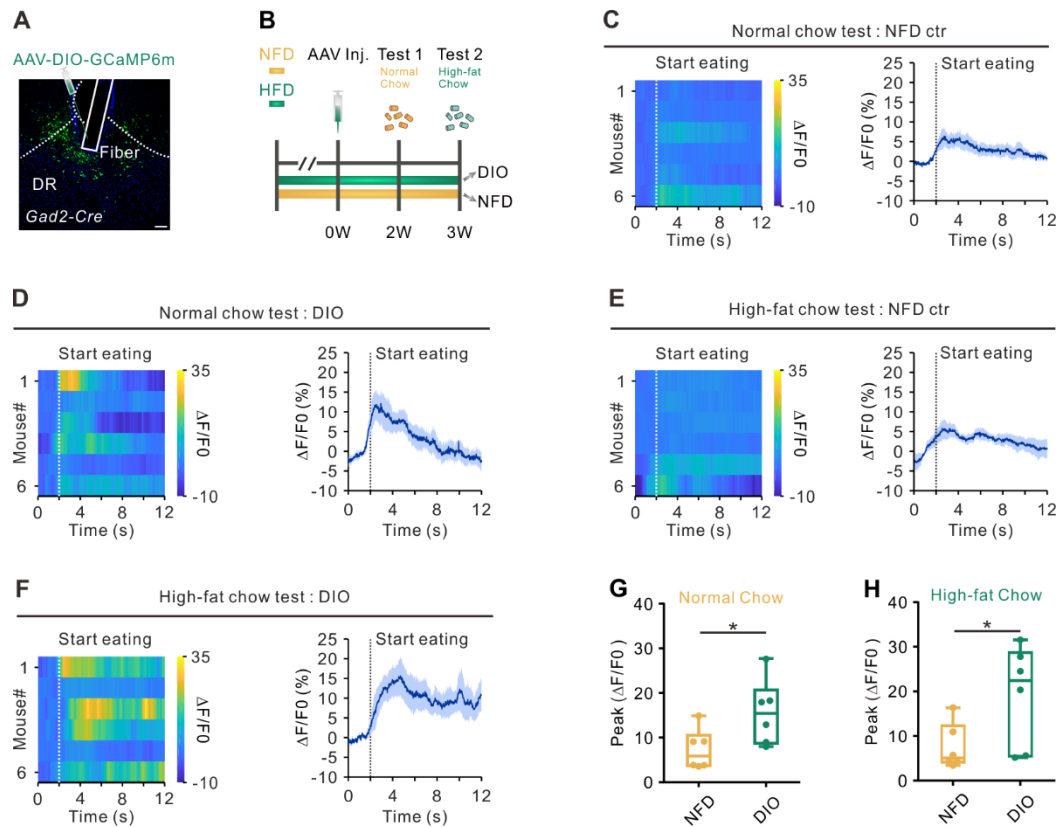

**Fig. S17. Calcium imaging of DRN GABAergic cells during refeeding of normal chow or high-fat chow.**

**(A)** Schematic for expressing GCaMP6m in DRN<sup>GABAergic</sup> neurons in *Gad2-Cre* mice. Scale bar represents 100  $\mu$ m. **(B)** Experimental timeline and group schematic. **(C - D)** Heat maps showing the  $\text{Ca}^{2+}$  signals in DRN GABAergic neurons of NFD control mice (C) or DIO mice (D) in response to normal chow stimuli and corresponding mean GCaMP6m signal of all mice aligned to the initiation of feeding (n = 6 mice). **(E - F)** Heat maps showing the  $\text{Ca}^{2+}$  signals in DRN GABAergic neurons of NFD control mice (E) or DIO mice (F) in response to high-fat chow stimuli and corresponding mean GCaMP6m signal (n = 6 mice). **(G - H)** Amplitude of  $\text{Ca}^{2+}$  signaling in DRN<sup>GABAergic</sup> neurons in different groups (NFD ctr group: n = 6 mice, DIO group: n = 6 mice, \*p < 0.05, unpaired t test).

## Cluster 1

| Gene                 | p_val       | avg_logFC    |
|----------------------|-------------|--------------|
| <i>Malat1</i>        | 7.67E-45    | -0.4267928   |
| <i>Hsph1</i>         | 2.20E-39    | 0.357978094  |
| <i>Stip1</i>         | 1.50E-25    | 0.279331041  |
| <i>Cacna2d1</i>      | 9.77E-19    | -0.815887155 |
| <i>Nkain2</i>        | 9.00E-14    | -0.263342105 |
| <i>Dpf3</i>          | 7.18E-13    | 0.255494907  |
| <i>Nckap5</i>        | 2.79E-12    | 0.314802411  |
| <i>Slit3</i>         | 8.83E-12    | 0.317628351  |
| <i>A230006K03Rik</i> | 2.83E-11    | -0.314756307 |
| <i>Nell1</i>         | 1.29E-10    | 0.296571724  |
| <i>Gm32647</i>       | 2.97E-10    | -0.499557681 |
| <i>Efna5</i>         | 3.68E-10    | 0.2707775    |
| <i>Sox2ot</i>        | 2.74E-08    | -0.300949125 |
| <i>Adamts1</i>       | 5.47E-08    | 0.315380571  |
| <i>Prr16</i>         | 6.33E-08    | 0.288086548  |
| <i>mt-Rnr2</i>       | 8.40E-08    | -0.326171999 |
| <i>Hs3st4</i>        | 1.01E-07    | 0.278709948  |
| <i>Zfpm2</i>         | 1.25E-07    | 0.267994719  |
| <i>Galnt6</i>        | 1.52E-07    | -0.262874416 |
| <i>Trhde</i>         | 3.06E-07    | 0.295157863  |
| <i>Fam19a1</i>       | 1.18E-05    | 0.397633096  |
| <i>Arhgap26</i>      | 1.27E-05    | -0.251531115 |
| <i>Nfia</i>          | 2.39E-05    | 0.268725238  |
| <i>Tox</i>           | 5.41E-05    | -0.336685695 |
| <i>mt-Rnr1</i>       | 0.000187898 | -0.290525894 |
| <i>Foxp2</i>         | 0.000329721 | -0.360495352 |
| <i>Pde10a</i>        | 0.000855498 | 0.303272102  |
| <i>Gm20754</i>       | 0.000945077 | -0.251932432 |

## Cluster 2

| Gene            | p_val       | avg_logFC    |
|-----------------|-------------|--------------|
| <i>Malat1</i>   | 1.04E-29    | -0.39198942  |
| <i>Hsph1</i>    | 1.58E-17    | 0.327984294  |
| <i>Hspa4l</i>   | 2.26E-15    | 0.365898453  |
| <i>Swt1</i>     | 5.15E-15    | 0.277607879  |
| <i>Sik3</i>     | 5.76E-13    | 0.266742192  |
| <i>Fxr1</i>     | 5.50E-12    | 0.252688681  |
| <i>Pcsk1n</i>   | 3.53E-10    | -0.52218777  |
| <i>Efna5</i>    | 1.53E-07    | 0.289277932  |
| <i>Pde10a</i>   | 2.32E-07    | 0.456178041  |
| <i>Arhgap26</i> | 5.53E-07    | -0.408420073 |
| <i>Alcam</i>    | 1.18E-06    | 0.265469112  |
| <i>Thsd4</i>    | 1.29E-06    | 0.300365853  |
| <i>Vwc2</i>     | 1.42E-06    | 0.251187268  |
| <i>mt-Rnr2</i>  | 4.83E-06    | -0.251261865 |
| <i>Mir670hg</i> | 4.84E-06    | 0.279920598  |
| <i>Ndfip1</i>   | 2.53E-05    | -0.250265611 |
| <i>Cst3</i>     | 3.67E-05    | -0.381594166 |
| <i>Psap</i>     | 0.000267854 | -0.289577939 |
| <i>Stmn3</i>    | 0.000721705 | -0.311093952 |

## Cluster 3

| Gene                 | p_val       | avg_logFC    |
|----------------------|-------------|--------------|
| <i>Ahi1</i>          | 6.63E-15    | -0.315901731 |
| <i>Malat1</i>        | 1.08E-10    | -0.404999638 |
| <i>Swt1</i>          | 2.31E-09    | 0.30451738   |
| <i>Hsph1</i>         | 2.33E-09    | 0.321803938  |
| <i>Negr1</i>         | 3.00E-09    | 0.274100254  |
| <i>Hspa4l</i>        | 1.65E-08    | 0.397499819  |
| <i>Nxph1</i>         | 2.43E-08    | 0.252050833  |
| <i>Grin3a</i>        | 3.98E-07    | 0.291801461  |
| <i>Gm32442</i>       | 6.16E-07    | 0.329358221  |
| <i>Kcnj3</i>         | 9.05E-07    | 0.296069413  |
| <i>Fxr1</i>          | 4.84E-06    | 0.253930317  |
| <i>Sema6a</i>        | 8.74E-06    | 0.300498582  |
| <i>Prpf4b</i>        | 1.80E-05    | -0.27201228  |
| <i>Trps1</i>         | 2.17E-05    | 0.319094789  |
| <i>mt-Rnr2</i>       | 2.35E-05    | -0.457953459 |
| <i>Pcdh7</i>         | 6.28E-05    | 0.298784005  |
| <i>Atp6v0b</i>       | 0.000107261 | -0.31423785  |
| <i>Shisa9</i>        | 0.000142852 | 0.251161967  |
| <i>Cntnap5b</i>      | 0.000169259 | 0.315655024  |
| <i>A830018L16Rik</i> | 0.000187925 | 0.250741668  |
| <i>Chsy3</i>         | 0.000237638 | 0.332131332  |
| <i>mt-Nd1</i>        | 0.000370515 | -0.474302943 |
| <i>Serpinb6a</i>     | 0.000382274 | -0.289825556 |
| <i>Cntnap5c</i>      | 0.000682544 | 0.283436916  |
| <i>Khdrbs2</i>       | 0.000772761 | 0.25769501   |
| <i>mt-Cytb</i>       | 0.000974582 | -0.431630557 |

## Cluster 4

| Gene                 | p_val       | avg_logFC    |
|----------------------|-------------|--------------|
| <i>Ahi1</i>          | 1.09E-11    | -0.356054921 |
| <i>Malat1</i>        | 4.11E-11    | -0.339827103 |
| <i>Lin7a</i>         | 2.97E-08    | 0.412233162  |
| <i>mt-Rnr2</i>       | 2.22E-07    | -0.561670905 |
| <i>Rgs7</i>          | 3.58E-06    | 0.254326546  |
| <i>Anks1</i>         | 6.24E-06    | 0.261971822  |
| <i>Fxr1</i>          | 1.30E-05    | 0.282025974  |
| <i>Kcnj3</i>         | 2.32E-05    | 0.259219887  |
| <i>Tfcp2</i>         | 2.87E-05    | 0.280352167  |
| <i>Mboat2</i>        | 3.03E-05    | 0.255401902  |
| <i>Prpf4b</i>        | 4.30E-05    | -0.28375302  |
| <i>Aff3</i>          | 7.85E-05    | 0.290652119  |
| <i>Magi3</i>         | 0.000181034 | 0.267396147  |
| <i>Fat1</i>          | 0.000293065 | 0.272877408  |
| <i>Top1</i>          | 0.000543844 | 0.25710625   |
| <i>B230303A05Rik</i> | 0.000789123 | -0.334808443 |
| <i>Megf9</i>         | 0.000841755 | 0.256056458  |
| <i>Golgb1</i>        | 0.000939407 | -0.353045264 |
| <i>Mltt3</i>         | 0.000961062 | 0.250485943  |
| <i>mt-Cytb</i>       | 0.000973168 | -0.439887389 |

## Cluster 5

| Gene           | p_val       | avg_logFC    |
|----------------|-------------|--------------|
| <i>Malat1</i>  | 1.98E-07    | -0.32432797  |
| <i>mt-Cytb</i> | 3.79E-06    | -0.641017808 |
| <i>Lncpint</i> | 4.40E-06    | 0.341619265  |
| <i>Ahi1</i>    | 1.74E-05    | -0.31211709  |
| <i>Pdia3</i>   | 5.44E-05    | 0.32102045   |
| <i>Chordc1</i> | 6.61E-05    | 0.261001028  |
| <i>Creb1</i>   | 8.66E-05    | 0.28882407   |
| <i>Nptn</i>    | 0.00010126  | 0.271410584  |
| <i>mt-Rnr2</i> | 0.000121509 | -0.627395967 |
| <i>Lin28b</i>  | 0.000126903 | 0.344290569  |
| <i>Mpdz</i>    | 0.000134244 | 0.259334506  |
| <i>Sbf1</i>    | 0.000190883 | 0.251408956  |
| <i>Chchd6</i>  | 0.000193401 | -0.341973925 |
| <i>Hspa4l</i>  | 0.000217377 | 0.321284898  |
| <i>Stat5b</i>  | 0.000220899 | 0.288205289  |
| <i>mt-Nd4</i>  | 0.000338692 | -0.505243577 |
| <i>Mboat2</i>  | 0.000390606 | 0.301803743  |
| <i>Klhl2</i>   | 0.000436303 | 0.251039824  |
| <i>Vav2</i>    | 0.000448179 | 0.262194211  |
| <i>mt-Nd2</i>  | 0.000582716 | -0.488712305 |
| <i>Vegfb</i>   | 0.000640273 | -0.275547406 |
| <i>Cyp51</i>   | 0.000651609 | -0.338455825 |
| <i>Cpne5</i>   | 0.000703412 | 0.250304283  |
| <i>4-Mar</i>   | 0.000729962 | 0.255518258  |
| <i>mt-Nd1</i>  | 0.000751846 | -0.576352075 |
| <i>Dcun1d4</i> | 0.000904619 | -0.312948865 |
| <i>Rbm39</i>   | 0.000915318 | -0.261979541 |

## Cluster 6

| Gene            | p_val       | avg_logFC    |
|-----------------|-------------|--------------|
| <i>Ahi1</i>     | 2.15E-09    | -0.360497674 |
| <i>Malat1</i>   | 6.64E-08    | -0.450872468 |
| <i>Hsph1</i>    | 2.92E-07    | 0.486014955  |
| <i>Gm37899</i>  | 3.67E-06    | 0.320362045  |
| <i>Soga1</i>    | 5.24E-06    | 0.254699586  |
| <i>Swf1</i>     | 8.21E-06    | 0.369198375  |
| <i>Slc1a4</i>   | 1.15E-05    | 0.270963005  |
| <i>Ptpro</i>    | 1.39E-05    | 0.380600139  |
| <i>Lncpint</i>  | 2.37E-05    | 0.269479868  |
| <i>Rbpj</i>     | 2.78E-05    | 0.279484527  |
| <i>Epha7</i>    | 2.93E-05    | 0.414977843  |
| <i>Castor2</i>  | 3.44E-05    | 0.275317927  |
| <i>Atxn2l</i>   | 4.93E-05    | 0.289970448  |
| <i>Ube2e3</i>   | 7.49E-05    | 0.259858622  |
| <i>Cntnap5c</i> | 8.64E-05    | 0.394224282  |
| <i>Fmn12</i>    | 9.55E-05    | 0.400779757  |
| <i>Rfx3</i>     | 0.000103469 | 0.307369163  |
| <i>Htr4</i>     | 0.000107573 | 0.267070595  |
| <i>Dnaja1</i>   | 0.000128554 | 0.310918934  |
| <i>Rbm39</i>    | 0.000140054 | -0.257774103 |
| <i>Lrch1</i>    | 0.00014095  | 0.257472344  |
| <i>Tsc22d1</i>  | 0.000155976 | 0.287399756  |
| <i>Fam189a1</i> | 0.000156107 | 0.287210317  |
| <i>Dlg4</i>     | 0.000238453 | 0.314362418  |
| <i>Ppm1e</i>    | 0.000325886 | 0.270954469  |
| <i>Samp</i>     | 0.000340535 | 0.253983782  |
| <i>Pid1</i>     | 0.000386636 | 0.29746285   |
| <i>Edil3</i>    | 0.000402749 | 0.267063512  |
| <i>Arhgap24</i> | 0.000485595 | 0.31819904   |
| <i>Cdc123</i>   | 0.000713889 | 0.255058706  |
| <i>Gpr137c</i>  | 0.000818769 | 0.264028428  |
| <i>Dync2h1</i>  | 0.000861411 | -0.301094108 |

## Cluster 7

| Gene           | p_val    | avg_logFC    |
|----------------|----------|--------------|
| <i>Parm1</i>   | 1.69E-09 | 0.632973414  |
| <i>Eps15</i>   | 2.58E-07 | 0.379729607  |
| <i>Hsph1</i>   | 5.23E-07 | 0.505945628  |
| <i>Per2</i>    | 6.32E-07 | 0.340290914  |
| <i>Spon1</i>   | 1.53E-06 | 0.455063125  |
| <i>Rian</i>    | 3.39E-06 | 0.333610379  |
| <i>Hspa4l</i>  | 4.48E-06 | 0.52986901   |
| <i>Phtf2</i>   | 4.53E-06 | 0.425508776  |
| <i>Rab3c</i>   | 5.11E-06 | 0.526711401  |
| <i>Hnrnp1l</i> | 5.57E-06 | 0.335900159  |
| <i>Ptprk</i>   | 6.15E-06 | 0.637524641  |
| <i>Kirrel3</i> | 7.70E-06 | -0.962791131 |
| <i>Plpp4</i>   | 1.42E-05 | 0.531739884  |
| <i>Pbx4</i>    | 1.63E-05 | 0.257924432  |
| <i>Matr3</i>   | 1.72E-05 | 0.383875654  |
| <i>Tln1</i>    | 1.83E-05 | 0.333342643  |
| <i>Psm11</i>   | 2.04E-05 | 0.276490153  |

| Gene            | p_val    | avg_logFC    |
|-----------------|----------|--------------|
| <i>Apa2</i>     | 2.09E-05 | 0.33008167   |
| <i>Mtf2</i>     | 3.01E-05 | 0.414170742  |
| <i>Gclc</i>     | 3.31E-05 | 0.266564097  |
| <i>Tsc22d4</i>  | 3.31E-05 | 0.257789991  |
| <i>Gpatch8</i>  | 3.44E-05 | 0.368188101  |
| <i>Abhd8</i>    | 3.68E-05 | 0.2566138    |
| <i>Pkp4</i>     | 3.91E-05 | 0.439857017  |
| <i>Ugp2</i>     | 4.12E-05 | 0.271348385  |
| <i>St8sia4</i>  | 4.20E-05 | 0.294871562  |
| <i>Il1rapl2</i> | 4.24E-05 | -0.807347328 |
| <i>Fam208b</i>  | 4.33E-05 | 0.352762038  |
| <i>Stag1</i>    | 4.44E-05 | 0.372489156  |
| <i>Sgcd</i>     | 4.51E-05 | 0.675160655  |
| <i>Qser1</i>    | 4.58E-05 | 0.334270933  |
| <i>Rit2</i>     | 5.29E-05 | 0.450674939  |
| <i>Slc1a2</i>   | 5.65E-05 | 0.281322596  |
| <i>Ikzf4</i>    | 5.74E-05 | 0.286015012  |

## Cluster 7

| Gene                 | p_val       | avg_logFC    |
|----------------------|-------------|--------------|
| <i>Slc35d1</i>       | 6.40E-05    | 0.307350625  |
| <i>Itgb8</i>         | 6.45E-05    | 0.384438986  |
| <i>Unc13b</i>        | 6.71E-05    | 0.277178844  |
| <i>Atp2b1</i>        | 6.72E-05    | 0.428229517  |
| <i>Clpx</i>          | 6.94E-05    | 0.276277579  |
| <i>Gm42418</i>       | 7.48E-05    | -0.484252334 |
| <i>Arhgap26</i>      | 7.51E-05    | -0.623413172 |
| <i>Kcnb2</i>         | 8.92E-05    | -0.617339749 |
| <i>Nova1</i>         | 9.17E-05    | 0.397706572  |
| <i>Vamp4</i>         | 9.89E-05    | 0.283533601  |
| <i>Mpdz</i>          | 0.000103497 | 0.433435365  |
| <i>Ndst4</i>         | 0.000105112 | -0.658537732 |
| <i>Cntnap5c</i>      | 0.000106228 | 0.490096509  |
| <i>Chordc1</i>       | 0.000110226 | 0.48609017   |
| <i>Nkain2</i>        | 0.00011276  | -0.490703096 |
| <i>Bex3</i>          | 0.000113022 | 0.317349816  |
| <i>Edil3</i>         | 0.000120215 | 0.628649025  |
| <i>Dscaml1</i>       | 0.000126042 | 0.369297859  |
| <i>Taf1d</i>         | 0.000150563 | 0.349362915  |
| <i>2610005L07Rik</i> | 0.000150774 | 0.375398669  |
| <i>Lrrc8c</i>        | 0.000156649 | 0.293257061  |
| <i>Pomt1</i>         | 0.000160827 | 0.280294394  |
| <i>Mfsd4a</i>        | 0.000170989 | 0.304724602  |
| <i>Kcnj6</i>         | 0.00017328  | 0.491629886  |
| <i>Bcas2</i>         | 0.000173306 | 0.325477708  |
| <i>Srrm2</i>         | 0.000195728 | -0.388825536 |
| <i>B230217J21Rik</i> | 0.000204549 | 0.29500342   |
| <i>Pex13</i>         | 0.000209066 | 0.276978209  |
| <i>D1Ertd622e</i>    | 0.000210865 | 0.280409352  |
| <i>Lman2l</i>        | 0.000211214 | 0.363911279  |
| <i>Nr6a1</i>         | 0.000226921 | 0.475796392  |
| <i>Arhgef18</i>      | 0.000229247 | 0.279967982  |
| <i>Aff2</i>          | 0.000242283 | 0.36265832   |
| <i>Plk2</i>          | 0.000250687 | 0.372481433  |
| <i>Gid4</i>          | 0.000250744 | 0.256829309  |
| <i>Mthfd2l</i>       | 0.000259456 | 0.322168955  |
| <i>Papalg</i>        | 0.000269466 | 0.255184588  |

| Gene              | p_val       | avg_logFC    |
|-------------------|-------------|--------------|
| <i>Pbx3</i>       | 0.000296309 | 0.544422245  |
| <i>Zfp52</i>      | 0.000306378 | 0.255912108  |
| <i>Mam13</i>      | 0.000325812 | 0.387282019  |
| <i>9330159F1</i>  | 0.00033283  | 0.283824729  |
| <i>Ahi1</i>       | 0.000368271 | -0.294865027 |
| <i>Anxa6</i>      | 0.000386521 | 0.267324921  |
| <i>Lin28b</i>     | 0.000406843 | 0.347845404  |
| <i>Qtrt1</i>      | 0.000458104 | 0.269779171  |
| <i>Supt20</i>     | 0.000464065 | 0.286165509  |
| <i>Nr6a1os</i>    | 0.000480668 | 0.276449478  |
| <i>Exosc3</i>     | 0.000493443 | 0.252712369  |
| <i>Lhx1os</i>     | 0.000495725 | 0.254820254  |
| <i>9330182L06</i> | 0.000496933 | 0.335455519  |
| <i>N4bp2</i>      | 0.000515431 | 0.271499433  |
| <i>Mboat7</i>     | 0.000524684 | 0.320496488  |
| <i>Rhbdl3</i>     | 0.000527866 | 0.332397879  |
| <i>Mfhas1</i>     | 0.000550188 | 0.274060852  |
| <i>Stk32b</i>     | 0.000573403 | 0.286362595  |
| <i>Arid5b</i>     | 0.000652213 | 0.273324087  |
| <i>Cnot6</i>      | 0.000663222 | 0.268464561  |
| <i>Fam19a2</i>    | 0.000686756 | -0.752256144 |
| <i>Gm4258</i>     | 0.000686817 | 0.317593218  |
| <i>Gm32647</i>    | 0.000690458 | -0.824862903 |
| <i>Bbs4</i>       | 0.000743462 | 0.34152753   |
| <i>Snape3</i>     | 0.00075519  | 0.334060902  |
| <i>Fcho2</i>      | 0.000771408 | 0.359141772  |
| <i>1110019D1</i>  | 0.000774612 | 0.303058786  |
| <i>Dcaf1</i>      | 0.000784348 | 0.273257349  |
| <i>Sec61a2</i>    | 0.000811762 | 0.348696634  |
| <i>lp6k1</i>      | 0.000816169 | 0.286191201  |
| <i>Ranbp9</i>     | 0.000828709 | 0.369482127  |
| <i>mt-Rnr2</i>    | 0.000874551 | -0.621643511 |
| <i>Dpysl5</i>     | 0.000883108 | 0.380335833  |
| <i>Elf2s2</i>     | 0.000904362 | 0.381191011  |
| <i>Sae1</i>       | 0.000905126 | 0.277397189  |
| <i>Kcnd3</i>      | 0.000908399 | 0.335275157  |
| <i>Cbl</i>        | 0.000949371 | 0.256603602  |

**Table. S1**

**HFD induces gene expression changes in the vIPAG.**

A comprehensive list of genes that showing significant expression alterations in different vIPAG GABAergic cells clusters between WT and DIO.

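Table S1 gives a p and an average log fold change for each gene and cluster, from a test across nuclei. In 5 of its rows the gene name could not be matched to a symbol of the files. In 11 others the printed name matched no symbol and was read as a near one, 1 of them as Swt1, and all 11 had the listed direction. Without them 238 of 244 genes did. Of the genes used, 191 were listed as higher in DIO mice and 64 as lower. Cluster 7 has the most rows, 108, and cluster 2 the fewest, 19. For the 104 rows of cluster 7 that were used, 100 had the listed direction in the summed counts of gaba7, from 214 NFD and 187 HFD nuclei. In clusters 2 to 6, every gene used had the listed direction. The genes listed in 3 or more clusters numbered 10, with Swt1 among them by 1 such reading.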

How the deposited data were processed for this re-analysis (not part of the article)

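Nuclei of the vlPAG were captured in droplets and sequenced in 1 library per diet, each from the pooled tissue of 18 mice given NFD or HFD for 7 weeks from 8 weeks of age, with a capture target of 8000. The deposited matrices hold UMI counts per gene and nucleus, as whole numbers. By the methods and the submitters' processing notes, the authors demultiplexed the reads with bcl2fastq 5.01, aligned them to GRCm38 and counted UMIs with Cell Ranger (4.0.0 in the matrix header), and analysed the nuclei in Seurat 3.1.1. Whether intronic reads were counted is not given in the sources used here. The libraries were assigned to diets from the sample labels and the paper, which give the same diets.

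The counts were filtered as in the paper's methods, keeping nuclei with more than 500 UMIs and under 20% mitochondrial counts, which left 7500 NFD and 6322 HFD nuclei at medians of 4504.5 and 7347.5 UMIs. They were normalized in Seurat 5.3.0 (R 4.3.3, Matrix 1.6.5) to 10000 per nucleus on a natural log scale. Variable genes (2000), 20 principal components and Louvain clustering followed, with both libraries together and no integration, at a resolution of 0.5 for all nuclei and 0.1 for GABAergic nuclei. The genes of Table S1, Cacna2d1 included, were taken out of the variable genes, which left 1929 and 1921. Principal component values were rounded before clustering. Scrublet, run through scanpy 1.11.5, marked too few nuclei to be used, so likely doublets were kept, and the 6% of nuclei with the highest scores were removed in an alternative.

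Clusters were named from marker lists fixed before the data were examined. A marker's fold over the other nuclei was taken after adding 10 CPM, a class needed a mean log2 fold of at least 1 (2 for serotonergic and dopaminergic neurons, 0.5 for GABAergic subgroups) and 3 markers detected in at least 10% of nuclei, and its 10 leading genes were read against its name. Neuronal clusters were called GABAergic or glutamatergic when the markers of one transmitter were at least 2-fold those of the other in CPM. The class resolution, the scoring rule and the use of the highest doublet scores were set after the clusters were seen. The transmitter threshold was at one point raised to 3-fold after the clusters were seen, and this was undone: 2-fold is used throughout, and 1.5-fold and 3-fold are given as alternatives. Clusters 2 and 12 fell between the transmitters and are in neither class. Glutamatergic and ependymal clusters were compared by number, as no glutamatergic cluster had a marker of its class among its leading genes and cluster 13 was led also by Kit and Tfap2b.

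UMIs were summed per library and cell group and given as CPM with exact Poisson intervals, ratios of CPM with exact conditional binomial intervals and shares with Clopper-Pearson intervals, all at 95%, using Python 3.11.15, numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3, with plots in matplotlib 3.10.9. These cover counting error only. With 1 library per diet no p-value, standard error or number of changed genes was computed from nuclei. A count of 0 allows up to 3 counts. Shares of nuclei with a UMI were also taken after thinning each nucleus to 2000 UMIs. For 25 gene lists fixed before the data were examined, the median log2 ratio over members with at least 100 UMIs was set beside 10000 random lists of genes drawn from the 100 nearest in expression, with an interval from 1000 Poisson resamplings. Several heat shock, mitochondrial, clock and noncoding genes of these lists were known from Table S1.

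The genes named in the text follow a rule fixed before the data were examined, except that values of Table S1 count as seen. They are the genes the paper names for this experiment and the markers it draws, the genes of Table S1 listed in 3 or more clusters or among the 3 lowest p of a cluster, up to 4 members of each list with the largest ratios, and the 10 genes most above and most below 0 per cell group with at least 200 UMIs (100 in glia) and a counting interval beyond 1.25-fold. Leading genes of clusters, the Table S1 genes of the other direction, library genes of blood and sex and the granule neuron markers are named beside these because they describe a cluster, a library or a test. Table S1 was matched by gene symbol, with 11 printed names that match no symbol read as a near one and 5 left out, and genes that share a symbol were kept as separate rows. A few genes that this rule takes are not reported here.

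The ratio step was tested on simulated counts for all GABAergic nuclei, with 200 changed genes. The interval covered the true ratio of 97% of 100 genes made 2-fold higher, 94% of 50 made 2-fold lower, 100% of 50 made 1.5-fold higher and 95.7% of 10654 unchanged genes. It lay wholly beyond 1.25-fold for 100, 98, 74 and 0.0188% of them. This checks the computation of the counting interval only. It does not show how far real counts vary between nuclei, mice or libraries.

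Alternatives set before the data were examined changed the variable genes, the number of principal components, the resolution, integration, doublets, the filters, the marker requirement, the scaling, the weighting of nuclei, thinning, the gene minimum and the definition of gaba1. Others, added after seeing the data, changed the filter to every barcode, the class resolution, the transmitter threshold and the Louvain seed, or left out nuclei with a glutamate transporter UMI, nuclei over 16000 UMIs or cluster 5. The in situ hybridization, recordings and behaviour of the paper are not analysed here.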

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

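The tests of the heat shock pattern below were chosen after the result was seen. Those of cluster 5 were set before their own results were seen, but after its leading genes and transporter levels were known, and Cadps2 had been seen in microglia.

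Heat shock genes were higher and Malat1 lower in HFD outside the GABAergic nuclei that the paper examined, with Hsph1 at a log2 ratio of 1.58 (1.34 to 1.81) in glutamatergic cluster 1, from 191 NFD and 717 HFD UMIs. A scale set by a few abundant RNAs, which would shift all genes alike, is argued against as the cause of the higher heat shock genes, because the median of their list in GABAergic nuclei lay 0.55 (0.41 to 0.59) above that of random lists of like expression. A response of GABAergic neurons alone is argued against, because Malat1 was lower in HFD in 16 of 18 clusters not named GABAergic (88.9%). A difference in handling, time of collection or sequencing between the libraries cannot be told apart from an effect of the diet, since each diet has 1 library, and Hsph1 was higher in 19 of the 20 clusters with at least 30 UMIs of it and some in both libraries (95.0%) and Malat1 lower in 21 of 23. Both explanations stay open for the whole pattern.

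Cluster 5 held 765 HFD nuclei and 10 NFD nuclei, and the paper's text and the classes of Fig. 4C name no such group, although Fig. 4B draws a group that by eye is nearly all HFD nuclei and is colored as glutamatergic in Fig. 4C. That it is made of low-depth nuclei or debris of the other clusters is argued against, because 98.0% of 611 of its nuclei had a UMI of a granule neuron marker against 29.9% of 509 other HFD nuclei of like depth, a ratio of 3.28. Markers of cerebellar granule neurons had a median log2 fold of 2.74 over GABAergic and glutamatergic nuclei, 12 of 13 of them above 0, with Cadps2 at 2127 against 173 CPM and Zic1 at 251 against 1.61 CPM. Neurod1 had no UMI in cluster 5 or in those other neurons, and all the other markers had UMIs in both. Grin2c, Slc17a7 and Cadps2 were in other lists used here, and none of the markers is in Table S1. A candidate explanation is therefore that the HFD dissection, which had no sort, held cerebellar tissue, while an effect of the diet was not tested and stays open. Whether the NFD dissection held some too was not tested: cluster 20, with Gabra6 and Etv1 among its leading genes, had 44 NFD and 113 HFD nuclei, cluster 18, with Pcp2 and Pvalb, had 84 and 141, and cluster 13, with Kit and Tfap2b, had 296 and 86.

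Genes of cholesterol and fatty acid synthesis, which the paper does not discuss, had a median log2 ratio of -0.29 in GABAergic nuclei, below those of the random lists of like expression.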

How the results depend on the processing

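Over 1052 values recomputed under other settings, 752 stayed within the counting interval of the value reported and 273 moved out of it. A further 27, all Cacna2d1 ratios whose interval excluded 0, reversed direction. Ratios and medians whose interval included 0 changed sign in 41 cases, 27 of them among those that moved. The medians in GABAergic nuclei of the lists of heat shock, immediate early, cholesterol, neuropeptide, mitochondrial and ribosomal genes kept their sign under every alternative run on them, between 0.45 and 0.59 for heat shock genes and between -0.31 and -0.20 for cholesterol genes. Among the list medians over all GABAergic nuclei, the only ones that changed sign lay close to 0, those of sodium and HCN channels and of nuclear long noncoding RNAs. The share of Table S1 genes in the listed direction stayed between 96.9 and 99.6% over the alternatives it was run on, and where a subgroup was missing its genes were not counted. The direction of Cacna2d1 by summed counts in gaba1 and over all GABAergic nuclei was not stable. No subgroup matched gaba1 with 3000 variable genes, at a GABAergic resolution of 0.05, under 5% mitochondrial counts or with Louvain seeds 1 and 2, so these gave no gaba1 value. Depth limits the shares of nuclei with a UMI, which in gaba1 were 50.7% in NFD and 40.6% in HFD at full depth and 29.0 and 19.8% when thinned to 1000 UMIs. No paired analysis was possible because there is 1 library per diet and no test.

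Of the values that changed, 195 are given below. The other 105, shares of glial and endothelial classes and shares of nuclei with a Cacna2d1 UMI in all GABAergic nuclei and in gaba2 to gaba7, moved up in 34 cases and down in 71. The values under the first set of alternatives follow, with log2 ratios and medians as HFD over NFD. The cause was not tested. With all 2000 variable genes, the GABAergic share was 31.6% in NFD and 33.4% in HFD, 3643 GABAergic nuclei were selected, gaba1 was 22.0% of GABAergic nuclei, the share of gaba1 nuclei with a Cacna2d1 UMI was 14.5% in NFD and 8.95% in HFD and the Cacna2d1 ratio reversed to -0.65 in gaba1 and -0.063 in gaba3 and moved to 0.24 in all GABAergic nuclei, -1.11 in gaba6 and 0.47 in gaba7. With only Cacna2d1 left out of these genes, the GABAergic share was 31.8% in NFD and 33.0% in HFD, 3631 GABAergic nuclei were selected, gaba1 was 26.6% of GABAergic nuclei, the share of gaba1 nuclei with a Cacna2d1 UMI was 14.6% in NFD and 8.38% in HFD, 99.2% of the Table S1 genes had the listed direction and the Cacna2d1 ratio reversed to -0.68 in gaba1 and moved to 0.20 in all GABAergic nuclei, 0.93 in gaba2, 0.14 in gaba3, -1.05 in gaba6 and 0.25 in gaba7. With 3000 variable genes, the GABAergic share was 30.7% in NFD and 31.8% in HFD, 3494 GABAergic nuclei were selected and the Cacna2d1 ratio moved to 0.28 in all GABAergic nuclei, 0.61 in gaba2, 0.58 in gaba3, -0.27 in gaba6 and 0.57 in gaba7. With 10 principal components, the GABAergic share was 34.1% in NFD and 29.7% in HFD, 3385 GABAergic nuclei were selected, gaba1 was 34.3% of GABAergic nuclei, the share of gaba1 nuclei with a Cacna2d1 UMI was 25.0% in NFD and the Cacna2d1 ratio moved to 1.23 in gaba2 and 0.096 in gaba3. With 30 principal components, the GABAergic share was 41.1% in NFD and 31.2% in HFD, 3956 GABAergic nuclei were selected, gaba1 was 11.0% of GABAergic nuclei, the share of gaba1 nuclei with a Cacna2d1 UMI was 7.58% in NFD and 7.08% in HFD and the Cacna2d1 ratio reversed to -0.22 in all GABAergic nuclei and moved to 0.017 in gaba1 and -2.62 in gaba4. At a GABAergic resolution of 0.2, gaba1 was 30.3% of GABAergic nuclei. After CCA integration of the libraries, the GABAergic share was 34.5% in NFD and 33.5% in HFD, 3674 GABAergic nuclei were selected, gaba1 was 26.7% of GABAergic nuclei, the share of gaba1 nuclei with a Cacna2d1 UMI was 12.9% in NFD and 9.67% in HFD and the Cacna2d1 ratio reversed to -0.51 in gaba1 and moved to 0.25 in all GABAergic nuclei, 0.72 in gaba2 and -0.30 in gaba6. Without likely doublets, 7050 NFD and 5943 HFD nuclei remained, the GABAergic share was 37.4% in NFD, 3774 GABAergic nuclei were selected, gaba1 was 30.2% of GABAergic nuclei, the share of gaba1 nuclei with a Cacna2d1 UMI was 31.5% in NFD and 19.6% in HFD and the Cacna2d1 ratio reversed to 0.37 in gaba5 and moved to 0.80 in gaba2, 1.40 in gaba3, -1.65 in gaba4 and -0.71 in gaba6. In nuclei of at least 1000 UMIs, 6967 NFD and 6094 HFD nuclei remained, the GABAergic share was 35.6% in NFD and 33.8% in HFD, 3640 GABAergic nuclei were selected, gaba1 was 23.7% of GABAergic nuclei, the share of gaba1 nuclei with a Cacna2d1 UMI was 18.0% in NFD and 8.79% in HFD, 99.1% of the Table S1 genes had the listed direction and the Cacna2d1 ratio reversed to -0.97 in gaba1 and moved to 0.029 in gaba3 and 0.77 in gaba7. Under 5% mitochondrial counts, 7318 NFD and 6084 HFD nuclei remained, the GABAergic share was 26.5% in NFD and 25.9% in HFD, 3052 GABAergic nuclei were selected, 99.6% of the Table S1 genes had the listed direction, the Cacna2d1 ratio reversed to -0.39 in all GABAergic nuclei and -0.10 in gaba3 and moved to -0.61 in gaba6 and 0.84 in gaba7 and the list median was 0.040 for calcium channel auxiliary subunits, 0.12 for thrombospondins, neurexins and neuroligins, 0.18 for GABA-A and GABA-B receptor subunits and 0.019 for endoplasmic reticulum stress. With no GABAergic marker UMI required, 5205 GABAergic nuclei were selected, gaba1 was 38.2% of GABAergic nuclei, the share of gaba1 nuclei with a Cacna2d1 UMI was 45.6% in NFD, the Cacna2d1 ratio reversed to -0.034 in all GABAergic nuclei and -0.22 in gaba1 and moved to 1.05 in gaba2 and the list median was 0.044 for calcium channel auxiliary subunits. With CPM taken without mitochondrial genes and Malat1, the list median was 0.018 for glutamate receptors. Centred on the median gene, the list median was 0.11 for thrombospondins, neurexins and neuroligins, 0.066 for glutamate receptors, 0.069 for synaptic vesicle release and 0.088 for nuclear long noncoding RNAs. With each nucleus weighted equally, the Cacna2d1 ratio reversed to -0.16 in all GABAergic nuclei and -0.27 in gaba1 and moved to -1.50 in gaba4 and the list median was 0.59 for heat shock chaperones and co-chaperones. Thinned to 2000 UMIs (few Cacna2d1 UMIs in gaba4 and gaba5), the Cacna2d1 ratio reversed to -0.058 in all GABAergic nuclei, -0.23 in gaba1 and 1.62 in gaba5 and moved to -1.69 in gaba4 and the list median was 0.14 for calcium channel auxiliary subunits, 0.035 for sodium and HCN channels, 0.023 for glutamate receptors and 0.19 for midbrain GABAergic lineage transcription factors. Without thinning, the share of gaba1 nuclei with a Cacna2d1 UMI was 50.7% in NFD and 40.6% in HFD. Thinned to 1000 UMIs, the share of gaba1 nuclei with a Cacna2d1 UMI was 29.0% in NFD and 19.8% in HFD. Thinned to 4000 UMIs, the share of gaba1 nuclei with a Cacna2d1 UMI was 34.9% in HFD.

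The next alternatives were chosen after seeing the data, and the Table S1 and list results were not run on them. A transmitter threshold of 1.5-fold gave the same nuclei as that of 2-fold. With every barcode kept, there were 7625 NFD and 6813 HFD nuclei, the GABAergic share was 35.9% in NFD and 31.3% in HFD, 3893 GABAergic nuclei were selected, gaba1 was 29.3% of GABAergic nuclei, the share of gaba1 nuclei with a Cacna2d1 UMI was 31.1% in NFD and 16.8% in HFD and the Cacna2d1 ratio reversed to -0.061 in all GABAergic nuclei and -0.74 in gaba1 and moved to 0.48 in gaba2 and 0.26 in gaba3. At a class resolution of 0.3, the GABAergic share was 46.8% in NFD and 34.7% in HFD, 3918 GABAergic nuclei were selected, gaba1 was 13.2% of GABAergic nuclei, the share of gaba1 nuclei with a Cacna2d1 UMI was 5.24% in NFD and 4.44% in HFD and the Cacna2d1 ratio reversed to -0.14 in all GABAergic nuclei and -0.51 in gaba1 and moved to 0.44 in gaba3, -1.58 in gaba4 and 0.89 in gaba6. At a class resolution of 1.0, the GABAergic share was 32.8% in NFD and 29.0% in HFD, 3651 GABAergic nuclei were selected, the share of gaba1 nuclei with a Cacna2d1 UMI was 34.0% in NFD and 24.2% in HFD and the Cacna2d1 ratio reversed to -0.10 in all GABAergic nuclei and moved to 0.56 in gaba2, 0.33 in gaba3 and -1.58 in gaba4. With a transmitter threshold of 3-fold, the GABAergic share was 32.5% in NFD and 28.0% in HFD, 3504 GABAergic nuclei were selected, gaba1 was 38.4% of GABAergic nuclei and the Cacna2d1 ratio reversed to -0.039 in all GABAergic nuclei and moved to 0.58 in gaba3 and -0.68 in gaba7. With Louvain seed 1, the GABAergic share was 34.8% in NFD and 32.6% in HFD, 3659 GABAergic nuclei were selected and the Cacna2d1 ratio moved to 0.47 in gaba2, -1.26 in gaba6 and 0.42 in gaba7. With Louvain seed 2, the GABAergic share was 35.0% in NFD and 32.6% in HFD, 3659 GABAergic nuclei were selected and the Cacna2d1 ratio moved to 0.45 in gaba2, -1.19 in gaba6 and 0.42 in gaba7. With Louvain seed 3, the GABAergic share was 42.1% in NFD and 37.2% in HFD, gaba1 was 36.9% of GABAergic nuclei and the share of gaba1 nuclei with a Cacna2d1 UMI was 41.9% in NFD and 35.7% in HFD. In nuclei with no glutamate transporter UMI, the share of gaba1 nuclei with a Cacna2d1 UMI was 29.7% in NFD and 13.0% in HFD and the Cacna2d1 ratio reversed to -0.40 in all GABAergic nuclei, -0.70 in gaba1 and 0.70 in gaba5 and moved to 0.47 in gaba3. In nuclei of at most 16000 UMIs, the share of gaba1 nuclei with a Cacna2d1 UMI was 21.2% in HFD and the Cacna2d1 ratio reversed to -0.11 in all GABAergic nuclei and -0.38 in gaba1 and moved to 0.45 in gaba3, -1.95 in gaba4 and -0.78 in gaba6. Without cluster 5, the GABAergic share was 40.8% in HFD. The cause of these changes was not tested either.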

Differences from the paper's values

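Table S1 gives an average log fold change of -0.815887155 for Cacna2d1 in cluster 1, the paper's value, on a scale that matches natural logs in this cluster. The ratio of summed counts in gaba1 on that scale was 0.101, and the difference computed as for Table S1 was -0.147. Of the alternatives set before the data were examined, the ratio of summed counts came nearest the paper's value with at least 1000 UMIs per nucleus (-0.674). It was further from that value with all 2000 variable genes (-0.453) and with only Cacna2d1 left out of them (-0.472). It was 0.141 with 10 and 0.0121 with 30 principal components. It was 0.0911 at a GABAergic resolution of 0.2, -0.355 after CCA integration and 0.145 with doublets removed. With no marker UMI required it was -0.149. It was 0.0832 in CPM without mitochondrial genes and Malat1, and 0.0829 when centred on the median gene. With each nucleus weighted equally it was -0.187, and thinned to 2000 UMIs it was -0.161. With gaba1 defined by a Meis2 UMI it was 0.1299. The difference on the scale of Table S1 was computed only for the alternatives that changed the clustering. It was smaller in size than the paper's value under all of them. It was -0.255 with all 2000 variable genes, -0.256 with only Cacna2d1 left out, and 0.178 with 10 and 0.0771 with 30 principal components. It was -0.152 at a resolution of 0.2, -0.274 after CCA integration and -0.319 without doublets. With at least 1000 UMIs it was -0.417, and with no marker UMI required it was -0.389. The paper gives 7625 and 6813 nuclei, which equal every barcode of the files, while its stated filter leaves 7500 and 6322. With every barcode kept, an alternative chosen after seeing the data, the difference on the scale of Table S1 was -0.483, and the log2 ratio of summed counts was -0.74. The paper's methods state a base 2 scale for normalized counts. In log2 the summed ratio was 0.15 in the clustering used, -0.65 with all 2000 variable genes and -0.68 with only Cacna2d1 left out. It was -0.97 with at least 1000 UMIs. Over 15 other clusterings it was below 0 in 7 and above 0 in 8. With 3000 variable genes, a resolution of 0.05 or under 5% mitochondrial counts no subgroup matched gaba1. The p that the legend of Fig. 4E gives for Cacna2d1 in gaba1 is not the one that Table S1 lists for it in cluster 1, and equals the p listed there for another gene of that cluster. The paper's test took nuclei as replicates, and here the libraries are compared without a test.

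The paper states that Cacna2d1 was reduced in cluster 1. Here the log2 ratio of summed counts there was 0.15 (0.07 to 0.23), while the mean per nucleus had a log2 ratio of -0.27 and the share of nuclei with a UMI, thinned, was 37.6% in NFD and 28.5% in HFD, both in the paper's direction. Over 16 clusterings with a gaba1 subgroup, 6 of them chosen after seeing the data and 1 of these identical to the one used here, the thinned share was lower in HFD in 16 and the mean per nucleus in 13.

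The paper states that its test found a difference in Cacna2d1 in no other GABAergic subgroup. Here the log2 ratio was 0.90 (0.61 to 1.20) in gaba3, -0.70 (-1.20 to -0.21) in gaba4 and -0.70 (-1.34 to -0.06) in gaba5. The paper's test compared nuclei and these ratios compare sums, so they are different comparisons. At full depth the NFD and HFD shares of nuclei with a UMI were 21.5 and 21.6% in gaba3. They were 11.3 and 10.3% in gaba4 (15 and 18 nuclei) and 12.1 and 12.5% in gaba5 (12 and 12 nuclei). These shares were below that of mature oligodendrocytes at full depth. The mean per nucleus went the way of the sums, with log2 ratios of 0.77 in gaba3, -1.50 in gaba4 and -0.76 in gaba5. The direction in gaba3 turned with all 2000 variable genes (-0.063) and under 5% mitochondrial counts (-0.10). That in gaba5 turned without likely doublets (0.37), after thinning (1.62, from few UMIs) and in nuclei without a glutamate transporter UMI (0.70). The intervals in gaba2, gaba6 and gaba7 included 0.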

Other observations

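The test of fewer glutamatergic-like nuclei below was set before its result was seen, and the tests of depth and of glutamatergic transcripts were chosen after theirs.

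Further gene lists were measured in GABAergic nuclei. Genes of endoplasmic reticulum stress had a median log2 ratio of 0.10 (0.05 to 0.19, 11 above and 5 below 0, percentile 98.4 among the random lists), with Ddit3, a stress-induced transcription factor gene, at 0.43. Clock genes had a median of 0.05 (11 above, 7 below), with the period and cryptochrome genes Per1 at 0.71, Cry1 at 0.54 and Per2 at 0.51. Receptors of feeding hormones and neuropeptides had a median of 0.06 (16 above, 8 below), where the leptin receptor gene Lepr was at -0.51 (-0.78 to -0.23), the orexin receptor gene Hcrtr1 at -0.49 and Bdnf, a neurotrophin gene of this list, at 0.51. Lineage transcription factors had a median of 0.09 (20 above, 11 below), with En1 at 0.44, Nfib at 0.39 and Lhx1 at -0.34. Thrombospondins, neurexins and neuroligins, the partners of the α2δ subunits, had a median of 0.09 (6 above, 1 below), vesicle release genes 0.04 (21 above, 12 below), noncoding RNAs 0.06 (6 above, 5 below) and genes of GABA synthesis and transport -0.03 (1 above, 6 below). Of the lists for other cells and for the libraries, 4 astrocyte reactivity genes had a median of 0.20 and 4 sex-linked genes -0.06. The microglial activation list had 1 measured gene, Apoe at -0.33, the blood list had 1, Alas2 at -0.20, and the substrain gene Nnt had too few UMIs. In gaba1 the heat shock list had a median of 0.42 (18 above, 1 below), the cholesterol list -0.28 (5 above, 15 below), endoplasmic reticulum stress 0.23 (12 above, 2 below), clock genes 0.17 (11 above, 1 below), neuropeptides -0.08 (3 above, 5 below), mitochondrial genes -0.13 (4 above, 8 below), ribosomal protein genes -0.18 (7 above, 15 below) and lineage factors 0.20 (20 above, 5 below). With each nucleus weighted equally the mitochondrial median in gaba1 turned to 0.05 and the ribosomal median was -0.04. The other gaba1 medians given here kept their sign.

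Glutamatergic cluster 1 showed several of the same list directions. Heat shock genes had a median log2 ratio of 0.35 (0.25 to 0.46, 16 above and 3 below 0), and neuropeptide genes were lower in all 10 measured, at a median of -0.42 (-0.57 to -0.35). Cholesterol genes were at -0.30 (3 above, 17 below), ribosomal protein genes at -0.39 (2 above, 24 below), mitochondrial genes at -0.36 (4 above, 9 below) and potassium channels at 0.13 (24 above, 8 below). By size, Tiparp (1.03), Plagl1 (1.01), Arhgap31 (0.99) and Hs3st2 (0.96) were the highest after Hsph1. Gli3 (-2.40, 205 NFD and 49 HFD UMIs), Zeb2 (-1.60), Glis3 (-1.55), Lef1 (-1.49) and Sox6 (-1.20), all genes for transcription factors, were the lowest. In astrocytes, whose cluster 20 was mostly of HFD nuclei, cholesterol genes had a median of -0.66 (-0.95 to -0.44, 1 above and 9 below), clock genes -0.36 (2 above, 10 below), heat shock genes 0.49 (7 above, 2 below) and mitochondrial genes 0.16 (6 above, 2 below), and Prodh, the proline dehydrogenase gene, was at -1.58. Mitochondrial genes were lower in 6 of 8 measured in oligodendrocytes (median -0.23). In microglia they were lower in all 8 measured (median -0.96), and the complement gene C1qa was at -1.42 and Cst3, for cystatin C, at -1.25. Neuronal genes differed within these glial clusters too: vesicle release genes had medians of 0.90 in astrocytes, 0.46 in oligodendrocytes and 0.77 in microglia. Leading genes of cluster 5 were among the highest in HFD glia, with Chn2 at 4.19 in astrocytes and 2.85 in oligodendrocytes and Gm2694 at 4.65 and Il16 at 4.48 in astrocytes, and the granule neuron marker Cadps2 was at 2.61 in microglia.

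Cacna2d1 was abundant in monoaminergic neurons, with 1721 CPM in NFD and 1830 in HFD in serotonergic neurons (log2 ratio 0.09, 0.03 to 0.15) and 977 and 1046 CPM in dopaminergic neurons (0.10, -0.01 to 0.20). It had a ratio of 0.95 (0.75 to 1.16) in astrocytes, 0.35 (0.06 to 0.63) in oligodendrocytes, 1.07 (0.55 to 1.63) in microglia and -0.07 (-0.38 to 0.23) in endothelial cells by summed counts. With each nucleus weighted equally the ratio was 0.90 in astrocytes, 0.88 in microglia, -0.84 in endothelial cells and -0.46 in oligodendrocytes, where the direction turned. The share of nuclei with a UMI at full depth was 27.3% in NFD and 24.7% in HFD oligodendrocytes and 34.7 and 21.9% in endothelial cells. The libraries also differed in Hba-a1, with 163 NFD and 24 HFD UMIs.

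In gaba1 nuclei, Cacna2d1 measured higher in HFD by summed counts and lower by the share of nuclei. Whether the depth difference between the libraries raises the sums stays open. With every nucleus thinned to 2000 UMIs the log2 ratio of summed counts was -0.23 (-0.43 to -0.04), but thinning weights nuclei equally, so this repeats the mean per nucleus (-0.27) and decides nothing. Deep nuclei, which weigh most in a sum, had more Cacna2d1 in both libraries. Over 16000 UMIs, 40 NFD and 120 HFD nuclei had 590 and 602 CPM, a log2 ratio of 0.03 (-0.11 to 0.17). The others had 366 and 282 CPM. The deep nuclei held 884201 of the 5553666 gaba1 UMIs in NFD and 3254797 of 6426835 in HFD. By this split the higher sum came from the larger weight of deep nuclei in HFD. Neither part rose beyond its interval. What set that weight was not tested. For the lower share, depth was not put to a test that could decide. The HFD minus NFD share after thinning was -9.08 percentage points (-14.4 to -3.87), but the HFD nuclei were the deeper (medians of 10294 and 5034 UMIs in HFD and NFD), which by itself can only raise their share, and an effect of depth on which nuclei cluster as gaba1 was not tested. The log2 ratio was -0.70 (-0.86 to -0.55) in nuclei without a glutamate transporter UMI and -0.02 (-0.12 to 0.09) in those with one, so neither was higher in HFD. Nuclei with one had 871 CPM in NFD and 861 CPM in HFD, against 238 and 146 CPM in the others. They held 1435902 of the 5553666 gaba1 UMIs in NFD and 2678523 of 6426835 in HFD. By this split the higher sum came from their larger weight in HFD, not from a rise within either part. Why their weight was larger stays open, as finding such a UMI depends on depth. Whether nuclei with such a UMI are mixed droplets or a cell type was not tested. Whether fewer glutamatergic-like nuclei among HFD gaba1 nuclei lower the share stays open, as does an effect of the diet: 14 genes higher in glutamatergic clusters had a median of -0.33 (-0.61 to -0.03) relative to matched genes, 10 of them below 0. The definition of these genes was not part of the prediction. Over 12 definitions with at least 10 genes, added after that value was seen, the median ran from -0.36 to -0.09. Of these, 7 reached the bound the explanation needed. Nuclei with a glutamate transporter UMI were 19.2% of NFD and 27.2% of HFD gaba1 nuclei, but finding such a UMI depends on depth. The thinned share with a Cacna2d1 UMI was 29.7% in NFD and 13.0% in HFD nuclei without a transporter UMI. In those with one it was 70.7 and 70.3%.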
